# Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga *Nannochloropsis oceanica* CCMP1779

**DOI:** 10.1371/journal.pgen.1003064

**Published:** 2012-11-15

**Authors:** Astrid Vieler, Guangxi Wu, Chia-Hong Tsai, Blair Bullard, Adam J. Cornish, Christopher Harvey, Ida-Barbara Reca, Chelsea Thornburg, Rujira Achawanantakun, Christopher J. Buehl, Michael S. Campbell, David Cavalier, Kevin L. Childs, Teresa J. Clark, Rahul Deshpande, Erika Erickson, Ann Armenia Ferguson, Witawas Handee, Que Kong, Xiaobo Li, Bensheng Liu, Steven Lundback, Cheng Peng, Rebecca L. Roston, Sanjaya, Jeffrey P. Simpson, Allan TerBush, Jaruswan Warakanont, Simone Zäuner, Eva M. Farre, Eric L. Hegg, Ning Jiang, Min-Hao Kuo, Yan Lu, Krishna K. Niyogi, John Ohlrogge, Katherine W. Osteryoung, Yair Shachar-Hill, Barbara B. Sears, Yanni Sun, Hideki Takahashi, Mark Yandell, Shin-Han Shiu, Christoph Benning

## Abstract

Unicellular marine algae have promise for providing sustainable and scalable biofuel feedstocks, although no single species has emerged as a preferred organism. Moreover, adequate molecular and genetic resources prerequisite for the rational engineering of marine algal feedstocks are lacking for most candidate species. Heterokonts of the genus Nannochloropsis naturally have high cellular oil content and are already in use for industrial production of high-value lipid products. First success in applying reverse genetics by targeted gene replacement makes *Nannochloropsis oceanica* an attractive model to investigate the cell and molecular biology and biochemistry of this fascinating organism group. Here we present the assembly of the 28.7 Mb genome of *N. oceanica* CCMP1779. RNA sequencing data from nitrogen-replete and nitrogen-depleted growth conditions support a total of 11,973 genes, of which in addition to automatic annotation some were manually inspected to predict the biochemical repertoire for this organism. Among others, more than 100 genes putatively related to lipid metabolism, 114 predicted transcription factors, and 109 transcriptional regulators were annotated. Comparison of the *N. oceanica* CCMP1779 gene repertoire with the recently published *N. gaditana* genome identified 2,649 genes likely specific to *N. oceanica* CCMP1779. Many of these *N. oceanica*–specific genes have putative orthologs in other species or are supported by transcriptional evidence. However, because similarity-based annotations are limited, functions of most of these species-specific genes remain unknown. Aside from the genome sequence and its analysis, protocols for the transformation of *N. oceanica* CCMP1779 are provided. The availability of genomic and transcriptomic data for *Nannochloropsis oceanica* CCMP1779, along with efficient transformation protocols, provides a blueprint for future detailed gene functional analysis and genetic engineering of Nannochloropsis species by a growing academic community focused on this genus.

## Author Summary

Algae are a highly diverse group of organisms that have become the focus of renewed interest due to their potential for producing biofuel feedstocks, nutraceuticals, and biomaterials. Their high photosynthetic yields and ability to grow in areas unsuitable for agriculture provide a potential sustainable alternative to using traditional agricultural crops for biofuels. Because none of the algae currently in use have a history of domestication, and bioengineering of algae is still in its infancy, there is a need to develop algal strains adapted to cultivation for industrial large-scale production of desired compounds. Model organisms ranging from mice to baker's yeast have been instrumental in providing insights into fundamental biological structures and functions. The algal field needs versatile models to develop a fundamental understanding of photosynthetic production of biomass and valuable compounds in unicellular, marine, oleaginous algal species. To contribute to the development of such an algal model system for basic discovery, we sequenced the genome and two sets of transcriptomes of *N. oceanica* CCMP1779, assembled the genomic sequence, identified putative genes, and began to interpret the function of selected genes. This species was chosen because it is readily transformable with foreign DNA and grows well in culture.

## Introduction

The search for sustainable sources of liquid transportation fuels has led to renewed interest in microalgae as potential feedstocks and rising research activity focused on the basic biology of algae. Microalgae can accumulate large quantities of oils (triacylglycerols) and carbohydrates, particularly when nutrient-deprived [1], [2]. Recent estimates taking into account different locations predict that microalgal photosynthesis can produce between 40,000 and 50,000 L ha^−1^ year^−1^, which is 5-to-6 times the yield observed for oil palm [3]. To realize this potential, it will be necessary to understand photosynthetic growth and metabolism of specific model algae. Even though genomic information and basic molecular tools are available for a range of organisms such as the diatoms *Phaeodactylum tricornutum* [4], [5], the brown algae *Ectocarpus siliculosus* [6] or the tiny chlorophyte *Ostreococcus tauri* [7], the mechanistic study of microalgal gene functions is currently lagging behind models such as Arabidopsis. Of all algae, *Chlamydomonas reinhardtii* is currently the most thoroughly studied based on the number of entries in the Public Library of Medicine (http://www.ncbi.nlm.nih.gov/pubmed/). Despite its proven versatility, Chlamydomonas is still somewhat limited with regard to available tools for its molecular analysis. For example, efficient targeted inactivation of genes by gene disruption technology is not available and loss-of-function mutants can be difficult to obtain by RNA interference and related techniques. The recent achievement of homologous gene replacement in *Nannochloropsis oceanica* [8] opens up potential opportunities to develop this alga into an alternate model organism representing marine, oleaginous microalgae.

Nannochloropsis is classified under the class Eustigmatophyceae of the Heterokontophyta [9], a diverse algal group that includes brown algae and diatoms. The plastid of this alga is surrounded by four membranes derived from a secondary endosymbiotic event [10]. Strains from this genus have been investigated for their lipid composition and lipid accumulation, e.g. [11]–[14]. In addition, the biomass production by strains of Nannochloropsis grown under different conditions has been increasingly studied in recent years, e.g. [15]–[19]. Given the potential of this alga as an industrial feedstock and the progress made in developing homologous gene replacement, several research groups have set out to sequence the genome of different Nannochloropsis strains and draft genomes of *Nannochloropsis oceanica* [20] and *Nannochloropsis gaditana* [21] have recently become available.

Here we focus on the publicly available strain *Nannochloropsis oceanica* CCMP1779, which we chose based on its growth in culture, its sensitivity to antibiotics, and ease of integrating transformation markers into its nuclear genome. We sequenced its genomic DNA and two sets of cDNAs obtained from two different growth conditions to aid in the annotation of genes. Its genome has been tentatively compared to that of *N. gaditana*. In addition a team of scientists has begun to manually annotate and examine the gene repertoire for specific pathways and processes to better understand the biology of this alga.

## Results/Discussion

### Strain selection—antibiotic sensitivity, growth and introduction of selectable markers

Out of 20 axenic Nannochloropsis strains obtained from the Provasoli-Guillard National Center for Marine Algae and Microbiota (NCMA, formerly CCMP), strains of the *N. salina* (CCMP369), *N. gaditana* (CCMP1775 and 536) and *N. granulata* (CCMP529), as well as two not further specified strains (CCMP1779 and CCMP531) were selected based on uniformly dispersed, robust growth in enriched artificial sea water (16 g/L marine salt content) in batch culture as well as on agar-solidified medium. Both unspecified *Nannochloropsis sp.* strains cluster with strains of the *N. oceanica* species in a rooted tree [22] based on 26 published 18S rRNA nucleotide sequences (Figure 1) using *Eustigmatos vischeri* (Eustigmatophyceae) as an out-group [23]. For this reason, these strains are hereafter referred to as *N. oceanica*. Because of poor growth under the conditions we have used, *N. oculata* and the fresh water species *N. limnetica* were not further analyzed.

**Figure 1:**
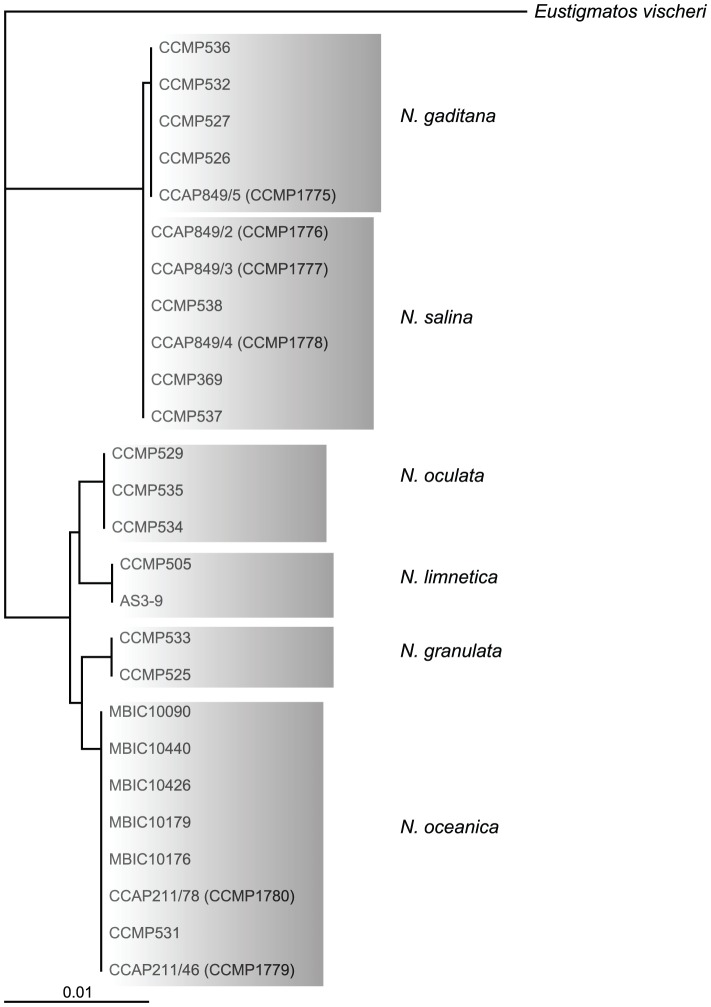
Rooted neighbor joining tree of 18s rRNA sequences of different Nannochloropsis species using *Eustigmatos vischeri* as an outgroup. Labels refer to strain identification numbers from the respective culture collections, if applicable the synonym is given as 2^nd^ name. CCMP, Provasoli Guillard Culture Collection for Marine Phytoplankton, USA; CCAP, Culture Collection of Algae and Protozoa, UK; MBIC, Marine Biotechnology Institute Culture Collection, Japan, AS3-9 from [177].

The use of antibiotics is essential for eliminating contaminants from cultures and genes conferring resistance to antibiotics are frequently used as markers for the introduction and genomic insertion of foreign DNA. Therefore, we tested the Nannochloropsis strains for their sensitivity to a range of antibiotics. Cells were plated at high density on agar-solidified medium containing the antibiotics at high density to determine the appropriate dosage (Table S1). Zeocin (5 µg/mL), and Hygromycin B (25 µg/mL) were chosen for use in subsequent selection marker studies, because of the consistent inhibition of growth at low concentrations by these antibiotics. Sensitivity to Paromomycin and Hygromycin B varied among the Nannochloropsis strains; Paromomycin had promise as a selective agent for the two *N. oceanica* strains (CCMP1779 and CCMP531), which were also the most sensitive to Hygromycin B. Of those four antibiotics, plasmids with genes that confer resistance to Zeocin, Hygromycin B, or Paromomycin are readily available and commonly used for transformation of Chlamydomonas as reviewed in [24]. Sensitivity to antibiotics is often determined by its rate of entry into the respective cells, which may be determined by the cell membrane and its transporters and the physical barrier provided by the cell wall. Differences in cell wall composition or thickness allowing more efficient cell entry of antibiotics are possible explanations for increased sensitivity in *N. oceanica* strains. Since efficient uptake of antibiotics or other supplemented molecules (such as metabolic substrates, inhibitors or nucleic acids) is a desirable trait for a laboratory model organism, we focused on *N. oceanica*.

All Nannochloropsis strains were resistant to low concentrations of Rifampicin (10 µg/mL), Benomyl (5 µg/mL), Nystatin (5 µg/mL), and higher concentrations of Spectinomycin (100 µg/ml), Ampicillin (200 µg/ml), and Chloramphenicol (100 µg/mL). Hence these antibiotics can be useful for selecting against bacterial and other possible contaminants in Nannochloropsis cultures.

Basic growth characteristics of *N. oceanica* CMP1779 were determined. The growth curves were fitted to a sigmoidal curve and the averaged exponential growth rate k, maximum cell density a_max_ and time of half maximum cell density x_c_ were determined (Table S2). Under photoautotrophic conditions in enriched sea water the exponential growth rate of the population, k, reached an average of 0.66±0.17 d^−1^ and cultures grew to a cell density of approximately 6×10^7^ cells mL^−1^ (a_max_). The addition of vitamins did not enhance growth in liquid culture, whereas the addition of an external carbon source drastically increased final cell densities in stationary phase, reaching up to 8.7×10^7^ or 1.5×10^8^ cells mL^−1^ when the medium was supplemented with 30 mM glucose or fructose, respectively. The intrinsic growth rate did not increase, indicating a positive effect of sugars on cell division only during the later log phase and/or early stationary phase when self-shading limited growth in the photoautotrophic culture.

Introduction of foreign DNA and stable integration into the genome are crucial for many reverse-genetics approaches. Recently, efficient protocols using an electroporation approach have been published for *N. oceanica* sp. and *N. gaditana* [8], [21]. We tested the strain CCMP1779 for nuclear transformation using an endogenous promoter region of a structural lipid droplet surface protein [25] driving the *aphVII* gene that confers resistance to Hygromycin B. Transformation was performed by electroporation without prior enzymatic treatments [26], and selection on 50 µg/mL Hygromycin B resulted in a transformation rate of 1.25×10^−06^±0.6×10^−06^ per µg plasmid DNA (Table S3). This equals a more than 10-fold increase in transformation events compared to plasmid pHyg3 [27] that was engineered for *C. reinhardtii*. The insertion of the transgene into the genome was confirmed for selected clones of both constructs by Southern hybridization (Figure S1).

### Genome sequencing strategy, assembly, and annotation

The *N. oceanica* CCMP1779 genome was sequenced with 454 and Illumina technology. Both types of reads were used to generate a hybrid assembly with 3,731 contigs, an assembly size of 28.7 Mb and an N50 of 24,152 bp (see Materials and Methods; Figure 2, NCBI/SRA SRP013753). 

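The annotation of the CCMP1779 assembly lists 3730 contigs with a summed length of 28.7 Mb. Their N50 was 24152 bp, and the longest contig was 298166 bp. These values come from the contig records of the authors' MAKER annotation, and the reads behind the assembly were not analysed here.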

The coverage of the hybrid assembly was calculated to be ∼116-fold (30-fold for 454, and 86-fold for Illumina data). In addition to genomic sequences, we conducted RNA-sequencing (RNA-seq) and generated a *de novo* assembly of 65,321 transcripts. Using these transcripts, we assessed the parameter choice for genome assembly (see Materials and Methods). 

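The authors' deposited transcript assemblies hold 17438 transcripts for the N-replete and 18318 transcripts for the N-deprived library, 35756 in all. Of these, 4948 and 3979 had more than 1 exon, and 17407 and 18289 had at least 1 FPKM. The median transcript had 11.1 FPKM in the N-replete and 9.25 FPKM in the N-deprived library. Through the alignments that the annotation gives for the same transcripts, 13801 N-replete and 14124 N-deprived transcripts were placed once and over their full length on the annotated contigs, 79.1% and 77.1% of each library.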

RNA-seq reads were also mapped to the final genome assembly and assembled into 35,756 transcripts to facilitate structural annotation.

**Figure 2:**
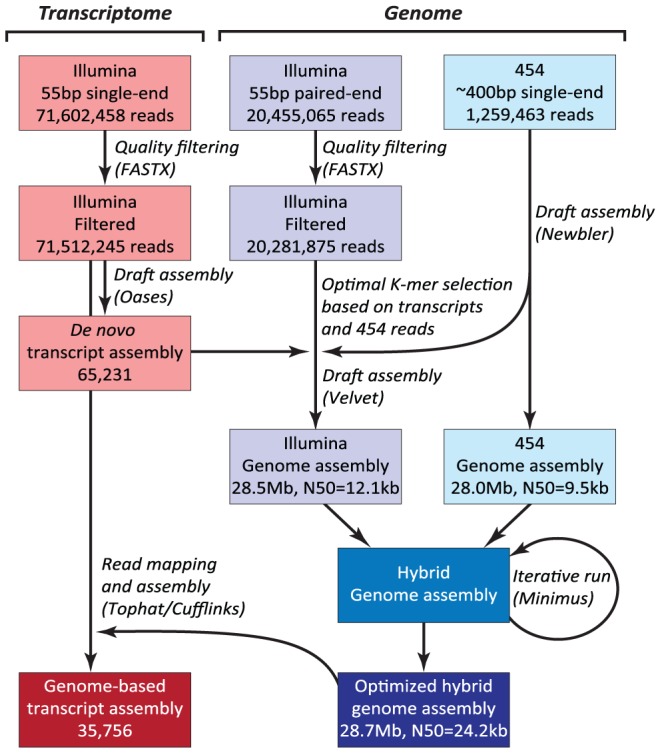
Hybrid assembly strategy using Illumina and 454 reads. N50: the length N for which 50% of all bases in the sequences are in a sequence of length L<N. Kb: kilobase.

Genome annotation was carried out using the MAKER pipeline [28]. In addition to *ab initio* gene predictions, transcripts from RNA-seq and protein sequences from six other heterokonts (see Materials and Methods for species) were incorporated to generate a draft gene annotation with evidence-based quality values (AED, Annotation Edit Distance) [29]. 

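Gene models of the deposited annotation spanned 1544 bp on average, of which 1140.4 bp were exons. A model had 2.74 exons and 1.74 introns on average, with a mean exon length of 416 bp and a mean intron length of 232 bp, taking the first transcript listed for each gene. Single-exon models made up 23.9% of the genes, 2861 in number.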

Basic information about predicted genes and the genome is shown in Table 1. 

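Among 11973 annotated genes with 12012 protein models, 9074 genes (75.8%) had an exon under an aligned transcript of the N-replete or N-deprived library, on either strand. For 721 of them the aligned transcripts lay on the opposite strand only. The annotation edit distance of a gene model, a score of its match with transcripts and similar sequences, was under 1 in 6360 genes and equal to 1 in 5613 genes. A transcript alignment over an exon was present for 5652 of the former and 3422 of the latter, so that a distance of 1 did not mean that no transcript aligned. The mean edit distance over all protein models was 0.555.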

The final annotation set contains 11,973 protein-coding genes: 6,362 gene models with transcript and/or protein similarity support and an additional 5,611 *ab initio* predictions (NCBI/GEO GSE36959). Protein domain search results showed that the percentage of proteins with InterPro domains in CCMP1779 is comparable to but slightly lower than that of the other six sequenced heterokonts (Figure S2C, Table S24). We also found 83.4% of the proteins from the CEGMA database that contain highly conserved eukaryotic proteins [30]. For comparison, the representation of CEGMA proteins in the green alga Chlamydomonas, the parasitic protozoan *Toxoplasma gondii*, and the heterokont *Ectocarpus siliculosus* are 88.9%, 66.2% [30], and 85.8% [31], respectively. These findings demonstrate that our annotation is of similar quality as that for the other eukaryotes, particularly heterokont genome annotations.

**Table 1:** Genome summary.

Feature	Value
Assembly size	28.7 Mbp
G+C content	53.8%
Protein coding genes	11,973
Average gene size	1,547 bp
Average exons per gene	2.7
Average introns per gene	1.7
Average length of exons	417 bp
Average length of introns	230 bp

### Functional annotation based on protein domains, functional category assignments, and expression

To generate functional annotation, we first identified protein domains in annotated genes. Of the 12,012 identified protein models in our first annotation run, 4,847 did not have a significant match in the NCBI (http://www.ncbi.nlm.nih.gov) non-redundant protein database (version 4, January 20, 2012). One potential explanation for this relatively high number of putatively unique genes is that related sequences are not annotated in heterokonts. In addition, we cannot rule out the possibility of false positive gene prediction. Of the 7,165 (59.6%) protein models with matches, 721 protein sequences could not be mapped by Blast2GO [32] to retrieve GO (Gene Ontology) terms and annotation to select reliable functions. Manual examination of a random selection of these proteins revealed that they matched mostly uncharacterized proteins, usually from other heterokont genomes such as *E. siliculosus* or *Albugo laibachii*. A total of 26,573 GO terms were assigned after augmented annex annotation [33] and merging primary GO annotations with the InterPro Scan results [34] (Figure 3). A total of 5,981 (49.8%) CCMP1779 genes had GO annotations.

**Figure 3:**
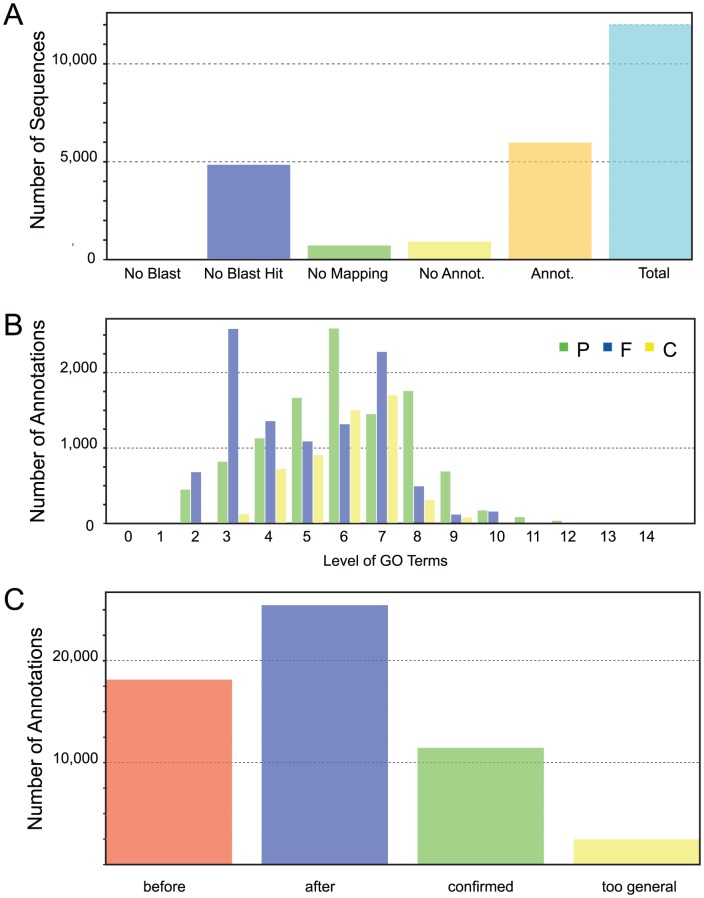
Gene Ontology. (A) Blast2Go functional annotation results overview. No Blast, Number of sequences without blast search performed; No Blast Hit, Number of sequences without blastp hits at the given threshold (e-value<10^−4^); No Mapping, Number of blast hits that did not map to the Blast2GO database; No Annot., Number of mapped hits that did not retrieve GO annotations from the Blast2GO database; Annot., Number of sequences that did retrieve one or more GO annotations from the Blast2GO database; Total, Total number of analyzed sequences. (B) The distribution of GO annotations by GO level shows the respective number of added GO annotations in relation to their GO level for each category (P biological process, F molecular function, C cellular component). (C) Results distribution after implementation of InterProScan results. Before, Total number of added GO terms after Blast2GO annotation; after, Total number of GO annotations after implementation of InterProScan results; confirmed, Number of initial GO annotations confirmed by InterProScan result; too general, Number of GO annotations removed after InterProScan because of a lack of specificity.

Our RNA-seq runs were conducted with RNA samples obtained from cells grown under nitrogen (N)-replete and N-deprived conditions that typically differ in the biosynthesis of storage lipids among other metabolic functions, (see e.g. [35]). 

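The expression data consist of 1 library of polyadenylated RNA from N-replete and 1 from N-deprived CCMP1779 cells, each from a 200 mL culture sampled 30 h after transfer to medium with 2.5 mM or 0 mM nitrate. With 1 library per condition there is no replicate check, and no p-value is given for any difference in expression between the conditions. The authors mapped the directional 55 bp reads of each library with TopHat and assembled transcripts with Cufflinks, which gives each transcript an FPKM, its read number scaled by transcript length and library size. The read depth and FPKM of the transcripts imply mapped reads that differ by a factor of 1.01 between the libraries, and no count per gene was used, so no counting interval is given. Transcripts were placed on the annotated contigs, and the FPKM of a gene was taken as the mean over the bases of its exons that transcripts of either library cover on its strand. Of 11973 gene models, 8137 had a placed transcript on their strand. A gene was measured where, in both libraries, at least 50% of these bases were covered, at least 50% of its value came from transcripts that run into no other gene, and either library reached 1 FPKM. This held for 6526 genes. These genes were compared by the log2 ratio of FPKM plus 1, N-deprived over N-replete, and called higher or lower at a 2-fold difference. The median ratio of all genes measured was -0.45, so ratios of single genes and lists are given relative to this median gene, and counts are given for the FPKM as deposited and again relative to the median gene. A further scaling sets both libraries to the same upper quartile. Both other scalings raise the ratios, so all 519 genes higher as deposited are higher under all 3 by construction. Passing all 3 is a check only for genes that were lower. Gene lists were read from the paper's tables, and the median ratio of each list is given as a percentile among 10000 random lists of equal size and like mean expression, with its range over the alternatives run.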

To assess whether expression of genes in certain functional categories were particularly influenced by these conditions, we determined the enrichment of GO terms in up- and down-regulated genes. 

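Glycolysis was annotated to 58 of the 5940 genes counted in Table S4, of which 20 were among the 665 genes that the paper lists as down-regulated after N deprivation. The other terms included photosynthesis with 10 of 17 genes down-regulated, gluconeogenesis with 19 of 61, chlorophyll biosynthesis with 9 of 14 and initiation of DNA replication with 5 of 11. Among the 116 up-regulated genes of the same table, 5 of 6 genes of amine metabolism were listed. Fisher's exact test, two-sided, was run again on the counts of the table and gave p = 2.15e-06 for glycolysis, p = 2.7e-06 for photosynthesis, p = 2.07e-05 for gluconeogenesis, p = 0.00449 for initiation of DNA replication and p = 1.54e-08 for amine metabolism. Table S4 holds only terms that the paper had selected at the 1% level, 27 among down-regulated and 7 among up-regulated genes, so that each of them passing again is a check of the arithmetic only. The number of terms tested is not corrected for. These p-values describe genes of 2 single libraries, and genes are not replicates.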

At 1% significance level (Fisher's Exact Test), genes with 7 and 27 GO terms were significantly enriched in up- and down-regulated genes, respectively (Table S4). In particular, genes associated with photosynthesis and DNA replication tended to be down-regulated following N deprivation, but also genes for central carbon metabolism were affected, such as gluconeogenesis and glycolysis. 

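The antenna proteins of the photosystems had the lowest median ratio of the 38 gene lists with at least 3 genes measured. Of 14 genes measured for violaxanthin-chlorophyll binding proteins, 12 were at least 2-fold lower in the N-deprived library and none was higher, also relative to the median gene, with a median ratio of -3.61 relative to the median gene (percentile 0, under every alternative as well). Of 23 genes of photosynthetic electron transport, 8 were lower and none was higher. Relative to the median gene 5 were lower and 4 were higher. The median of the list lay at percentile 46.3, and between 3.63 and 63.9 under the alternatives run, lowest where only genes with at least 10 FPKM were kept. PSBM (CCMP1779_10463), a small subunit of photosystem II, had 1354 FPKM in the N-replete and 124 FPKM in the N-deprived library, and PETC (CCMP1779_1077), the Rieske protein of the cytochrome b6f complex, had 1819 FPKM in the N-replete and 3258 FPKM in the N-deprived library. In glycolysis, 9 of 19 genes were lower and none was higher, against 7 lower and 2 higher relative to the median gene, and the median of the list lay at percentile 1.01, 0.0300 to 5.44 over the alternatives. Phosphoglucoisomerase (CCMP1779_2243) and triose phosphate isomerase (CCMP1779_5281), enzymes of the upper part of glycolysis, had ratios of -1.98 and -1.85. Gluconeogenesis had 2 of 6 genes lower and a median at percentile 47.5, 5.51 to 74.6 over the alternatives. Relative to the median gene, 1 remained lower, with a ratio of -1.16. It is listed as a pyruvate carboxylase and also, in fatty acid synthesis, as an alpha-carboxyltransferase (CCMP1779_7838), and is counted in both lists. Over all 6526 genes measured, 1609 were lower and 519 were higher as deposited, 732 lower and 974 higher relative to the median gene, and 990 lower and 775 higher with both libraries scaled to the same upper quartile. A further 395 genes had at least 1 FPKM in the N-replete and no placed transcript in the N-deprived library, and 79 genes the reverse, which is not a measure of absence, since not all transcripts were placed. Genes of DNA replication were not analysed here, since no file used pairs genes with this term. From the GO terms enriched among down-regulated genes, the paper concludes that genes for photosynthesis and DNA replication tended to be down-regulated after N deprivation and that gluconeogenesis and glycolysis were also affected. These terms hold other gene sets than the lists counted here, for gluconeogenesis 61 genes against 10 gene models in the list. The list counts therefore do not test that conclusion. 

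**Figure D1:**
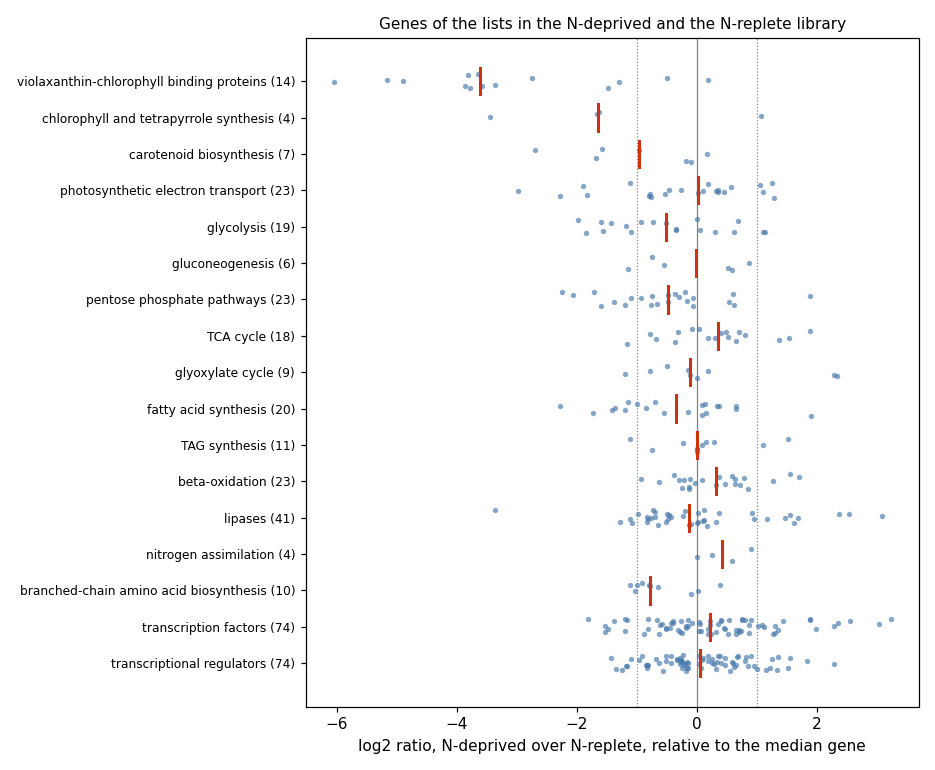
Each point is 1 gene of the list named at the left, with the number of genes measured in brackets. The horizontal axis is the log2 ratio of FPKM plus 1, N-deprived over N-replete, relative to the median gene. Red bars are list medians, the solid line is 0, and dotted lines mark 2-fold differences. The median of the violaxanthin-chlorophyll binding proteins lies at -3.61 and that of photosynthetic electron transport at 0.01.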

We previously observed similar effects for Chlamydomonas [35] which is evolutionarily distant from Nannochloropsis.

### Comparison of *N. oceanica* and *N. gaditana* gene sets

Recently the genome sequence of a related species, *N. gaditana* (*Ng*) has become available providing an opportunity for direct comparison. It was reported that 2,733 genes (30.2% of the total gene models) in the *Ng* genome were exclusive to the species compared to *E. siliculosus* and other distantly related algae [21]. The assembly sizes were ∼28.7 Mb for *N. oceanica* CCMP1779 (*No*) and ∼29 Mb for *Ng* with a larger protein number identified in *No* (12,012) compared to *Ng* (9,053). To identify unique and conserved gene repertories between the two *Nannochloropsis* species, we first compiled annotated protein coding sequences from both as well as *E. siliculosus* and defined orthologous groups (OGs).

An OG contains a group of genes that were descendants of a single ancestral gene in the most recent common ancestor of both *Nannochloropsis* species. Among 6,395 OGs identified, 5,048 OGs contain genes from both *Nannochloropsis* species. These “shared” OGs contain 5,324 *No* and 5,251 *Ng* genes, respectively (Table S5). On the other hand, 6,688 *No* and 3,802 *Ng* genes are in single species OGs (which is indicative of gene loss in the other species lineage) or are singleton genes. To evaluate if any of the presumptive *No*-specific genes had a match in the *Ng* genome and, thus, were not truly species-specific, a similarity search was carried out using *No* protein sequences against *Ng* genome sequences. Of the 6,688 presumptive *No*-specific genes, 2,394 had ≥1 significant matches (see Materials and Methods) to the *Ng* genome, while 4,294 remain *No*-specific (Table S5). Among 3,802 presumptive *Ng*-specific genes, 1,153 of them have ≥1 significant matches to the *No* genome and 2,649 remain *Ng*-specific (Table S5).

Some of these species-specific genes may be relevant to biological differences between the two species, perhaps related to their distinct life histories. However, they could also be false positive predictions. Using three lines of evidence, we show that some of these species-specific genes are likely authentic. The first is through examining their Annotation Edit Distance (AED), a score that reflects the annotation quality with a range between 0 (perfect match to similar sequences or transcript evidence) and 1 (no match) [29]. The AED distributions of *No* genes in conserved OGs and those that are species-specific are shown in Figure S3. Here conserved OGs refer to OGs with the same number of genes from both *Nannochloropsis* species. Genes in conserved OGs have an average AED score of 0.35, significantly lower than that of species-specific genes (0.73, Kolmogorov-Smirnov Test, *p*<2.2e-16). Given an AED closer to 1 indicating diminishing support, species-specific genes generally have less support based on similarity or transcript evidence compared to conserved genes. Nonetheless, 34.8% of *No*-specific genes have AED<0.5, indicating 50% of the annotated regions overlap with ≥1 similar sequences and/or transcripts. Thus, some of these species-specific genes are likely not spurious.

The second line of evidence is that a number of *No*-specific and *Ng*-specific genes have putative *E. siliculosus* orthologs. Among 1,040 OGs without *Ng* gene, 863 contain both *No* and *E. siliculosus* genes. Similarly, in 307 OGs without *No* gene, 236 have genes from both *Ng* and *E. siliculosus*. These findings indicate that a number of species-specific genes are authentic and the reason they are species-specific is most likely due to gene loss and/or missing annotation in one of the *Nannochloropsis* species. The third line of evidence is that 1,086 *No*- and 253 *Ng*-specific genes have a significant match to annotated proteins from other species that can be used for functional category annotation based on sequence similarity (see previous section on Blast2GO).

We conducted enrichment tests to examine which functional categories tend to be associated with conserved genes or species-specific genes. Here conserved genes are defined as genes that reside in OGs with the same number of genes from both *Nannochloropsis* species. Species-specific genes on the other hand are defined as annotated genes from one species that do not have a protein or genomic match from the second species. We found that conserved genes, as expected, are involved in essential processes including translation, ribosome biogenesis, photosynthesis, and central metabolism (Table S6). For species-specific genes, we also identified multiple enriched categories (Table S6). However, the degree of enrichment is rather marginal and the test statistics are not particularly robust. This is most likely because there is extremely limited knowledge of gene functions among Heterokont species. One noteworthy enriched GO category (acetyl-CoA carboxylase activity) may reflect subtle differences in fatty acid biosynthesis, which is relevant for the use of the respective organism for the production of biofuel feedstock.

### Repetitive sequences

Approximately 10% of the assembled genome is composed of repetitive sequences. The majority of them (8.7% of the genome) are low complexity or simple repeats. Only 1.4% of the assembled sequence is composed of interspersed repetitive sequences, and half of these are recognizable transposable elements. This is likely an underestimate of their occurrence in the genome, due to the collapsing of contigs with repetitive elements during genome assembly. Despite the low abundance, transposons in CCMP1779 are rather diverse including distinct elements with similarity to those in animals, plants and other algae. Among the recognizable transposable elements, DNA transposons are the predominant type, with *Helitron*s being the most abundant elements in the genome (Table 2). In contrast, there are few (17) retrotransposons, and no intact element was detected. While we cannot rule out the possibility that the lack of intact copies is an artifact of assembly, it is clear that the copy number of retrotransposons is relatively low and there is no indication of recent activity of retrotransposons. This is distinct from the composition of most plant repeats where LTR retrotransposons are the most abundant repetitive sequences and often contribute significantly to genome size expansion [36], [37].

**Table 2:** Occurrence of repetitive sequences in the CCMP1779 genome.

	Repeat	Copy number*	Length occupied (bps)	Genome fraction (%)
Interspersed repeats	LINE	2	659	0.00
	LTR elements	17	7863	0.03
	DNA elements	736	194338	0.68
	Unclassified	1270	214449	0.75
Local repeats	Simple repeats	–	1149204	4.00
	Low complexity	–	1353066	4.71

* Copy number includes truncated elements and fragments, LINE long interspersed nuclear elements, LTR long terminal repeat.

### Non-coding RNAs

In addition to protein coding genes, there are a substantial number of putative non-coding RNA (ncRNA) genes in CCMP1779. These ncRNA genes were identified by first searching for sequences similar to annotated ncRNA families from Rfam [38] with Infernal [39] using the gathering cutoff score threshold. In the second step, ncRNA predictions were excluded from further analysis if they overlapped with annotated exons or repetitive regions soft-masked by RepeatMasker [40]. After these two steps, 6300 putative ncRNA genes remained, of which 5931 were putative microRNAs (miRNAs). To further reduce the number of false-positive predictions, we examined whether these putative miRNAs have readily identifiable potential targets within the CCMP1779 genome. Assuming that the regulatory targets will have at least partial sequence identities to true miRNAs, RNA-seq data generated for cells grown under N-replete and N-depleted conditions were combined to search for miRNA targets with FindMiRNA [41]. After removing all putative miRNAs that lack potential target genes and consolidating overlapping predictions, 101 putative miRNA genes were identified. It is possible that this approach would lead to false negatives because not all genes are transcribed under the conditions we examined. Together with 125 tRNAs, snoRNAs, and other types of ncRNAs, 226 ncRNA genes were predicted with high confidence (Table 3).

**Table 3:** Distribution of putative non-coding RNAs in the CCMP1779 genome.

	Proportion of ncRNA	Number of Records
miRNA	44.69%	101
snoRNA	33.63%	76
tRNA	16.81%	38
rRNA	2.21%	5
others	2.65%	6

### Metabolism: Photosynthesis

Photosynthesis is an essential physiological process in *N. oceanica*, which, as an obligate photoautotroph, must be able to harness light energy for metabolism and growth. Proteins involved in the light reactions of photosynthesis are encoded by both the nuclear and plastid genomes in eukaryotic algae. We have identified several nuclear genes that encode components of the photosynthetic linear electron transport chain, including components of the photosystem (PS) I reaction center, the PSII reaction center, the cytochrome b_6_/f complex, ATP synthase, and electron carriers (Table S7). In particular, CCMP1779 contains *ATPD, PETM*, and *PSBX* genes in the nucleus, in contrast to other heterokont algae, in which these genes are found in the plastid genome.

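Of the 33 entries of Table S7, 29 gene models were found in the annotation, and 25 of these carried a transcript of either library on their strand. The extrinsic subunit PSBU of photosystem II (CCMP1779_6260, contig 313 from 16803 to 18330) had 2955 FPKM in the N-replete and 579 FPKM in the N-deprived library, a ratio of -1.90 relative to the median gene, and FNR1 (CCMP1779_2084), a ferredoxin-NADP oxidoreductase, had 164 FPKM in the N-replete and 32.9 FPKM in the N-deprived library, a ratio of -1.84. Both were chosen after their values were seen. FNR2 (CCMP1779_4983), another ferredoxin-NADP oxidoreductase, had 29.6 FPKM in the N-replete and 52.6 FPKM in the N-deprived library, a ratio of 1.25 that passed the 2-fold limit only relative to the median gene or after upper-quartile scaling. ATPD2 (CCMP1779_6585), a delta subunit of ATP synthase, had 37.9 FPKM in the N-replete and 4.87 FPKM in the N-deprived library. Its ratio was -2.28, while the authors' deposited table gives it an ln fold change of 0.43 without a call. PSBM and PETC, with ratios of -2.99 and 1.29, were the lowest and the highest of the members with at least 10 FPKM. The authors' deposited table calls 7 genes of the list, all with an ln fold change above 0 as for the antenna genes, among them PSBO, PSBP and ATPC1, which carried no placed transcript here.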

Collection of light energy for conversion to chemical energy is performed by light-harvesting complexes found in the thylakoid membrane of the plastid. The most abundant of these pigment-binding antenna proteins are part of the light-harvesting complex (LHC) superfamily of proteins [42]. Analysis of genes encoding proteins homologous to LHC proteins shows that CCMP 1779 has genes for at least 19 members of the LHC superfamily. These members belong to three distinct clades of LHC proteins (Figure 4, Table S8): one group related to the major fucoxanthin-chlorophyll protein (FCP)-like LHCs or LHCFs of diatoms [43], a second group related to the red-algal-like LHCs known as LHCRs [44] and a third group of stress-responsive LHC proteins known as LHCSRs in green algae and bryophytes [45], [46] and LHCXs in diatoms [47]. However, no genes encoding the PSBS protein were identified, which is essential for the photoprotective qE component of non-photochemical quenching (NPQ) in plants [48] and contributes to qE in bryophytes [46].

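Table S8 names 20 gene models, of which 16 carried a transcript on their strand and 14 were measured. An F-type protein (CCMP1779_8367, contig 1644 from 30766 to 32449) had 12479 FPKM in the N-replete and 137 FPKM in the N-deprived library, a ratio of -6.05 relative to the median gene. Another F-type gene (CCMP1779_4699, contig 4100 from 13 to 1485) had 255 FPKM in the N-replete and 4.27 FPKM in the N-deprived library, a ratio of -5.15, and an ln fold change of 4.70 in the authors' deposited table. By contrast, the F-type gene CCMP1779_6137 had 18.8 FPKM in the N-replete and 15.5 FPKM in the N-deprived library and did not pass the 2-fold limit. The paper describes the sequence of this model as incomplete and left it out of its tree. Of the LHCSR-like genes, CCMP1779_6809 had 320.5 FPKM in the N-replete and 94.5 FPKM in the N-deprived library, a ratio of -1.30, and was lower under all 3 scalings. The other one, CCMP1779_6226, had 72.5 FPKM in the N-replete and 42.1 FPKM in the N-deprived library but is given without a ratio, because only 41.2% of its bases were covered in the N-replete library. The authors' deposited table calls 16 of the 20 genes, all with an ln fold change above 0. In that table the ln fold change had the sign opposite to the library ratio in 769 of 778 called genes measured in both.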

**Figure 4:**
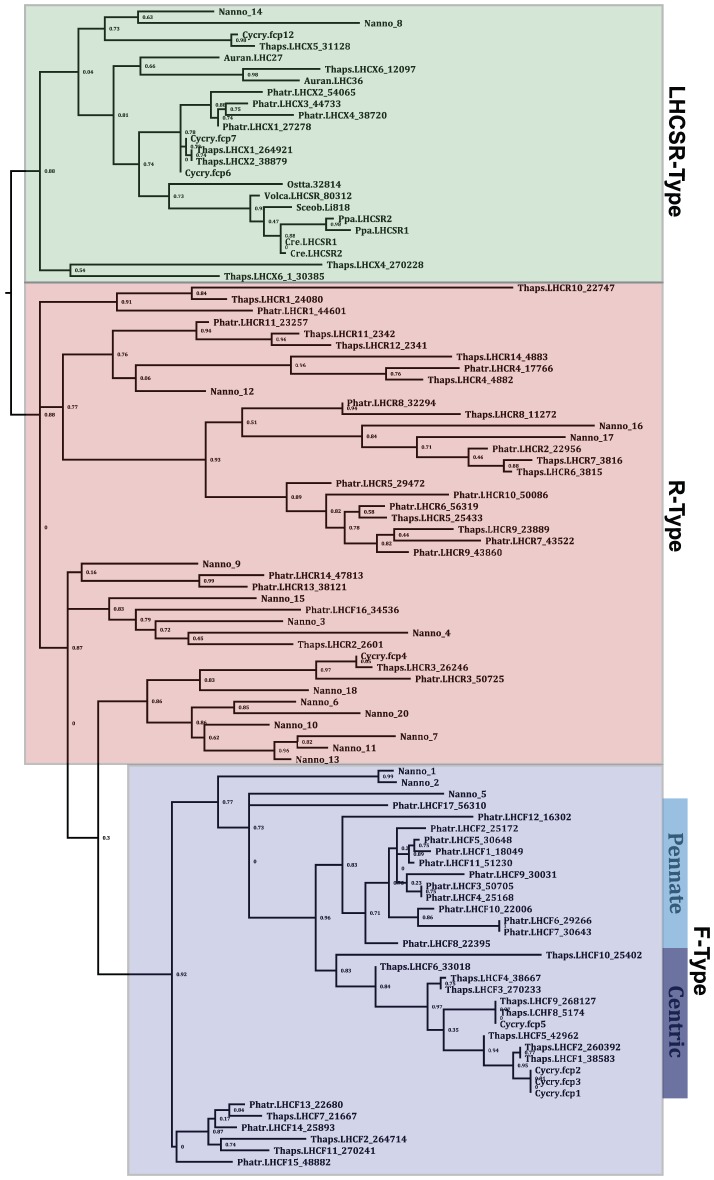
Maximum likelihood analysis of a MUSCLE alignment of 19 of the identified putative VCP protein sequences from *Nannochloropsis oceanica* CCMP1779 (Nanno) and the annotated LHC and LHCSR-like sequences from *Phaeodactylum tricornutum* (Phatr), *Cyclotella cryptica* (Cycry), *Thalassiosira pseudonana* (Thaps), *Aureococcus anophagefferens* (Auran), and the LHCSR-like sequences from *Chlamydomonas reinhardtii* (Cre), *Ostreococcus tauri* (Ossta), *Physcomitrella patens* (Ppa), *Scenedesmus obliquus* (Sceob), and *Volvox carteri* (Volca). *Nannochloropsis* VCP model 19 (Nanno_19) was not included in the analysis because the sequence is incomplete, causing it to be erroneously assigned as an out-group.

Nannochloropsis makes chlorophyll *a* but lacks an accessory chlorophyll, and it produces predominantly violaxanthin and vaucheriaxanthin-esters as the major light-harvesting accessory carotenoids pigments, which are associated with the antenna proteins [49] (Table S9). 

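Of 7 genes of carotenoid biosynthesis measured, 4 were lower in the N-deprived library, 3 of them also relative to the median gene, and none was higher. Neoxanthin synthase (CCMP1779_11764, contig 866 from 15652 to 17229) had 59.4 FPKM in the N-replete and 5.83 FPKM in the N-deprived library, a ratio of -2.70 relative to the median gene, and the geranylgeranyl pyrophosphate synthase GGPS4 (CCMP1779_3532) had 32.8 FPKM in the N-replete and 6.74 FPKM in the N-deprived library, a ratio of -1.68. Phytoene desaturase (CCMP1779_4801) and lycopene beta-cyclase (CCMP1779_4993) did not pass the 2-fold limit, with ratios of 0.16 and -0.11. The median of the list lay at percentile 0.645, 0.295 to 16.0 over the alternatives. Both gene models listed for violaxanthin de-epoxidase lie under 1 shared transcript and are given without a ratio. The paper treats them as a single gene with an incomplete model.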

Genes homologous to carotenoid biosynthetic genes of land plants and green algae are present in the CCMP1779 genome, except for a clear ortholog of carotene isomerase (Table S9). Consistent with the exclusive presence of β-xanthophylls, only a single lycopene β-cyclase gene was found, and unlike plants, only a single carotene hydroxylase gene (of the cytochrome P450 type rather than a di-iron hydroxylase) is present (Table S9).

As described by Sukenik et al. [50], the LHC superfamily proteins in Nannochloropsis are referred to as violaxanthin-chlorophyll proteins (VCPs). CCMP1779 contains a protein homolog with 96% identity and 95% coverage at the protein level of the VCP protein of another Nannochloropsis strain [50]. A homolog of the VCP gene has also been described recently by Kilian et al. [8] in another Nannochloropsis isolate, and called VCP1. This group also identified a second LHC gene called VCP2. We identified homologs of these genes in CCMP1779, which have 99% and 100% identity, respectively, at the nucleotide sequence level.

Based on sequence similarity, there are also members of the LHC superfamily in CCMP1779 that might function in photoprotection as opposed to light harvesting. Two of the identified putative VCP proteins have higher similarity to LHCSR and LHCX protein than the other LHC types, and we hypothesize that they function in qE.

CCMP1779 has a gene encoding a highly conserved violaxanthin de-epoxidase (VDE) protein like that found in plants (Table S9). In Arabidopsis, VDE is responsible for the conversion of violaxanthin to antheraxanthin and zeaxanthin, in a process known as the xanthophyll cycle. Violaxanthin and zeaxanthin have a well-established role as pigment ligands for plant LHCII complexes [51] and as quenchers of triplet chlorophyll and singlet oxygen in the thylakoid membrane [52]. Furthermore, zeaxanthin and/or antheraxanthin are necessary for maximum qE *in vivo* in Arabidopsis [53]. Nannochloropsis has been shown to utilize the xanthophyll cycle in high light, and the activity appears to be somewhat dependent on temperature acclimation of the cells [54].

### Metabolism: Carbon fixation

The photosynthesis of aquatic microorganisms accounts for approximately 50% of global carbon fixation [55]. Microalgae are adapted to limited and fluctuating inorganic carbon (C_i_) sources in their environment and employ carbon concentrating mechanisms (CCMs), which locally enhances the intracellular C_i_ concentration and thereby the rate of photosynthetic CO_2_ fixation. In Chlamydomonas, C_i_ transporters, carbonic anhydrases and various regulatory genes have been identified as recently reviewed in [56]. We used the information available for the CCM in Chlamydomonas to identify orthologous genes in CCMP1779. In Chlamydomonas, at least nine carbonic anhydrases have been identified [57] with different subcellular localizations. These carbonic anhydrases are divided into two groups, α-type and β-type. The α-type carbonic anhydrases are similar to mammalian carbonic anhydrases, while the β-type is more similar to plant carbonic anhydrases. 

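All 4 genes listed for the carbon concentrating mechanism were measured, 1 was at least 2-fold higher in the N-deprived library and none was lower, and relative to the median gene 2 were higher. The carbonic anhydrase gene CAH1 (CCMP1779_6698, contig 840 from 2417 to 5068) had 1146 FPKM in the N-replete and 3416 FPKM in the N-deprived library, a ratio of 2.02 relative to the median gene, and was higher as deposited. CAH2 (CCMP1779_11263, contig 4923 from 16185 to 18439) had 94.6 FPKM in the N-replete and 109 FPKM in the N-deprived library and did not pass the 2-fold limit. CCP (CCMP1779_7325), listed as a protein of the chloroplast envelope, had 5.63 FPKM in the N-replete and 8.91 FPKM in the N-deprived library, a ratio of 1.03 that passed only relative to the median gene, and LCIA (CCMP1779_6536), a homolog of a transporter of the nitrite and formate family, had 49.5 FPKM in the N-replete and 67.7 FPKM in the N-deprived library. The median of the 4 genes lay at percentile 92.5, 80.2 to 94.0 over the alternatives.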

Only two putative carbonic anhydrase encoding genes were identified in the CCMP1779 genome, one of them an α-type and the other a β-type (Table S10). Notably, in a recently published genome annotation, six putative carbonic anhydrases were identified in *N. gaditana* [21]. Even though we cannot rule out differences in assembly and annotation procedures as a possible cause for this observation, this seems to be an apparent difference between the two species possibly reflecting a better adaptation of *N. gaditana* to lower C_i_ concentrations in the environment. C_i_-transport across membranes in Chlamydomonas is mediated by HLA3 [58] and LCI1 [59], two C_i_ transporters in the plasma membrane, and LCIA [60] and CCP [61] located in plastid membranes. In the CCMP1779 genome we identified several genes that resemble the LCIA and CCP encoding genes of Chlamydomonas, but no putative orthologs of HLA3 or LCI1 were present. This result suggests that CCMP1779 might have a plastid C_i_ transport system similar to that of Chlamydomonas, but a distinct mechanism for uptake of C_i_ at the plasma membrane.

The marine unicellular diatom *Thalassiosira weissflogii* was shown to have the enzyme repertoire to possibly conduct C4 photosynthesis [62] and key enzymes required for C4 photosynthesis were biochemically identified or their genes were annotated for several diatom species [63], [64]. Like diatoms, Nannochloropsis contains a red algal plastid acquired by secondary endosymbiosis during heterokont evolution [65] and therefore is similar with regard to the intracellular membrane system. For *N. gaditana*, C4-type carbon concentrating mechanisms were reconstructed *in silico*, based on the predictions of protein localization [21]. 

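Of 8 genes listed for a C4 pathway, 2 were at least 2-fold higher in the N-deprived library and none was lower. Relative to the median gene, 4 were higher. Both genes that passed as deposited encode pyruvate phosphate dikinase, which forms phosphoenolpyruvate from pyruvate. CCMP1779_1520 (contig 561 from 33908 to 38495) had 42.2 FPKM in the N-replete and 133 FPKM in the N-deprived library, a ratio of 2.08 relative to the median gene, and CCMP1779_2768 had 5.04 FPKM in the N-replete and 11.7 FPKM in the N-deprived library, a ratio of 1.52. The malate dehydrogenase genes CCMP1779_2456 and CCMP1779_7762 had ratios of -0.37 and -0.32 and did not pass the 2-fold limit. The list median lay at percentile 97.7, 80.6 to 98.0 over the alternatives.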

In CCMP1779, most of genes presumably involved in a C4 pathway were identified, including phosphoenolpyruvate carboxylase (PEPCase), phosphate dikinase (PPDK), NAD malic enzymes (ME) and malate dehydrogenase (MHD). However, we were unable to identify a possible ortholog encoding phosphoenolpyruvate carboxykinase (PEPCK) in CCMP1779. Thus it seems possible that the genes putatively encoding enzymes of the C4-pathway may play metabolic roles beyond carbon fixation in CCMP1779, e.g. anapleurotic reactions. Testing of these hypotheses derived from the genome sequence will likely provide insights into alternate carbon concentration pathways that might be targeted for maximizing biomass yield in algae.

All the genes of central metabolism (glycolysis and gluconeogenesis, the TCA cycle, oxidative and reductive pentose phosphate pathway, as well as the glyoxylate cycle) appear to be present in the CCMP1779 genome (Table S10). 

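Table S10 lists genes of central metabolism, counted here pathway by pathway without a test between pathways. Of 23 genes of the pentose phosphate pathways, 11 were lower in the N-deprived library and 1 was higher, with 7 lower and 1 higher relative to the median gene (percentile 0.700, 0.0350 to 3.56 over the alternatives). Ribose 5-phosphate isomerase (CCMP1779_5917) had 129 FPKM in the N-replete and 19.1 FPKM in the N-deprived library, a ratio of -2.24 relative to the median gene, and sedoheptulose bisphosphatase (CCMP1779_2947), an enzyme of the Calvin cycle, had 112 FPKM in the N-replete and 18.8 FPKM in the N-deprived library, a ratio of -2.07. In the TCA cycle 2 of 18 genes were higher and 3 were lower, against 3 and 1 relative to the median gene (percentile 80.6, 60.8 to 87.9 over the alternatives). Succinate dehydrogenase (CCMP1779_10056) had 119 FPKM in the N-replete and 253 FPKM in the N-deprived library, a ratio of 1.53. CCMP1779_667, listed both as an E1 subunit of pyruvate dehydrogenase and as a transketolase, had 22.6 FPKM in the N-replete and 62.8 FPKM in the N-deprived library, a ratio of 1.88. Of 9 genes that the paper lists under the glyoxylate cycle, 2 were higher and 2 were lower, against 2 and 1 relative to the median gene (percentile 32.4, 27.9 to 59.7 over the alternatives). Both lower genes, CCMP1779_6047 and CCMP1779_5912, are listed as glycine decarboxylase, with ratios of -1.19 and -0.79. Isocitrate lyase (CCMP1779_4636), the enzyme that splits isocitrate into succinate and glyoxylate, had 22.0 FPKM in the N-replete and 80.7 FPKM in the N-deprived library, a ratio of 2.28, and alanine-glyoxylate aminotransferase (CCMP1779_9944) had a ratio of 2.33. Both were higher as deposited. In glycolysis, genes for a phosphoglycerate mutase (CCMP1779_214) and a phosphofructokinase (CCMP1779_10476) had ratios of 1.09 and 1.13 and passed the 2-fold limit only relative to the median gene. CCMP1779_214 is also listed as a phytochelatin synthetase in sulfur metabolism and is counted in both lists. For CCMP1779_10476 the authors' deposited table gives an ln fold change of 0.81 without a call. That is the sign that nearly all called genes lower in the N-deprived library had there, so the 2 sources differ in direction.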

Many are present in multiple copies indicating that these enzymes may be present in multiple compartments. However there are exceptions. Only a single copy of the TCA cycle genes encoding aconitase and isocitrate dehydrogenase were found and predicted to be mitochondrial. Similarly the pentose phosphate gene encoding ribose-5-phosphate isomerase is present only as a single copy, indicating that this activity is restricted to the plastid. The multiple copies of all the enzymes of the glycolytic pathway indicate this pathway is likely to be active in both the cytosol and plastid.

Nannochloropsis is reported to have an enhanced growth on various carbon sources [66]–[68], which is consistent with the presence of the genes for the full repertoire of central metabolism.

### Metabolism: Hydrogen production

Hydrogen produced by microalgae has long been discussed as a possible sustainable transportation fuel source as electrons derived from photosynthetic water-splitting can be coupled to H_2_ production in green algae and cyanobacteria [69]. Upon examination of the CCMP1779 genome, we discovered a single gene that encodes a putative [FeFe]-hydrogenase (*hydA*) (Table S11). This class of enzymes catalyzes the reversible reduction of protons to molecular hydrogen [70]. In addition, three genes that code for proteins required for hydrogenase maturation (*hydE*, *hydF*, and *hydG*) were located directly up- and downstream of *hydA*. 

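On contig 856, which is 30097 bp long and holds 12 annotated genes, the gene models followed each other in the order HydE, HydG, HydA1 and HydF. HydA1 (CCMP1779_5967) spans 9652 to 12206 on the minus strand. HydG lies 160 bp before it, from 5953 to 9491 on the plus strand, and HydF (CCMP1779_5970) 564 bp after it, from 12771 to 14977 on the plus strand. HydE spans 3549 to 5490 on the minus strand and ends 462 bp before HydG. HydE and HydG are Augustus models, and HydG covers 3 annotated genes. None of the models lay under an aligned transcript of either library, so no level is given for them. The nearest annotated gene with a transcript on this side, named for its position only, is CCMP1779_5966 from 40 to 871, with 13.9 FPKM in the N-replete and 5.93 FPKM in the N-deprived library. 

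**Figure D2:**
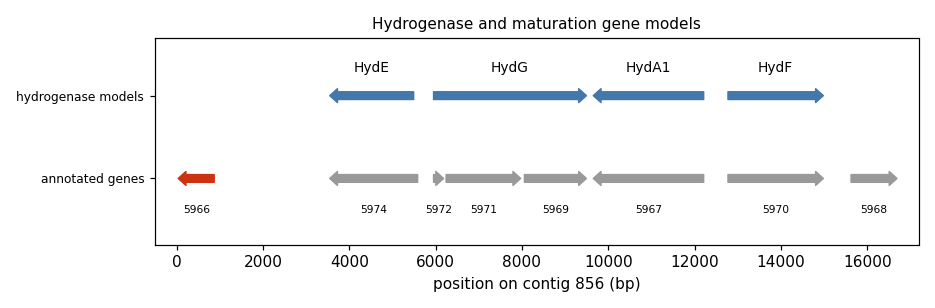
Gene models along contig 856, with positions in bp on the horizontal axis and arrowheads for the strand. The upper row shows the hydrogenase and maturation models, the lower row the annotated genes by their numbers, in red where a transcript was placed and in grey where none was. The HydG model spans 3539 bp.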

In several H_2_-evolving bacteria, these genes cluster together and often form operons or have an operon-like organization. Interestingly, unlike currently sequenced green algae, in which two of the maturation genes have been fused (*hydEF*) [71], CCMP1779 does not show evidence of this fusion. In the recently reported genome sequence of *N. gaditana* [21], a cluster of hydrogenase and maturation protein orthologs was noted. Clustering of these genes in CCMP1779 may indicate a relatively recent horizontal gene transfer in the organism's evolution, and the absence of the *hydEF* fusion gene hints that acquisition of this hydrogenase gene cluster by CCMP1779 could be distinct from that in green algae.

Based on the presence of this cluster, anaerobically acclimated CCMP1779 was tested for its ability to produce H_2_ in both the presence and absence of an abiotic electron donor. An accumulation of H_2_ was noted in the headspace only when methyl viologen was supplied (Figure 5). No appreciable increase of H_2_ in the headspace was noted in the absence of the abiotic electron donor relative to the negative control, even 48 hours after initiating the assay. Aerobically-incubated cells accumulated considerably less H_2_ in the headspace, presumably because the proteins involved in H_2_ production are not synthesized until the assay conditions assure anaerobiosis. Together, these data indicate that CCMP1779 contains functional genes for H_2_ metabolism.

**Figure 5:**
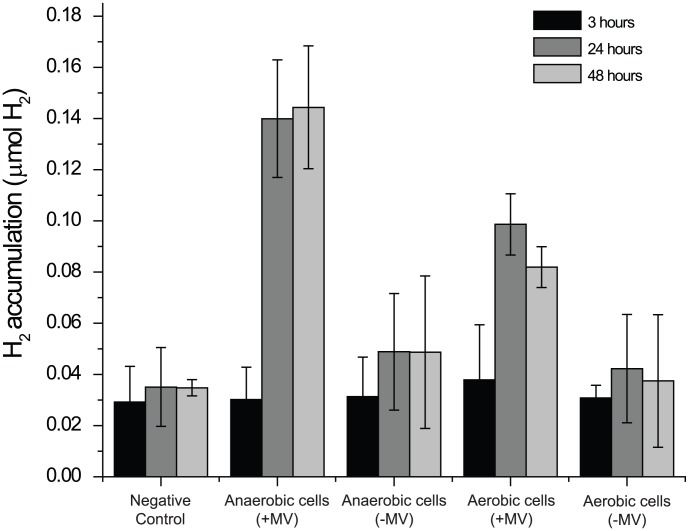
Hydrogen production. H_2_ accumulation was measured at 3, 24, and 48 hours after adding aerobically- or anaerobicially-incubated cells to air-tight sample vials. The vials contained growth media supplemented with 10 mM methyl viologen and 100 mM Na_2_S_2_O_4_ (+MV) or unsupplemented growth media (−MV). A sample without cells was used as a negative control. (n≥3).

### Metabolism: Fatty acid and lipid synthesis

Glycerolipids and specifically triacylglycerols (TAG) are the feedstock for the production of biodiesel from algae. Therefore, one focus here is on genes related to the synthesis and degradation of these lipids in CCMP1779. In general, the glycerolipid compositions of CCMP1779 resembles that of a typical photosynthetic organism, comprised mostly of the prevalent glycoglycerolipids mono- and digalactosyldiacylglycerol (MGDG and DGDG) and sulfoquinovosyldiacylglycerol (SQGD), as well as the common phospholipids phosphatidylcholine (PtdCho), phosphatidylethanolamine (PtdEtn) and phosphatidylglycerol (PtdGro). In addition, the betaine lipid diacylglycerol-O-4′-(*N,N,N*-trimethyl)-homoserine (DGTS) is present [11].

With respect to the proposed use of Nannochloropsis species as a feedstock for biodiesel and nutraceuticals, their high content of TAG and their enrichment in eicosapentaenoic acid (EPA), a polyunsaturated fatty acid (FA) of 20 carbon length containing five double bonds (20∶5), are of particular interest. EPA is mainly found in the membrane lipid fraction, with only traces present in the TAG fraction (Table S12, [72]). In CCMP1779 EPA occurs mostly in MGDG and DGTS (Table S12). A synthesis pathway for EPA was suggested involving the phospholipid pools PtdCho and PtdEtn, with 18 carbon fatty acids (18∶2) accumulating only in PtdCho, and 20 carbon intermediates (20∶4) only in PtdEtn (Table S12, [11]).

Nitrogen (N) deprivation is commonly used to induce the accumulation of triacylglycerols (TAG) and the formation of lipid droplets [25]. We investigated the basic characteristics of CCMP1779 in terms of TAG accumulation and changes in the fatty acid profile following N deprivation and observed morphological changes associated with lipid droplet formation (Figure 6). Following N deprivation, TAG accumulation increased after approximately 12 h, which is also represented in the decline of EPA content. A maximum of 82% of total fatty acids were associated with TAG after 48 hours of N deprivation. Lipid droplets take up a large proportion of the cell's interior during these conditions compared to N-replete cells, in which the plastid is the most prominent cellular structure (Figure 6C, 6D).

**Figure 6:**
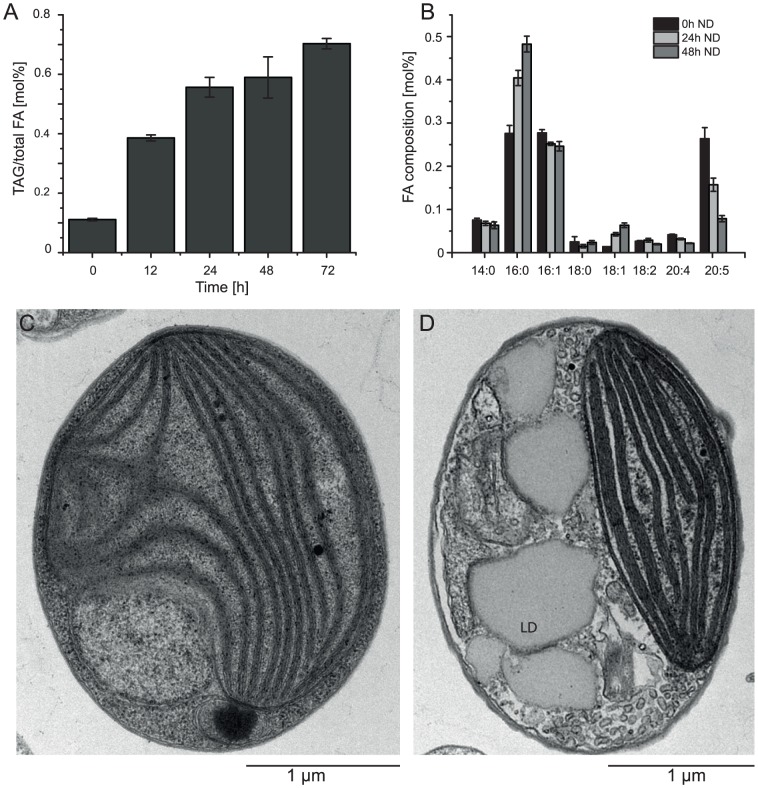
Accumulation of oil. (A) TAG accumulation over time shown as fatty acids esterified to TAG (TAG FA) over total fatty acids (FAtotal) following nitrogen deprivation, and (B) characteristic changes in the fatty acid profile. Fatty acids are designated based on number of carbon atoms: number of double bonds. The accumulation of TAG and the formation of lipid droplets can be observed in ultra-structural changes following nitrogen starvation (C, N-replete; D, N-depleted).

Fatty acid synthases (FAS) can be divided into two classes, type I and II [73], [74]. Type I systems occur as large multi-enzyme complexes on one or two large polypeptide chains and are primarily present in animals and fungi. In contrast, in type II systems the FAS proteins are expressed as individual polypeptides from a series of separate genes. Type II FAS occurs in most bacteria and in organelles (chloroplasts/mitochondria) of plants, animals and algae. We identified all the genes encoding enzymes central to fatty acid biosynthesis in plastids, i.e., components of the multimeric acetyl coenzyme A (acetyl-CoA) carboxylase and type II FAS complexes (Table S13). 

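All 20 gene models listed for fatty acid synthesis were measured. In the N-deprived library 9 were at least 2-fold lower and 1 was higher, and relative to the median gene 6 were lower and 1 was higher. KAS3 (CCMP1779_2094, contig 6208 from 30 to 1335), the ketoacyl-ACP synthase that starts the chain, had 19.2 FPKM in the N-replete and 2.07 FPKM in the N-deprived library, a ratio of -2.28 relative to the median gene. HAD1 (CCMP1779_4800), a hydroxyacyl-ACP dehydratase, had 109 FPKM in the N-replete and 23.4 FPKM in the N-deprived library, a ratio of -1.73. A type I fatty acid synthase gene (CCMP1779_6720) had 69.7 FPKM in the N-replete and 80.4 FPKM in the N-deprived library and did not pass the 2-fold limit, while the authors' deposited table gives it an ln fold change of 1.09 without a call. The FAT gene (CCMP1779_2468), listed as an acyl-ACP thiolase, had 10.6 FPKM in the N-replete and 30.7 FPKM in the N-deprived library, a ratio of 1.90, while its ln fold change in the authors' deposited table is -0.11. The median of the list lay at percentile 3.75, 0.0900 to 18.7 over the alternatives, and passed the lower limit of 2.5 only where each transcript was counted for 1 gene.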

The monomeric cytosolic counterpart of acetyl-CoA carboxylase is also present in the CCMP1779 genome. Except for 3-hydroxyacyl-ACP (acyl carrier protein) dehydratase and enoyl-ACP-reductase, whether the subcellular localization is in the plastid or mitochondrion is difficult to predict for the remainder of the type II FAS components. A thioesterase candidate gene similar to Arabidopsis FatA or FatB was not present, but an ortholog similar to an *Ectocarpus siliculosus* putative thioesterase was identified.

Interestingly, a presumed homolog to type I FAS encoding genes was identified in CCMP1779 similar to FAS from animals. It should be noted that type I FAS enzymes are mechanistically and structurally similar to polyketide synthases [75], and it is not clear what the role of this putative type I FAS complex might be. However, it is possible that Nannochloropsis has both cytosolic and organellar fatty acid synthesis pathways as observed for Euglena [76]. The putative type I fatty acid synthase is possibly the source of the short-chain saturated fatty acids (C14:0) as proposed for the heterotrophic heterokont protist *Schizochytrium sp.* [77]. *Schizochytrium sp.* contains a multi-subunit polyunsaturated fatty acid (PUFA) synthase and a predicted type I FAS, and produces PUFAs (DHA and DPA) and short-chain saturated fatty acids (C14:0 and C16:0).

In plants and green algae, glycerolipids are synthesized by two distinct pathways associated with the chloroplast or the endoplasmic reticulum (ER), referred to as the prokaryotic and eukaryotic pathway respectively [78]. Glycero-3-phosphate serves as the backbone and the activities of a glycerol-3-phosphate-*sn1*-acylACP-acyltransferase (GPAT) and lysophosphatidic acid acyltransferase (LPAT) successively lead to the formation of phosphatidic acid, a central metabolite in glycerolipid metabolism. In CCMP1779, both the eukaryotic and the prokaryotic pathways are likely to operate (Table S13). Similar to *N. gaditana* [21], we identified a set of nine putative GPAT and LPAT candidates, of which only the chloroplast candidates can be unambiguously assigned based on their predicted localization and protein domain organization. The majority of membrane lipids is synthesized from diacylglycerol (DAG) by the addition of the respective activated headgroup, where the typical plastid membrane lipids, the glycoglycerolipids MGDG, DGDG, and SQDG are assembled at the plastid envelope membranes, and the phospholipids PtdCho and PtdEtn along with the betaine lipid DGTS are likely synthesized at the ER. 

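Glycerolipid genes of the plastid and of the endoplasmic reticulum were mostly within 2-fold between the libraries. Of 8 plastid genes measured, 2 were lower and 1 was higher in the N-deprived library, also relative to the median gene (percentile 10.4, 0.440 to 90.4 over the alternatives). SQD1 (CCMP1779_6637, contig 1008 from 13211 to 15088), which makes the sulfoquinovose head group, had 160.0 FPKM in the N-replete and 37.4 FPKM in the N-deprived library, a ratio of -1.62 relative to the median gene. A phosphatidic acid phosphatase gene (CCMP1779_4742) had 70.3 FPKM in the N-replete and 149 FPKM in the N-deprived library, a ratio of 1.52, while its ln fold change in the authors' deposited table is -0.06 without a call. Of 14 genes of the endoplasmic reticulum, 5 were lower and none was higher, against 3 lower and 2 higher relative to the median gene (percentile 22.2, 6.61 to 67.0 over the alternatives). BTA1 (CCMP1779_10012), an enzyme of betaine lipid synthesis, had 78.6 FPKM in the N-replete and 20.2 FPKM in the N-deprived library, a ratio of -1.46. The genes CCMP1779_8524 and CCMP1779_665 had ratios of 1.41 and 1.09 and passed the limit only relative to the median gene, the former also after upper-quartile scaling.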

For all necessary enzymes, the respective genes were tentatively identified (Table S13).

During the assembly of TAG (Figure 7B), which accumulates in specific lipid droplets [25], diacylglcyerol acyltransferase (DGAT) adds a third fatty acid to DAG. Remarkably, a total of 13 putative type 2 DGAT encoding genes were identified in the CCMP1779 genome, out of which only two genes did not have EST support. 

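Table S13 gives 13 names for type-2 DGAT, which fall on 11 gene models, because DGAT7 and DGAT10 share CCMP1779_3159 and DGAT11 and DGAT13 share CCMP1779_5368. Of these models, 10 had a transcript alignment over an exon, and 9 had one on their own strand. CCMP1779_3159 (contig 133 from 68332 to 70041) had none, and for DGAT9 (CCMP1779_10272) the alignment lay on the opposite strand. Of 9 models measured, 1 was higher and 2 were lower in the N-deprived library, against 2 and 1 relative to the median gene (percentile 48.6, 47.3 to 65.0 over the alternatives). DGAT12 (CCMP1779_10614) had 14.8 FPKM in the N-replete and 32.1 FPKM in the N-deprived library, a ratio of 1.51 relative to the median gene. It was higher as deposited, while the authors' deposited table gives it an ln fold change of -0.41 without a call. DGAT1 (CCMP1779_4340) had 18.9 FPKM in the N-replete and 30.3 FPKM in the N-deprived library, a ratio of 1.10 that passed only relative to the median gene. CCMP1779_5368 had 16.6 FPKM in the N-replete and 4.96 FPKM in the N-deprived library, a ratio of -1.12, and was lower under all 3 scalings, while DGAT4 (CCMP1779_9929), with a ratio of -0.75, was lower only as deposited. DGAT2 (CCMP1779_3705), DGAT3 (CCMP1779_7206), DGAT5 (CCMP1779_3915), DGAT6 (CCMP1779_9590) and DGAT8 (CCMP1779_358) did not pass the 2-fold limit, with ratios of 0.29, -0.01, 0.00, 0.15 and 0.00. For DGAT6 the authors' deposited table gives an ln fold change of 0.88 without a call, a larger change than in the libraries. Those of the others lie between -0.16 and 0.47.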

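The gene model listed as a type-1 DGAT (CCMP1779_3520, contig 6136 from 2285 to 5238) lay under no transcript alignment of either library. The genes for phospholipid:DAG acyltransferase, which forms TAG without acyl-CoA, carried transcripts in both libraries. PDAT1 (CCMP1779_2212) had 60.9 FPKM in the N-replete and 47.0 FPKM in the N-deprived library, and PDAT2 (CCMP1779_8602) had 30.6 FPKM in the N-replete and 18.8 FPKM in the N-deprived library. Neither passed the 2-fold limit.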

Only one candidate gene was detected to encode a protein similar to plant type 1 DGAT, containing an MBOAT (membrane bound *O*-acyltransferase) domain. However, there is no EST support for this gene model. Given the generally low redundancy of genes in the relatively small and condensed CCMP1779 genome, this finding seems to support the diversity of TAG metabolism in Nannochloropsis. However, it is impossible to distinguish putative DGATs from monoacylglycerol acyltransferases (MGATs), and the high number of genes for this enzyme class may imply the presence of a monoacylglycerol pathway for TAG synthesis in Nannochloropsis. A third possibility for TAG biosynthesis is the acyl-CoA-independent transfer of a glycerolipid-bound fatty acid to DAG. This pathway is present in most eukaryotes and is performed by a so called phospholipid:DAG acyltransferase (PDAT). We tentatively identified two putative PDAT encoding genes in CCMP1779. Along with the relatively high number of GPAT and LPAT candidates, this likely reflects the complex regulation and control and the importance of TAG metabolism in this algae. A similarly complex set of putative genes for these enzymes has been described for *N. gaditana* [21].

**Figure 7:**
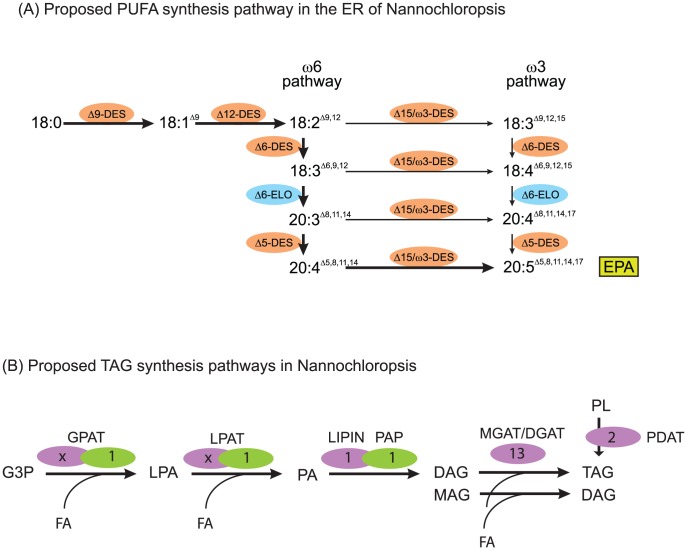
Lipid assembly and modification. (A) Proposed pathway of desaturation and elongation of fatty acyl chains in the ER of Nannochloropsis. EPA, eicosapentaenoic acid (B) Proposed plastid (green) and ER (lilac) pathway and genes putatively involved in the synthesis of TAG in Nannochloropsis. Numbers indicate count of putative genes identified. Number of ER acyltransferases cannot be assigned unambiguously, multiple candidate genes are listed in Table S13. G3P, glycerol-3-phosphate, LPA, lysophosphatidic acid, PA, phosphatidic acid, MAG, monoacylglycerol, DAG, diacylglycerol, TAG, triacylglycerol, PL, polar glycerolipid. GPAT, glycerol-3-phosphate acyltransferase, LPAT, lysophosphatidic acid acyltransferase, PAP, phosphatidic acid phosphatase, LIPIN, Lipin, MGAT/DGAT mono-/diacylglycerolacyltransferase, PDAT, phospholipid-diacylglycerolacyltransferase.

Each of the different glycolipids is characterized by a specific composition of its attached fatty acids (Table S12). In order to synthesize the rather simple set of fatty acids found in CCMP1779, a minimal set of six desaturases and one elongase is required. 

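Of 7 desaturase genes measured, 2 were at least 2-fold higher in the N-deprived library as deposited and none was lower, with equal counts relative to the median gene (percentile 84.1, 23.9 to 88.2 over the alternatives). DES9 (CCMP1779_11542, contig 604 from 65400 to 66479) had 681 FPKM in the N-replete and 2436 FPKM in the N-deprived library, a ratio of 2.28 relative to the median gene, and DES3t (CCMP1779_1787) had 5.39 FPKM in the N-replete and 16.1 FPKM in the N-deprived library, a ratio of 1.87. DES5 (CCMP1779_5794) had 141 FPKM in the N-replete and 78.5 FPKM in the N-deprived library, a ratio of -0.39, and did not pass the 2-fold limit. Among 10 elongase genes, 4 were lower and 1 was higher, against 2 lower and 3 higher relative to the median gene (percentile 3.62, 1.72 to 24.2 over the alternatives). The elongase CCMP1779_1559 had a ratio of -1.44 and was lower under all 3 scalings, and CCMP1779_10883 had a ratio of 1.57 and was higher as deposited.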

We tentatively identified all necessary desaturases, and functionally annotated them based on their primary sequence (Figure 7A, Table S13, [79], [80]). Besides genes encoding the soluble plastid acyl-ACP desaturase and the PtdGro specific Δ3*^t^*-desaturase, a complete set of genes encoding membrane-bound ER-localized desaturases, namely putative Δ9-, Δ12-, Δ6-, Δ5- and ω3-desaturases, was identified. This implies the synthesis of EPA occurs exclusively outside of the plastid and is, therefore, in line with the proposed pathway involving PtdCho and PtdEtn [11]. Since the majority of EPA is found inside the plastid esterified to MGDG, this raises interesting questions about the lipid trafficking pathways and, taking into account the enrichment of EPA in DGTS as opposed to PtdCho and PtdEtn, leads to the speculation that the betaine lipid might be involved as a precursor for the formation of MGDG and DGDG inside the plastid. A gene encoding a putative Δ6-elongase was identified based on sequence similarity with characterized elongases [79], out of a total of eleven fatty acid elongase-like genes. Even though not all these genes have been reported for the genome of *N. gaditana* [21], it is likely that orthologs exist, based on its fatty acid composition.

### Metabolism: Lipid and fatty acid degradation

Lipases are enzymes cleaving the carboxyl ester bonds of lipids. They can affect TAG metabolism through either TAG degradation or lipid remodeling, releasing fatty acids from membrane lipids for TAG biosynthesis. In Chlamydomonas, lipase-encoding genes were found to be highly regulated following N deprivation [35]. We probed the CCMP1779 genome for lipase-encoding genes with sequence similarity to those of *S. cerevisiae* and Chlamydomonas. A total of 52 putative lipase encoding genes were retrieved (Table S14). 

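Lipase genes were found on both sides of the 2-fold limit. Of 41 genes measured among the 50 gene models found for Table S14, 7 were higher and 13 were lower in the N-deprived library, and 8 were higher and 4 were lower relative to the median gene (percentile 25.3, 15.8 to 45.4 over the alternatives). CCMP1779_733 (contig 409 from 6246 to 7830) had 21.0 FPKM in the N-replete and 92.3 FPKM in the N-deprived library, a ratio of 2.53 relative to the median gene. CCMP1779_4494 had 12.2 FPKM in the N-replete and 80.9 FPKM in the N-deprived library, a ratio of 3.08, with an ln fold change of -1.09 and no call in the authors' deposited table. CCMP1779_7353 had 49.4 FPKM in the N-replete and 14.3 FPKM in the N-deprived library, a ratio of -1.27. CCMP1779_938 had 44.5 FPKM in the N-replete and 2.23 FPKM in the N-deprived library, a ratio of -3.37, and the authors' deposited table calls it with an ln fold change of 1.19.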

One predicted enzyme is similar to the three major TAG lipases in yeast (TGL3, TGL4, and TGL5) and the major TAG lipase (SDP1) in Arabidopsis [81], [82]. Deleting TGL3 and TGL4 from the yeast genome led to an increase in TAG content [83].

Fatty acids are degraded to acetyl-CoA by β-oxidation. In eukaryotes, β-oxidation can occur in the peroxisome or in the mitochondria. Although the intermediates of mitochondrial and peroxisomal pathways are identical, the reactions are performed by different proteins, and the functions of each pathway are different, when both pathways are present [84]–[86]. The main difference between the two types of β-oxidation is the first dehydrogenation of acyl-CoA. 

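Genes of beta-oxidation were mostly within 2-fold between the libraries. Of 23 measured, 2 were higher and 2 were lower in the N-deprived library, and relative to the median gene 3 were higher and none was lower (percentile 88.9, 49.6 to 95.0 over the alternatives). CCMP1779_6983 (contig 334 from 719 to 5333) had 676 FPKM in the N-replete and 1617 FPKM in the N-deprived library, a ratio of 1.70 relative to the median gene, and CCMP1779_9617 had 15.3 FPKM in the N-replete and 33.8 FPKM in the N-deprived library, a ratio of 1.54. Both were higher as deposited. LACS3 (CCMP1779_4677), which activates fatty acids as acyl-CoA, had 69.2 FPKM in the N-replete and 32.4 FPKM in the N-deprived library, and CCMP1779_9049 had 26.2 FPKM in the N-replete and 9.38 FPKM in the N-deprived library. Their ratios of -0.62 and -0.94 did not pass the limit relative to the median gene.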

CCMP1779 has a gene encoding a predicted acyl-CoA oxidase similar to characterized plant and animal acyl-CoA oxidases [86], and several genes encoding enzymes similar to characterized human mitochondrial acyl-CoA dehydrogenases [87]. Furthermore, CCMP1779 also has genes encoding predicted peroxisomal and mitochondrial forms of the multifunctional enzyme, which performs both the hydration of the β-carbon and a second dehydrogenation to produce 3-ketoacyl-CoA. We also found genes encoding 4-ketoacyl thiolase enzymes, and several homologs to the enzymes required to degrade unsaturated fatty acids. In most cases, there were one or two genes predicted to encode Nannochloropsis enzymes that were more similar to either their plant peroxisomal homolog or human mitochondrial homolog, than to other Nannochloropsis enzymes that were predicted to perform a similar reaction. However, definitive assignment of some genes in CCMP1779 was limited because many of the β-oxidation enzymes are also very similar to those involved in mitochondrial amino acid degradation.

The specific contributions of the mitochondrial and peroxisomal β-oxidation to fatty acid degradation in heterokonts are unclear. Mammals and some non-yeast fungi have both pathways, whereas plants and yeast fungi (i.e. Saccharomyces) have only the peroxisome type. In addition other heterokont species *Ectocarpus siliculosus* [6] and *Thalassiosira pseudonana* [64] have genes for both types of β-oxidation. In most cells, the acetyl-CoA derived from β-oxidation is used to feed the TCA cycle to provide ATP, and/or it can be used to synthesize carbohydrates through the glyoxylate cycle and gluconeogenesis [84]. Indeed, the presence of genes encoding glyoxylate cycle enzymes, isocitrate lyase and malate synthase in CCMP1779, suggests that acetyl-CoA derived from peroxisomal β-oxidation of stored TAG is used to synthesize carbohydrates as is the major role of β-oxidation in plants [84]. However, this is in contrast to other organisms that have both types of β-oxidation (i.e. animals) where the mitochondrial form metabolizes the majority of the fatty acids and peroxisomes metabolize unusual fatty acids [84].

### Metabolism: Cell walls and polysaccharides

The synthesis pathways for polysaccharides and cell wall components are of special interest, because they markedly contribute to the harvested biomass and can be potentially converted to fuels. To gain insight into the types of polysaccharides synthesized by CCMP1779, neutral glycosyl residue composition analysis was done on alcohol-insoluble residues (AIR) prepared from cell cultures (Table 4). With respect to AIR preparations of terrestrial plants, which contain a diverse array of structural and storage polysaccharides that vary in sugar composition, CCMP1779 AIR is composed mainly of glucose, which accounted for approximately 90% of the neutral monosaccharides liberated by trifluoracetic acid (TFA). Of the remaining 6 neutral monosaccharides measured, ∼3.5% was mannose followed by trace amounts of rhamnose, fucose, arabinose, xylose, and galactose. These results show that Nannochloropsis lacks the polysaccharide diversity associated with land plants or other heterokonts [88]. Glucose can be a component of several types of polysaccharides, including storage polysaccharides, such as starch and laminarin (a β-1,3-glucan), and structural polysaccharides, such as hemicelluloses and cellulose. In two other heterokonts, oomycetes and brown algae, cellulose and laminarin are the main structural and storage polysaccharides, respectively [89]. To determine if laminarin was also present in CCMP1779 and to differentiate it from cellulose, AIR preparations were digested with either EGII (an enzyme specific for β-1,4-glucan) or laminarinase and the glycosyl residue composition of the enzyme-susceptible and –resistant fractions was determined. Results showed that EGII digestion liberated 85% of the glucose found in AIR, while 20% of glucose was liberated from AIR with laminarinase treatment. Therefore, AIR preparations contain mainly cellulose and laminarin and lack other complex polysaccharides associated with other members of the heterokonts.

**Table 4:** Monosaccharide composition analysis of CCMP1779 AIR.

	Monosaccharides (µg mg^−1^ AIR)						
Treatment	Rhamnose	Fucose	Arabinose	Xylose	Mannose	Galactose	Glucose
TFA^1^	1.67±0.31	1.50±0.16	0.25±0.06	0.31±0.54	3.15±0.44	1.53±0.18	76.38±7.08
Saeman's^2^	0.01±0.03	0.09±0.11	0.03±0.01	0.30±0.26	0.16±0.00	0.01±1.16	5.30±1.27

1 AIR preparations were treated with TFA, centrifuged, and the supernatant assayed for neutral sugar content by GC-MS analysis of alditol acetate derivatives.

2 The pellet from TFA-treated AIR were treated via the Saeman's hydrolysis and assayed for neutral sugar content as above.

A search of CCMP1779 genome identified 42 genes from 15 CAZy families that are predicted to encode glycosyltransferases (GT) and 44 genes from 14 CAZy families that are predicted to encode glycoside hydrolases (GH). 

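Of 7 genes of cell wall metabolism measured, 1 was higher and 1 was lower in the N-deprived library, with equal counts relative to the median gene (percentile 59.7, 43.2 to 78.3 over the alternatives). A glycosyltransferase of family GT2 (CCMP1779_5780, contig 472 from 1580 to 4913) had 460.0 FPKM in the N-replete and 1579.7 FPKM in the N-deprived library, a ratio of 2.23 relative to the median gene, while another GT2 gene (CCMP1779_7935) had 399 FPKM in the N-replete and 341 FPKM in the N-deprived library and did not pass the 2-fold limit. Of the glycosyl hydrolases of family GH9, to which many cellulases belong, CCMP1779_8356 had 13.5 FPKM in the N-replete and 2.16 FPKM in the N-deprived library, a ratio of -1.74, and CCMP1779_11399 had 297 FPKM in the N-replete and 368 FPKM in the N-deprived library, a ratio of 0.75.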

Of the 86 GT and GH enzymes identified, only a small set is related to GTs and GHs involved in cell wall metabolism (Table S15). Two of the six CAZy family GT2 proteins identified in the survey were annotated as cellulose synthases (CESA) and are more similar to CESAs of cyanobacteria than plants. As expected from composition analysis results, none of the 4 remaining proteins showed similarity to plant cellulose synthase-like (CSL) proteins, some of which have been shown to be involved in plant hemicellulose biosynthesis. There were nine CCMP1779 proteins identified as belonging to CAZy family GH9 with high similarity to plant endoglucanases that are thought to function in cell wall remodeling during growth.

### Metabolism: Nitrogen assimilation and amino acid synthesis

Most eukaryotic photosynthetic organisms including algae are incapable of direct fixation of atmospheric N_2_. Instead they acquire N through a biological process known as N assimilation [90], [91]. Nitrate is one of the N-providing nutrients and the conversion of nitrate to nitrite by nitrate reductase is followed by a reduction to ammonia by nitrite reductase before N is incorporated into organic matter. Ammonia is assimilated into glutamine and glutamate by glutamate synthase [90], [91]. The CCMP1779 genome encodes a set of enzymes and transporters likely involved in the nitrogen assimilation common to other algae such as Ectocarpus [6]. However, only one gene each, encoding a putative nitrite, nitrate and ammonium transporter were identified in the CCMP1779 genome (Table S16). This is in contrast to the *N. gaditana* genome, for which two copies of each of the transporters were described [21], reflecting possible differences in the biology of the two algae.

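None of the 4 genes of nitrogen assimilation measured differed 2-fold between the libraries, as deposited or relative to the median gene (percentile 71.8, 52.1 to 72.6 over the alternatives). The nitrate transporter gene NRT2:1 (CCMP1779_438, contig 1361 from 37114 to 39709) had 129.6 FPKM in the N-replete and 95.0 FPKM in the N-deprived library, and the nitrite transporter gene NAR1 (CCMP1779_6536, contig 224 from 153357 to 158311) had a ratio of 0.89 relative to the median gene. NII (CCMP1779_9262), a ferredoxin nitrite reductase, had 279 FPKM in the N-replete and 305 FPKM in the N-deprived library, and NIA (CCMP1779_443), a nitrate reductase, had 4.54 FPKM in the N-replete and 3.83 FPKM in the N-deprived library. No transcript was placed on the ammonium transporter gene AMT1:1 (CCMP1779_5503) or on NIR (CCMP1779_6877), a further nitrite reductase. This says nothing of their level, since transcripts aligned in part or more than once were not placed. The authors' deposited table gives them ln fold changes of 0.18 and -1.07, both without a call. That of NIR is past 2-fold. The glutamine and glutamate synthesis genes CCMP1779_6819 and CCMP1779_4978 had ratios of 0.54 and -0.50 and did not pass the 2-fold limit. Their ln fold changes in the authors' deposited table are -0.12 and 1.06, both without a call, and that of CCMP1779_4978 is past 2-fold.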

Most bacteria, archaea, fungi, algae, and plants are capable of *de novo* amino acid biosynthesis. In plants, Asp-derived, aromatic, and branched-chain amino acids are predominantly or exclusively synthesized in the plastid [92]–[94]. The plastid in Nannochloropsis is surrounded by four membranes [95], which adds great complexity. For the biosynthetic pathways of Asp-derived, aromatic, and branched-chain amino acids, Arabidopsis has an average of 2.5 genes per enzyme activity but CCMP1779 an average of 1.3 (Figure S4). A more detailed analysis of the predicted pathways can be found in Figure S5, Tables S16 and S17, Text S1.

### Metabolism: Sulfate assimilation

Pathways for sulfate acquisition and biosynthesis of cysteine (Cys), methionine (Met) and glutathione (GSH) were suggested based on annotation of CCMP1779 to be fairly consistent with those known in vascular plant species [96], although they partly shared characteristics of yeast, heterokonts and bryophytes [97]–[99] (Table S18; Figure S6). 

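Of 38 genes of sulfate assimilation and sulfur metabolism measured, 9 were lower and 2 were higher in the N-deprived library, against 4 and 3 relative to the median gene (percentile 10.6, 5.82 to 44.1 over the alternatives). A sulfate transporter gene (CCMP1779_2945, contig 194 from 9109 to 12395) had 18.0 FPKM in the N-replete and 61.2 FPKM in the N-deprived library, a ratio of 2.16 relative to the median gene. Genes for glutathione S-transferase, which joins glutathione to other molecules, were found both higher and lower. CCMP1779_6045 had 47.4 FPKM in the N-replete and 102 FPKM in the N-deprived library, a ratio of 1.54, and CCMP1779_7676 had 20.8 FPKM in the N-replete and 3.20 FPKM in the N-deprived library, a ratio of -1.93. CCMP1779_10820 had 302 FPKM in the N-replete and 1.57 FPKM in the N-deprived library, a ratio of -6.43, for which the authors' deposited table gives an ln fold change of 1.17 without a call.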

A detailed description of predicted transport mechanisms and pathways is included in Text S1.

### Cellular processes: Organelle biogenesis

Plastids in plants and algae evolved from the same original endosymbiotic event [100]. In the heterokont lineage, a secondary endosymbiosis occurred, in which an algal descendant of the original endosymbiosis was engulfed by a second eukaryotic cell. Therefore plastids of Nannochloropsis contain four enveloping membranes; the inner two are equivalent to the envelope membranes of plants, and the outer two are similar to and continuous with the endoplasmic reticulum. Here, we focus on two proteinaceous systems, protein targeting and plastid division.

Plastid protein import is essential in all plastid containing organisms, as the majority of plastid genes are encoded in the nucleus, and these proteins must be imported into the plastid to function [100]. The proteinaceous machineries responsible are referred to as translocon at the outer envelope membrane of plastids (Toc), and translocon at the inner envelope membrane of plastids (Tic), with specific components referenced by molecular weight [101]. In CCMP1779, genes encoding four major components of the Tic complex were identified (Tic110, Tic20, Tic22, Tic62) (Table S19), while genes encoding Tic55, Tic40, and Toc complex members (75, 34, 159, 64) were not found. The gene encoding the stromal processing peptidase, which removes plastid targeting transit peptides [102] was found, but not a gene encoding a type I signal peptidase responsible for removing thylakoid lumen signal sequences [103]. Plastid specific members of the heat shock protein families 70 and 100 have been implicated in plastid protein import in higher plants [102], [104], and several members of each family were identified, though further characterization showed none of these was similar to plastid varieties from plants. Overall, plastid import genes identified are similar to those in other heterokonts such as Thalassiosira [105], which may indicate a conserved mechanism among heterokonts.

Gschloessl et al. developed a protein targeting prediction tool (HECTAR) based primarily on protein data from diatoms [106], specifically designed for the bipartite signal peptides present in heterokonts. To investigate the reliability of HECTAR predictions for Nannochloropsis proteins, we assembled a test set of manually curated proteins of known localization (Dataset S1) for plastid, mitochondrial, nuclear and secretory proteins. Of the plastid proteins a total of 44% were predicted correctly, in 23% of the sequences a signal sequence was detected but no plastid transit peptide and for 30% of proteins the tool failed to predict any type of signal peptide in the Nannochloropsis sequences (Table S20, Table S25). Even though this may indicate substantial differences between the architectures of the different targeting sequences, no false positives have been detected for either plastid or mitochondrial localization prediction making HECTAR a useful tool when positive results are retrieved.

### Cellular processes: Organelle division

Plastids are maintained by binary fission, which is driven by a macromolecular complex that forms at the division site and is derived partly from the cyanobacterial cell division machinery [107], [108]. The composition of the division complex differs in the red and green lineages, but two ubiquitous ring-forming contractile components (at least in organisms bearing primary plastids) are FtsZ and ARC5/DRP5B. Plastid FtsZ is a tubulin-like, stroma-localized protein of cyanobacterial cell division origin that probably constricts the inner envelope membrane. ARC5/DRP5B is a dynamin-related cytosolic protein of eukaryotic origin that constricts the outer envelope membrane.

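Of 6 genes of organelle division, 3 were lower in the N-deprived library, 2 of them also relative to the median gene, and none was higher (percentile 3.90, 0.670 to 19.7 over the alternatives). ARC5/DRP5B (CCMP1779_7886, contig 825 from 36712 to 41175), a dynamin-related protein of plastid division, had 38.2 FPKM in the N-replete and 9.35 FPKM in the N-deprived library, a ratio of -1.47 relative to the median gene. MinD (CCMP1779_5101), which helps to place the division site, is predicted by the paper to be mitochondrial. It had 50.1 FPKM in the N-replete and 12.7 FPKM in the N-deprived library, a ratio of -1.45. The FtsZ genes, whose products form the division ring, did not pass the 2-fold limit. CCMP1779_11167 had 141 FPKM in the N-replete and 91.6 FPKM in the N-deprived library. CCMP1779_10560, mitochondrial by the paper's prediction, had 58.4 FPKM in the N-replete and 51.5 FPKM in the N-deprived library.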

Two genes encoding FtsZ proteins, both bearing predicted N-terminal ER signal peptides followed by downstream plastid transit peptides [109]–[111] were identified in CCMP1779, suggesting they localize to the plastid (Table S21). Similar bipartite targeting signals have been shown to direct FtsZs to the plastid in other organisms with secondary plastids [112]. Phylogenetic analysis [113] indicates these two proteins are most closely related to the plastidic FtsZs in red and heterokont algae (Figure S7), suggesting a conserved role for the CCMP1779 FtsZs in plastid division. A gene related to ARC5/DRP5B was also identified in CCMP1779 and grouped with other DRP5B protein sequences in phylogenetic analysis (Figure S8). However, it does not have a predicted signal peptide [111] suggesting that, if it plays a role in plastid division, it may function on the cytosolic side of the outermost membrane. A dynamin-related plastid division protein from the Apicomplexan parasite *Toxoplasma gondii* was recently shown to localize similarly [114].

Like cyanobacteria and most other prokaryotes, the α-proteobacterial ancestor of mitochondria also used FtsZ for cell division. Mitochondrial FtsZ has been lost from fungi, animals and plants. However, it has been retained in *Dictyostelium* and diverse algal species, including the red alga *Cyanidioschyzon merolae* and the heterokont alga *Mallomonas splendens*, where it likely functions in mitochondrial division [6], [115], [116]. A third FtsZ identified in CCMP1779 was predicted to bear a mitochondrial targeting sequence [109] and grouped with mitochondrial and α-proteobacterial FtsZs in phylogenetic analysis (Figure S7), suggesting it functions in mitochondrial division. Interestingly, single genes encoding proteins similar to MinC and MinD, which are components of a system that regulates FtsZ ring placement in bacteria [117], were also identified. Related proteins, presumably of cyanobacterial origin, are found in the green lineage, and MinD has been shown to function in plastid division [118], [119]. However, the CCMP1779 MinC- and MinD-like proteins were predicted to be targeted to mitochondria and clustered with proteins from non-cyanobacterial prokaryotes in phylogenetic analysis (Figure S9; Figure S10). The *E. siliculosus* genome appears to encode similar sequences (Figure S9 and S10). As mitochondrial MinC and MinD have not been described in other eukaryotes, these findings suggest a new variation on mitochondrial division that is conserved at least in some heterokonts. No other sequences with similarity to known green-lineage (ARC6, PARC6, PDV1, PDV2, MinE, ARC3, GC1, MCD1 [107] or red-lineage (PDR1 [120]) plastid division proteins, known mitochondrial division proteins (ZED [121], Fis1, MDA1 [122]), or to other bacterial cell division proteins (SulA, DivIVA, FtsW, ZipA, FtsA, Ftn2, Ftn6, SepF, ZapA [123]–[125]) could be identified in CCMP1779, consistent with the absence of these proteins in other heterokonts [126].

### Cellular processes: Light signaling and circadian regulation

Our analyses indicate that Nannochloropsis is likely to perceive blue light but it remains unknown whether this microalga can sense red or green light. We did not identify genes encoding canonical phytochrome or rhodopsin-like proteins. However, we found one gene encoding a protein with HisKA and HATPase_c domains but lacking other known protein domains (Table S22). We found several orthologs encoding likely blue light sensing proteins. We identified a cryptochrome gene (Table S22) encoding a protein that displays strong similarity to the recently characterized diatom CRYPTOCHROME PHOTOLYASE FAMILY PROTEIN 1 (CPF1) [127] (Figure S11, Table S22). CPF1 has both photolyase and transcriptional regulatory activities. We have also identified a gene for a likely CRY-DASH type protein (Figure S11; Table S22). Moreover, genes for three Aureochrome-like proteins were present [128] (Figure S12). 

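Of 5 light signaling genes of Table S22, 1 was higher in the N-deprived library and none was lower, and relative to the median gene 2 were higher (percentile 93.1, 75.6 to 94.0 over the alternatives). Aureochromes are blue-light receptors with a DNA-binding domain. NoAUREO4 (CCMP1779_5385, contig 3351 from 18790 to 21284) had 27.5 FPKM in the N-replete and 100.2 FPKM in the N-deprived library, a ratio of 2.27 relative to the median gene, and was higher as deposited. NoAUREO2 (CCMP1779_10112) had 474 FPKM in the N-replete and 704 FPKM in the N-deprived library, a ratio of 1.02 that passed only relative to the median gene. NoAUREO3 (CCMP1779_10447) had 519.6 FPKM in the N-replete and 311 FPKM in the N-deprived library and did not pass. The genes NoCPF1 (CCMP1779_4809) and NoCPF2 (CCMP1779_5506) of the cryptochrome and photolyase family had ratios of 0.90 and 0.38 and did not pass the 2-fold limit.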

Aureochromes of heterokonts are involved in photomorphogenesis under blue light [129]. These proteins contain a light-oxygen-voltage (LOV) domain with a FMN chromophore and a basic region/leucine zipper (bZIP) DNA binding domain, and are able to bind DNA in a blue light-dependent manner. It has been recently shown that Nannochloropsis biomass production is enhanced under blue light [130] and our findings indicate the importance of blue light signaling for this marine microalga.

Diel and circadian signals regulate numerous processes in unicellular algae such as the cell cycle, UV sensitivity and storage compound accumulation [131]–[133], but little is known about the circadian clock in non-green photosynthetic algae. We did not find any obvious candidates encoding proteins similar to plant, animal or bacterial clock proteins in CCMP1779. However, we identified two genes encoding bHLH-PAS proteins (Table S22). These proteins play a key role in the circadian regulation in animals, but are absent from plants [134], [135]. These two proteins appear to be conserved in diatoms but share no significant similarity to proteins in other organisms and only 25.4% identity to each other. We have also identified three genes encoding CCT (CONSTANS, CO-like, and TOC1) domain-containing proteins (Table S22). CCT- proteins are involved in the regulation of light, circadian and photoperiod responses in plants and green algae but are not found in animals [136], [137]. In plants and green algae, CCT domains come associated with either response regulator domains or DNA binding motifs with the CCT being at the C-terminus of the protein. Two of the CCT containing proteins (*No*CCT-1 and *No*CCT-2) predicted for CCMP1779 have the CCT domain at the C terminus, but in CCT-3 this domain found in the middle of the protein. The two proteins *No*CCT-1 and *No*CCT-2 display no similarity to any other proteins and also do not display any similarity to each other outside their CCT domains. In contrast, we find *No*CCT-3 like proteins in diatoms. In summary, this lack of conservation indicates that the Nannochloropsis circadian clock is likely to be different from clocks of plants or animals.

### Transcriptional regulation

Regulation of gene expression is a multi-step process, which occurs from DNA-RNA transcription to post-translational modification of a protein. However, for most genes, transcription is tightly controlled. In both prokaryotes and eukaryotes, a large number of regulatory proteins, including transcription factors (TFs) and other transcriptional co-regulators (TRs), influence the transcription process either positively or negatively. Transcription factors are able to modulate transcription by binding to the *cis*-elements in target genes promoters. Transcriptional co-regulators interact with TFs, assisting in controlling the transcription of specific genes via direct physical interactions with general transcription machinery or indirectly through modification of chromatin structure.

The availability of complete genome sequences facilitates genome-wide identification of transcription factors and transcriptional co-regulator. Computational studies, searching for genes containing conserved DNA binding domains, reported the occurrence of putative TFs and TRs in numerous species, including *Escherichia coli* [138], *Saccharomyces cerevisiae* [139], *Caenorhabditis elegans* [140], *Drosophila melanogaster* [141], *Arabidopsis thaliana* [142], [143], *Mus musculus* [144] and *Homo sapiens* [145]. In efforts to identify and classify all plant transcription regulatory proteins, several plant transcription factor databases have been established (PlnTFDB 3.0, http://plntfdb.bio.uni-potsdam.de/v3.0/; PlantTFDB 2.0, http://planttfdb.cbi.pku.edu.cn; AGRIS, http://arabidopsis.med.ohio-state.edu). These publicly available databases contain approximately 50 species covering the main lineages of the plant kingdom, including red algae, green algae, moss, ferns, gymnosperms, and angiosperms. Currently, more than 50,000 protein models have been collected, which can be catalogued into over 90 genes families.

The presence or absence of one or more characteristic domains (normally signature DNA-binding domains) determines the classification of genes in individual family. Based on the pipeline and basic rules for identification and classification of transcription factors and transcriptional co-regulators adopted by PlnTFDB 3.0 and PlantTFDB 2.0 [146], [147], a comprehensive analysis of CCMP1779 genome sequence was performed. In summary, 224 genes encoding 115 putative TFs and 109 putative TRs were identified, which represent ∼2.0% of the total number of estimated genes in CCMP1779 (Table 5 and Table S23). 

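The 115 transcription factor entries of Table S23 fell on 109 gene models and the 109 entries for transcriptional regulators on 100, with 74 genes of each kind measured. Of the transcription factors, 15 were lower and 8 were higher in the N-deprived library, against 8 lower and 16 higher relative to the median gene (percentile 95.9, 85.3 to 99.9 over the alternatives). Of the transcriptional regulators, 15 were lower and 4 were higher, against 6 and 9 relative to the median gene (percentile 72.9, 37.5 to 83.8 over the alternatives). A gene of the MYB-related family (CCMP1779_3609, contig 890 from 3285 to 4589) had 58.6 FPKM in the N-replete and 11.4 FPKM in the N-deprived library, a ratio of -1.82 relative to the median gene. An FHA gene (CCMP1779_10364) had a ratio of -1.53. A CCAAT family gene (CCMP1779_7528) and another FHA gene (CCMP1779_4898) had ratios of 3.22 and 3.02, but ln fold changes of 0.26 and -0.03 without a call in the authors' deposited table. The SET domain gene CCMP1779_4870 had 53.1 FPKM in the N-replete and 191 FPKM in the N-deprived library, a ratio of 2.27, and the HMG gene CCMP1779_4336 had 631 FPKM in the N-replete and 170.0 FPKM in the N-deprived library, a ratio of -1.44.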

The CCMP1779 genomic content of TFs and TRs is close to that of *Ostreococcus tauri* and *Chlamydomonas reinhardtii* (2.1% and 1.5%, respectively) [146]. The identified 115 putative TFs belong to 20 transcription factor families and 109 TRs are members of 13 transcriptional co-regulator families. Only two plant-specific TF families (AP2-EREBP and LFY) and no plant-specific TRs were found in CCMP1779.

**Table 5:** Transcription factors in different eukaryotic species.

Family	*N. oceanica*	*C. reinhardtii*	*A. thaliana*	*H. sapiens*	*C. elegans*	*S. cerevisiae*
*ABI3VP1*		1	59			
AP2-EREBP*	6	11	160			
*ARR-B*		1	15			
bHLH	6	4	160	154	50	7
BSD	1	2	12	ND	ND	ND
bZIP	8	7	93	59	39	12
*C2C2-CO-like*		1	19			
*C2C2-Dof*		1	42			
C2C2-GATA		6	30	15	14	10
C2H2 (Zn)	1	5	104	644	150	39
C3H (Zn)	4	15	75	85	40	7
CCAAT	10	8	53	25	12	10
CPP (Zn)	4	1	9	4	2	
CSD		1	4	16	5	
E2F-DP	3	6	11	18	7	
FHA	12	12	17	44	12	14
G2-like		4	48			
HB		1	97	299	107	7
HSF	4	2	23	6	1	5
LFY*	1		1			
MADS		2	122	9	2	4
mTERF	4	1	36	ND	ND	ND
MYB	17	11	161	19	7	3
MYB-related	12	14	90	36	12	12
*PBF-2-like*		1	4			
*PLATZ*		3	13			
*RWP-RK*		14	14			
*SBP*		21	17			
Sigma70-like	5	1	6			
TAZ	2	2	9	4	6	
TIG	2	2		ND	ND	ND
Tub	3	3	12	6	2	
*WRKY*		1	84			
Zn-clus (Zn)	9			ND	ND	ND

Plant-specific TF families are in italics. (Zn) indicates the zinc-coordinating transcription factor families. ND, not determined.

* Plant-Specific TF families found in *N. oceanica*.

The largest family of transcription factors in CCMP1779 is the MYB superfamily. Each member of the MYB superfamily should possess a MYB DNA-binding domain, which is a helix-turn-helix structure of 50–53 amino acids with a central tryptophan cluster formed by three regularly spaced tryptophan residues within the MYB motif. Depending on the number of imperfect repeats of the MYB motif, the members of MYB family can be grouped into three classes: R2R3-MYB with two adjacent MYB repeats, R1R2R3-MYB (or MYB3R) with three adjacent MYB repeats, and MYB-related, a heterogeneous group in which the MYB motif is present either as a single copy or as a repeat [148]. Most of the MYB proteins in plants are of the R2R3-type and R1R2R3-MYB proteins are typical for animals. In Arabidopsis, the MYB superfamily is composed of 198 members, of whom 126 are *R2R3-MYB*, five are *R1R2R3-MYB*, 64 are *MYB-related* and three are atypical *MYB* genes [149]. We identified 29 genes which belong to MYB superfamily in CCMP1779, including 14 *R2R3-MYB* genes, three *R1R2R3-MYB* genes and twelve *MYB-related* genes. It has been suggested that R1R2R3-MYB proteins may have a conserved function in eukaryotes. The function of plant R1R2R3-MYB proteins might be more closely related to those of the MYB proteins in animals, such as controlling the cell cycle [150], [151]. Thus, the R1R2R3-MYB proteins in Nannochloropsis may play essential roles in the similar processes. In CCMP1779, R2R3-MYB proteins are relatively more abundant than R1R2R3-MYB and MYB-related proteins (14 of 29), as well as Arabidopsis (126 of 198) [149] and *C. reinhardtii* (16 of 18) [152]. The R2R3 format in plant MYB proteins has been suggested to be the result of loss of the R1 motif from an R1R2R3 ancestral gene (*pc-myb*-like gene) during evolution [150]. The plant *R2R3-MYB* genes mainly regulate plant-specific processes, such as secondary metabolism, development, determination of cell fate and identity, and responses to environmental stimuli [153].

It should be noted that there is no MADS box transcription factor present in the CCMP1779 genome. The MADS box TF family has been recognized as a large gene family across a variety of species including yeast, plants and humans. Its diverse functions range from controlling cell proliferation and differentiation in animals to regulating all major aspects of development in plants. CCMP1779 is not the first algal species reported without or with a limited number of MADS TFs. There is only one MADS-box TF identified in *Cyanidioschyzon merolae* and *Ostreococcus tauri*, and two found in *C. reinhardtii* [152]. This largely reduced number of MADS-box TFs in algal groups is most likely due to their unicellular identity. In contrast, zinc-coordinating transcription factors constitute a relatively major subset of TFs in CCMP1779 (18 of 115, ∼15.6%). Each zinc-coordinating TF possesses a zinc-finger domain, which has been demonstrated to be recruited in transcriptional regulation in prokaryotes [154]. Zinc-coordinating TFs constitute the largest family of transcription factors in animals and an expansion of zinc-finger domain containing TFs is observed during the evolution of eukaryotic organisms [142].

### Conclusions

The *N. oceanica* CCMP1779 draft genome and its extensive annotation reported here provides a starting point for further exploration of the biology and utility of this species. The primary focus here was on genes and pathways relevant for biofuel production. In addition, we were able to explore cellular and regulatory aspects through the participation of a large number of experts. However, the current manual annotation analysis must be considered work in progress and we would like to encourage the reader to visit the project website at www.bmb.msu.edu/Nannochloropsis.html for further exploration of the data. Comparison of the gene repertoires between *N. oceanica* and *N. gaditana* has indicated that the differences between these two species are comparable in magnitude to those observed between monocotyledonous and dicotyledonous plant species, which diverged from each other 150–200 million years ago. A substantial number of species-specific genes identified may reflect physiological and biochemical differences, that can be explored in future comparative studies. Experimental verification will likely provide insights into adaptations of the respective species to its specific ecological niche, and may also reveal the need for considering species-specific characteristics during genetic engineering for the purpose of biofuels feedstock production. For example possible differences in sets of genes relevant to fatty acid biosynthesis (acetyl-CoA carboxylase) may help us design strategies to maximize oil production in a given strain. Availability of genome sequences of different *Nannochloropsis* species in combination with targeted gene replacement by homologous recombination, which currently has only been documented for an *N. oceanica* strain closely related to CCMP1779 [8], will not only expedite the functional analysis of individual genes in Nannochloropsis, but is a prerequisite for future synthetic biology and engineering efforts focused on developing Nannochloropsis into a versatile feedstock for different industrial purposes.

## Materials and Methods

### Strains and growth conditions

The *Nannochloropsis sp.* strain used was CCMP1779, available from The Provasoli-Guillard National Center for Culture of Marine Phytoplankton (https://ncma.bigelow.org/). The cells were grown in liquid cultures under continuous light (∼80 µmole photons m^−2^ s^−1^). For N-replete growth, f/2 medium with 2.5 mM nitrate (f/2+N) was used [25]. For nitrogen-deprived experiments, N deprivation was applied by growth in f/2+N to 1×10^7^ cells mL^−1^, followed by transfer to f/2 without nitrogen source to 5×10^6^ cells mL^−1^ for an additional 30 hours.

### Nuclear transformation by electroporation

Initial transformation experiments were done with a construct described for nuclear transformation of *C. reinhardtii*, pHyg3 [27], containing a *C. reinhardtii* α-tubulin promoter and the coding sequence of the *Streptomyces hygroscopicus* aph7 gene conferring resistance to Hygromycin B. Subsequently, a plasmid custom made by DNA Cloning Service (http://www.dna-cloning.com) 497pLC-Hpt-SfiI, which contains a 35S promoter region, the aph7 coding sequence and a 35S terminator was digested with restriction endonucleases *Xba*I and *Xho*I to eliminate the promoter region. Additionally, the plasmid contains two *Sfi*I sites to allow directional cloning of further expression cassettes. The native LDSP promoter was amplified from CCMP1779 genomic DNA using the forward and reverse primers 5′-GGCCTAGGTACGTA-GGTCTCTAAGATGGAGTGGATGG-3′ and 5′-TTCAGCTG-TGTTGATGCGGGCTGAGATTGG-3′ and the resulting 790 bp PCR product cloned to the pGEMteasy vector system (Promega, http://www.promega.com) for sequencing resulting in pGEM-pLDSP. The promoter region was released from pGem-pLDSP by *Avr*II and *Pvu*II digest and blunt cloned to the dephosphorylated 497pLC-Hpt-SfiI backbone to result in the selection plasmid pSELECT100.

For transformation cells were harvested at a density of 1–2×10^7^ cells mL^−1^, washed with ice cold 375 mM sorbitol three times and resuspended in a final volume of 0.2 mL to a concentration of 5×10^8^ cells mL^−1^. In addition to 2–10 µg *Sna*BI linearized Plasmid DNA, a 10fold excess of salmon sperm DNA (Invitrogen, http://www.invitrogen.com) was supplied into the 2 mm electroporation cuvette. Electroporation was performed using a Bio-Rad (http://www.bio-rad.com) GenePulser II set to 600 Ώ resistance at a field strength of 11 kV cm^−1^leading to time constants of 20 to 25 ms. After the pulse the cells were resuspended in 5 mL of f/2 media and allowed to recover for 48 h in continuous light with shaking before they were spread on selection agar containing 50 µg ml^−1^ Hygromycin B using warm top agar (f/2 media, 0.05% Phytoblend (Caisson Laboratories, http://www.caissonlabs.com) in 1∶1 dilution (vol∶vol). Resistant colonies were observed as early as 10–14 days after electroporation; colonies were usually transferred after about 3 weeks.

### Southern analysis

For Southern analysis, 10 µg of DNA were digested with *Bam*HI and *Bam*HI/*Xba*I for pHyg3, or *Bam*HI only for the pSELECT100 and separated on an agarose gel (0.9% agarose, 75 Volts, 6 h runtime, 15 cm gel length) before blotting to a Hybond Nylon (Amersham, GE Health Care, http://www.gelifesciences.com) positively charged membrane overnight. Hybridization and detection was performed using the DIG labeling and detection system following the manufacturer's instructions (Roche Applied Sciences, http://www.roche-applied-sciences.com). Hybridization was done in 10 ml ULTRAhyb buffer (Invitrogen) at 68°C for pHyg3 or 42°C for pSelect100. The oligonucleotides for the probe synthesis by PCR were 5′-ACCAACATCTTCGTGGACCT-3′ and 5-‘CTCCTCGAACACCTCGAAGT-3′ for pHyg3 transformed cells and 5′-CGCGCTACTTCGAGCGGAGG-3′ and 5′-GCGCTTCTGCGGGCGATTTG-3′ for pSelect100 transformed cells using the respective plasmid as a template.

### DNA and RNA preparation for sequencing and analysis

For preparation of nuclear DNA a 50 mL cell culture (OD_750_ = 0.4 to 0.5) was harvested by centrifugation (4,500× g, 5 min). The cell pellet was lysed in 2× cetyltrimethylammonium bromide (CTAB) buffer (2% CTAB, 100 mM Tris-HCl pH 8.0, 1.4 M NaCl, and 20 mM EDTA) and incubated at 60°C for 60 min. The lysate was mixed with 1 volume of phenol/chloroform and centrifuged (13,000× g min). Transferred the supernatant to a new tube and repeated this step at least once until there was no white interphase. The DNA was precipitated by 1 volume isopropanol and 70% ethanol. High molecular weight DNA was examined by DNA gel electrophoresis.

To generate material for RNA-sequencing, cells were grown in 200 ml f/2+N to 1×10^7^ cells mL^−1^. The cultures were split in half and cells were collected by centrifugation (4,500× g, 5 min), with one pellet being resuspended in 200 mL f/2+N, and the other in 200 mL f/2-N. After 30 hours, the total RNA was isolated using TRIzol Reagent (Invitrogen) according to manufacturer's instructions. The RNA samples were cleaned up using RNeasy columns (Qiagen, http://www.qiagen.com) following the manufacturer's instruction.

### Assessment of RNA quantity and quality

The evaluation of RNA quantity and quality was done spectrophotometrically by UV absorbance profile. Additional analysis was performed using an RNA 6000 Nano LabChip Kit for microcapillary electrophoresis (Agilent 2100 Bioanalyzer, http://www.home.agilent.com). This eukaryotic total RNA nano-assay generated information about RNA integrity through electropherograms, gel picture, and RIN value (RNA Integrity Number) [155].

### Genome sequencing and hybrid genome assembly

For genome sequencing, two approaches were employed. First, Illumina GS-II was used to generate 55 bp paired-end reads with a 550 bp library and ∼2.3 Gb sequences were generated. The Illumina reads were filtered using FASTX (http://hannonlab.cshl.edu/fastx_toolkit/) with a minimum Phred quality score of 20. Next, Velvet [156] was used to assemble filtered Illumina reads, and a range of *k*-mer length were tested (31, 33, 35, 37, 39, 41, 43, 45, and 47). To determine an optimal k-mer length, 454 reads longer than 500 bp and *de novo* assembled transcripts were mapped to the genome assemblies using GMAP [157]. Based on how well the 454 reads and *de novo* transcripts mapped on to the Illumina assemblies, as well as N50s, numbers of contigs, assembly sizes, and numbers of total reads assembled, *k*-mer length of  = 35 was chosen for generating the final Illumina assembly. Newbler (454 Life Sciences) was used to assemble 454 reads (single-end reads, 449.9 MB sequences) with the “Large Genome Option”.

Illumina and 454 assemblies were combined by iterative Minimus2 [158]. Minimus2 was first run with a minimum identity of 98% among and between Illumina and 454 contigs based on and all-against-all contig similarity searches with BLAST [159]. If one contig had an alignment ≥200 bp and an identity ≥98% with ≥2 other contigs, only the longest contig among the matching contigs was kept and the rest were set aside before re-running Minimus2. This step was performed because such contigs may represent mis-assembled sequences and will confound Minimus2 as to which contigs it should assemble. A similar procedure was used in the assembly of the *Albugo laibachii* genome [160]. In the next iteration, the contigs set aside beforehand were added back to the assembly and Minimus2 was run again. After another three iterations of Minimus2 run, an optimized assembly was generated.

To assess assembly quality, long 454 reads with high Phred scores were mapped to the genome assembly. First, 454 reads were trimmed from the 3′ end with a minimum Phred score of 20. Then, sequences longer than 200 bp were aligned to the genome using BLAST to determine if a 454 read was broken up in >1 contigs. We also used *de novo* transcript assemblies (see next section) to assess genome assembly quality. The genomic sequence data are deposited in NCBI SRA (SRP013753).

### Transcript assembly and differential expression analysis

*De novo* transcript assemblies were generated from 55 bp directional single-end Illumina reads of N-replete and N-depleted conditions (NCBI/GEO GSE36959) using Oases (http://www.ebi.ac.uk/~zerbino/oases/). First, Oases was run for *k*-mer lengths of 23, 25, 27, 29, 31, 33, 35, and 37, and the results were compiled. To identify a set of high confidence transcripts from the *de novo* assemblies, proteins from six sequenced heterokont genomes, including *Ectocarpus siliculosus* [6], *Pythium ultimum* [161], *Phytophthora sojae* [162], *Phytophthora ramorum* [162], *Thalassiosira Pseudonana* [64], and *Phaeodactylum tricornutum* [4], were aligned to the *de novo* transcripts and only those with significant matches to known proteins were kept. These transcripts with cross-genome matches were mapped back to the Illumina genome assemblies to evaluate genome assembly quality. In addition to *de novo* transcript assembly, we generated a genome-based transcript assembly.

Transcriptomic reads from N-replete and N-depleted conditions were separately mapped to the hybrid genome assembly using Tophat [160] (parameters: -I 10 –I 3000 –library-type fr-unstranded –g 1). The mapped reads were assembled into transcripts using Cufflinks [163] (-I 3000 –library-type fr-secondstrand) and a set of transcripts was generated for each condition.

### Genome annotation

The MAKER genome annotation pipeline [28] was used to annotate the genome. The first run of MAKER was performed using the est2genome option in the absence of a trained gene predictor. Transcripts from both N-replete and N-deprived growth conditions were provided to MAKER along with protein sequences from the above mentioned six sequenced heterokonts. Gene models obtained from the first run were used to train *ab initi*o gene prediction programs SNAP [164] and Augustus [165]. With the trained models, MAKER was rerun. The gene models from the rerun were used for training SNAP and Augustus again. The second round training models were provided to run MAKER for the third time to generate the final annotations. The protein sequences were searched for Pfam domain Hidden Markov Models using HMMER3 [166] with trusted cutoffs. CEGMA was run on the genome assembly using default settings [30]. A total of 11,973 genes (12,012 protein models considering alternative splice forms) were recovered with an average AED score of 0.555. During the course of the study, a new version of MAKER was released. Thus we conducted a second annotation run with the most recent MAKER version, a more recent repeat library, and a larger protein evidence dataset. Given that the AED distributions were highly similar between these two annotation datasets (Figure S12A, S12B) only annotation results from the first set of analysis were used throughout.

InterProScan [167] was used to identify Pfam protein domains within the predicted protein sets from *Nannochloropsis oceanica* CCMP1779 and six other heterokonts. Protein families were identified by grouping proteins with identical protein domains, and the number of proteins from each species that were classified into each protein family was tallied. Figure S2 shows the percentages of proteins that have at least one InterPro domain, and those that have none, of each species.

### Functional annotation and determination of differential expression

Blast2GO [32] (http://blast2go.com/b2ghome) was used for functional annotation of predicted protein models with the default settings for the mapping and annotation step. The initial BLAST [159] search was performed with an e-value cut-off of 10^−5^ and a maximum of 20 blast hits. This results in Gene Ontology (GO) annotations of 5,980 *N. oceanica* genes (in 4,012 GOs) and 3,008 *N. gaditana* genes (in 3,205 GOs). Fisher's exact test was used to assess if either the number of conserved or species-specific genes are over-represented in any GO category.

Cuffdiff from Cufflinks package [163] was used to analyze the differential gene expression under N-replete and N-deprived growth conditions. Fisher's exact tests were performed to determine the enrichment of each GO category in up- and down-regulated gene clusters and at the 1% significance level based on p-values.

### Comparison of *Nannochloropsis* genomes

OrthoMCL [168] was used to identify Orthologous Groups (OGs) of genes in *N. gaditana*, *N. oceanica* CCMP1779, and *E. siliculosus* (run parameters: percentMatchCutoff = 50, evalueExponentCutoff = −5). BLAST [169] was used to identify significant matches of lineage-specific genes across species. A significant match was defined as identity ≥47.04% (5 percentile in the identity distribution of one-to-one orthologs between *N. gaditana* and *N. oceanica*), Expect value≤10^−5^, alignment length ≥30 amino acids, and ≥50% of the protein sequence covered in the alignment. The orthologous group assignments as well as lists of species-specific genes are detailed in Table S5.

### Database tools

To allow easy access to the CCMP1779 genome data, we released a public version of the genome browser along with a basic BLAST tool to search nucleotide and protein databases, accessible at www.bmb.msu.edu/nannochloropsis.html. The genome browser contains EST data aligned to the latest genome assembly as well as alternative gene models in addition to the final models retrieved from the MAKER gene annotation pipeline described above.

### Collection and identification of repetitive sequences

Repetitive sequences were first collected with RECON (version 1.06, [170], http://www.repeatmasker.org/), with a cutoff of 5 copies. This resulted in a total of 175 repetitive sequences. Two sequences matching non-transposase proteins were considered to represent gene families and were excluded. Thereafter, repetitive sequences with more than 10 copies were manually curated to verify their identity, individuality and 5′/3′ boundaries. This was achieved by pair wise comparison of sequence contigs containing the relevant repeats using the “gap” program available from the GCG package (version 11.0, Accelrys Inc., San Diego, CA). A boundary was defined as the position to which sequence homology is conserved between the aligned sequences, and sequences flanking the boundary of the putative element were compared with that of a known transposable element (TE). Furthermore, the sequences immediately flanking the element boundaries were examined for the possible presence of target site duplication, which is created during transposition. Each transposon family has unique terminal sequences and target site duplication, which can aid in the identification of a specific transposon [171]. For some large transposable elements, fragmented sequences identified by RECON were joined to derive a compete sequence.

To recover transposable elements that are less than 5 copies, the assembled sequence was masked using the repeat library generated by RECON. Thereafter, the masked sequence was used to search against known transposons at the protein level (BLASTX E<10^−5^, RepBase14.12) (http://www.girinst.org/repbase/). To further eliminate fortuitous matches between the genomic sequence and known transposase, a custom script was used to exclude matches where two amino acids contribute to more than 50% of the identity. Sequences matching known transposons were considered to be transposon sequences and were included in the repeat library, together with the sequences collected using RECON. The repeat library was then used to mask the entire genome using RepeatMasker (RepeatMasker-open-3-2-7, http://www.repeatmasker.org/) with default settings. The copy number and genome fraction of each group of transposon was obtained from the summary table provided in the RepeatMasker output.

### Phylogenetic analysis

Unless stated otherwise, protein sequences, derived from the gene models, were used as BLAST queries to search the NCBI database. Sequences from the *N. oceanica* CCMP1779 gene models and related protein sequences from various organisms obtained from NCBI were used to generate a multiple sequence alignment using the Molecular Evolutionary Genetics Analysis 5 (MEGA5) program [113] and the Multiple Sequence Comparison by Log- Expectation (MUSCLE) algorithm [172]. The alignment file was used to create a Maximum Likelihood phylogenetic tree with 1000 rounds of bootstrapping.

### Lipid analysis

Lipids were extracted from lyophilized materials following the Folch method [173] with modifications as previously described [174]. Lipids were analyzed by a combination of thin layer and gas liquid chromatography as described in [174].

### Electron microscopy

For electronic microscopy analysis, 400 mL of log phase N-replete and 48 h N-deprived cultures were centrifuged (4,500× g, 5 min) and resuspended in 260 mM NaCl in order to maintain the same osmolarity as in the F/2 medium (510 to 530 mOsm/Kg). Cells were then fixed in 2% glutaraldehyde buffered by 75 mM NaCl and 100 mM PIPES (pH 8.5) for 3 h at 4°C. After fixation cells were washed with 100 mM PIPES for five times and kept at 4°C before infiltration and embedding. Sections were analyzed by transmission electron microscopy using a JEOL100 CXII instrument (Japan Electron Optics Laboratories, http://www.jeol.com/).

### Hydrogen production assay

H_2_ production was measured as described previously [175]. Briefly, a culture of cells was concentrated to 75 µg chlorophyll/mL in 2 mL of anaerobic F/2 nutrient media, sealed in 13-mL vials, and shaken at 100 rpm at 22°C in the dark to induce anaerobiosis. In parallel, aerobic cells were incubated under similar conditions, but exposed to the atmosphere. H_2_ evolution was measured by incubating 0.1 mL of either aerobically- or anaerobically-induced cells with 1.9 mL of H_2_ evolution assay solution (F/2 nutrient media, 100 mM sodium dithionite, 10 mM methyl viologen) in a 13.0 mL serum vial at 22°C in the dark with continuous shaking. At fixed time points, 20 µL of headspace gas was injected into a TRACE GC Ultra Gas Chromatograph (Thermo Scientific, http://www.thermoscientific.com) using a 100 µL syringe. H_2_ accumulation was measured by comparison of the peak area against a standard curve.

### Cell wall analysis

For cell wall analysis, cell cultures of CCMP1779 were pelleted, washed three times with distilled water, and lyophilized. Alcohol insoluble residues (AIR) were prepared from lyophilized CCMP1779 samples and subjected to neutral glycosyl residue composition analysis according to procedures described in Cavalier et al. [176]. To differentiate between cellulose and laminarin, AIR samples were digested with either 10 U of EGII or 1 U of laminarinase in 50 mM sodium acetate buffer (pH 5.0) at 37°C for 48 hours. Reactions terminated with the addition of ethanol to a final concentration of 70%, heated at 95°C for 10 minutes, and microfuged for 15 min at 14 k× g to pellet enzyme-resistant polysaccharides. The respective supernatants and pellets were separated and monosaccharide composition analysis performed on each fraction as described above.

## Supporting Information

Dataset S1 HECTAR test set protein sequences.
(TXT)

Figure S1 Nuclear Transformation. Southern Hybridization of CCMP 1779 transgenic clones transformed pSelect100 plasmid. C, DNA digested with BamHI restriction endonuclease, U, DNA probed undigested. Lower panel depicts a schematic map of the SnaBI linearized plasmids with the basic features indicated. P LDSP, Promoter region of LDSP (NannoCCMP1779_4188), ORF aphVII, open reading frame of, T 35S, terminator sequence of 35S.
(EPS)

Figure S2 Gene Annotation. (A) Annotation Edit Distance (AED) distribution of gene models in the first annotation set after eliminating entries with AED = 1. (B). AED distribution of gene models in the second annotation after eliminating entries with AED = 1. (C) Proportion of gene models with protein domain hits in different heterokonts (abbreviated as indicated in Materials and Methods).
(EPS)

Figure S3 AED distributions of conserved and *N. oceanica*-specific genes. (A) AED distribution of *N. oceanica* genes in a conserved OG; (B) AED distribution of *N. oceanica*-specific genes.
(EPS)

Figure S4 Comparison of biosynthetic pathways of Asp-derived, aromatic and branched-chain amino acids between Arabidopsis and *N. oceanica*. (A) biosynthesis of Asp-derived amino acids Lys, Met and Thr; (B) biosynthesis of aromatic amino acids Phe, Tyr and Trp; (C) biosynthesis of branched-chain amino acids Ile, Leu and Val. The first number (red) in parentheses are numbers of genes per activity in Arabidopsis; the second number (blue) in parentheses are predicted numbers of genes per activity in *N. oceanica*. A value of 0.5 indicates incomplete or partial gene sequence. Because there are a large number of aminotransferases in *N. oceanica* (and Arabidopsis) and because substrate specificity of these aminotransferases hasn't been experimentally determined, the number of PAT genes in N. oceanica is not proposed in this figure (indicated by the asterisk). ADH, arogenate dehydrogenase; ADT, arogenate dehydratase; AHAS, acetohydroxyacid synthase; AK, Asp kinase; ASA, anthranilate synthase alpha subunit; ASB, anthranilate synthase beta subunit; ASD, Asp semialdehyde dehydrogenase; BCAT, branched-chain aminotransferase; CBL, cystathionine beta lyase; CGS, cystathionine gamma synthase; CM, chorismate mutase; CS, chorismate synthase; DAHPS, 3-deoxy-D-arabino-heptulosonate-7-phosphate synthase; DAPAT, diaminopimelate aminotransferase; DAPDC, diaminopimelate decarboxylase; DAPE, diaminopimelate epimerase; DAQDH, dehydroquinate dehydratase; DAQS, dehydroquinate synthase; DHDPR, dihydrodipicolinate reductase; DHAD, dihydroxyacid dehydratase; DHDPS, dihydrodipicolinate synthase; EPSPS, 5-enolpyruvylshikimate-3-phosphate synthase; HMT, homocysteine S-methyltransferase; HSDH, homoserine dehydrogenase; HSK, homoserine kinase; IGPS, indole-3-glycerol phosphate synthase; IMD, isopropylmalate dehydrogenase; IPMS, isopropylmalate synthase; IPMIL, isopropylmalate isomerase large subunit; IPMIS, isopropylmalate isomerase small subunit; KARI, ketolacid reductoisomerase; MetH, cobalamin-dependent Met synthase; MS, cobalamin-independent Met synthase; PAI, phosphoribosylanthranilate isomerase; PAT, prephenate aminotransferase; PRT, anthranilate phosphoribosyltransferase; SDH, shikimate dehydrogenase; SK, shikimate kinase; TD, Thr deaminase; TS, Thr synthase; TSA, Trp synthase alpha subunit; TSB, Trp synthase beta subunit.
(EPS)

Figure S5 Fused genes in essential amino acid biosynthesis in *N. oceanica* genome. (A), Asp kinase and homoserine kinase genes; (B), dehydroquinate dehydratase and shikimate dehydrogenase genes; (C), arogenate dehydratase and arogenate dehydrogenase genes; (D), anthranilate synthase alpha and beta subunit genes; (E), indole-3-glycerol phosphate synthase and phosphoribosylanthranilate isomerase genes; (F), Trp synthase alpha and beta subunit genes. Red and blue arrows represent genes in the biosynthetic pathways of Asp-derived and aromatic amino acids, respectively.
(EPS)

Figure S6 Sulfur metabolism. (A) Domain structure of putative PAPS synthetase. (B) Pathways for sulfate reduction and PAPS biosynthesis. (C) Cys, Met and GSH biosynthesis and metabolism. Abbreviations of metabolites: APS, adenosine 5′-phosphosulfate; γ-GluCys, γ-glutamylcysteine; GSH, glutathione; PAPS, 3′-phosphoadenosine 5′-phosphosulfate; SAH, S-adenosylhomocysteine; SAM, S-adenosylmethionine. Abbreviations of enzymes: APK, adenosine 5′-phosphosulfate kinase; APR-B, type-B adenosine 5′-phosphosulfate reductase; ATPS, ATP sulfurylase; CBL, cystathionine β-lyase; CBS, cystathionine β-synthase; CGL, cystathionine γ-lyase; CGS, cystathionine γ-synthase; CS, cysteine synthase; γ-ECS, γ-glutamylcysteine synthetase; GSHS, glutathione synthetase; HCS, homocysteine synthase; HSAT, homoserine acetyltransferase; MS, methionine synthase; SAHH, S-adenosylhomocysteine hydrolase; SAMS, S-adenosylmethionine synthetase; SAT, serine acetyltransferase; SiR, sulfite reductase.
(EPS)

Figure S7 Phylogenetic analysis of FtsZ proteins. FtsZ sequences from plants, algae, and bacteria were aligned in MEGA5 [113] using the Multiple Sequence Comparison by Log- Expectation (MUSCLE) algorithm [172]. The multiple sequence alignment was then used to generate a Maximum Likelihood phylogenetic tree with 1,000 rounds of bootstrapping. Bootstrap values are shown at branch points. Protein accession numbers for each sequence are shown in parentheses. * This gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination.
(EPS)

Figure S8 Phylogenetic analysis of DRP proteins. Eukaryotic DRP sequences were aligned in MEGA5 [113] using the Multiple Sequence Comparison by Log- Expectation (MUSCLE) algorithm [172]. The multiple sequence alignment was then used to generate a Maximum Likelihood phylogenetic tree with 1,000 rounds of bootstrapping. Bootstrap values are shown at branch points. Protein accession numbers for each sequence are shown in parentheses.
(EPS)

Figure S9 Phylogenetic analysis of MinC proteins. MinC sequences from algae and bacteria were aligned in MEGA5 [113] using the Multiple Sequence Comparison by Log- Expectation (MUSCLE) algorithm [172]. The multiple sequence alignment was then used to generate a Maximum Likelihood phylogenetic tree with 1,000 rounds of bootstrapping. Bootstrap values are shown at branch points. Protein accession numbers for each sequence are shown in parentheses.
(EPS)

Figure S10 Phylogenetic analysis of MinD proteins. MinD sequences from plants, algae, and bacteria were aligned in MEGA5 [113] using the Multiple Sequence Comparison by Log- Expectation (MUSCLE) algorithm [172]. The multiple sequence alignment was then used to generate a Maximum Likelihood phylogenetic tree with 1,000 rounds of bootstrapping. Bootstrap values are shown at branch points. Protein accession numbers for each sequence are shown in parentheses.
(EPS)

Figure S11 Phylogenetic analysis of Nannochloropsis cryptochrome/photolyase proteins. Phylogenetic analysis using the neighbor-joining method of a ClustalW alignment of 44 proteins was performed in MEGA 5. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) is shown next to the branches. The evolutionary distances were computed using the JTT matrix-based method. Scale bar, 0.5 substitutions per site. The ID numbers for the diatom proteins are according to the annotated genomes at http://genome.jgi-psf.org/. * This gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination.
(EPS)

Figure S12 Phylogenetic analysis of Nannochloropsis AUREO proteins. Phylogenetic analysis using the neighbor-joining method of a ClustalW alignment of 18 proteins was performed in MEGA 5. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) is shown next to the branches. The evolutionary distances were computed using the JTT matrix-based method. Scale bar, 0.2 substitutions per site.
(EPS)

Table S1 Comparison of the effect of selected antibiotics on different Nannochloropsis species. Shown are the lethal doses in µg/mL determined by plating dilutions of cell suspensions on half salinity f/2 agar plates. ‘>’ indicates the highest concentration of the respective antibiotic tested and no detectable impact on cell growth observed. All of the Nannochloropsis strains listed here were found to be resistant to the following antibiotics with the respective concentrations in µg/mL given in parenthesis: Rifampicin (10), Benomyl (5), Nystatin (5), Spectinomycin (100), Ampicillin (200), Chloramphenicol (100).
(DOCX)

Table S2 Growth parameters of *N. oceanica* CCMP1779 in f/2 medium using different supplements. V = f/2 Vitamine mix, Gl = Glucose, Fr = Fructose, curves have been determined in triplicates based on cell density and fitted to a sigmoidal logistic function type 1 individually using OriginPro software (y = a/1+exp(−k*(x*x_c_))). Parameters a (Amplitude, here: max. cell density in cell/ml), x_c_ (time of ½a in d) and k (coefficient, intrinsic growth rate d^−1^) are arithmetic means with standard deviation.
(DOCX)

Table S3 Number of resistant colonies achieved by electroporation of *N. oceanica* CCMP1779 cells in the presence of linearized pHyg3, pSelect100 plasmids per µg linearized plasmid DNA and transformation rates. Arithmetic means are given from three (pSelect100) or four (pHyg3 and no plasmid control) independent experiments with standard deviation. All transformation reactions contained denatured salmon sperm DNA in 10-fold excess compared to plasmid DNA.
(DOCX)

Table S4 Enriched GO categories in up- and down-regulated genes during N-deprived versus N-replete conditions based on RNAseq data.
(DOCX)

Table S5 Comparison of *N. gaditana* and *N. oceanica* CCMP1779 protein sets.
(XLS)

Table S6 Enriched GO categories in conserved OGs and *N. oceanica* CCMP1779-specific and *N. gaditana*-specific genes.
(DOCX)

Table S7 Putative genes identified to be involved in photosynthetic electron transport in CCMP1779. In cases where no gene model was structurally annotated, genome coordinates are given.
(DOCX)

Table S8 Genes predicted to encode for Violaxanthin-Chlorophyll binding proteins (VCP) in CCMP1779 genome and there designation in the phylogenetic tree (Fig. 6).
(DOCX)

Table S9 Putative genes identified to be involved in xanthophyll synthesis.
(DOCX)

Table S10 Genes putatively involved in central carbon metabolism and possible carbon concentrating mechanism.
(DOCX)

Table S11 Functional annotation of putative genes involved in H_2_ metabolism and oxidative phosphorylation identified in the CCMP1779 genome.
(DOCX)

Table S12 Fatty acid composition of the major glycerolipids of Nannochloropsis CCMP1779. Averages are presented (n = 3) with standard deviation in parenthesis.
(DOCX)

Table S13 Functional annotation of putative genes involved in fatty acid and glycerolipid biosynthesis.
(DOCX)

Table S14 Genes predicted to encode enzymes putatively involved in fatty acid mobilization and degradation.
(DOCX)

Table S15 Genes predicted to encode enzymes putatively involved in cell wall metabolism.
(DOCX)

Table S16 Predicted genes in the biosynthetic pathways of Asp-derived, aromatic and branched-chain amino acids and in nitrogen assimilation in CCMP1779.
(DOCX)

Table S17 Presence of fused genes in essential amino acid biosynthesis in representative bacteria, cyanobacteria, green algae, diatoms, Nannochloropsis and higher plants.
(DOCX)

Table S18 Putative Nannochloropsis genes involved in sulfate assimilation and metabolism.
(DOCX)

Table S19 Putative chloroplast protein import related genes identified in the CCMP1779 genomic sequence.
(DOCX)

Table S20 Summary of testing the HECTAR heterokont protein localization prediction tool. Detailed information on the tested sequences and results is available in Table S25.
(DOCX)

Table S21 Predicted genes involved in organelle division.
(DOCX)

Table S22 Genes predicted to be involved in light signaling.
(DOCX)

Table S23 Putative transcription factors and transcriptional regulators.
(DOCX)

Table S24 Protein domain search results for 6 different heterokonts.
(XLSX)

Table S25 Predicted subcellular localization of proteins.
(XLSX)

Text S1 Supplemental results and discussion. Additional annotation is provided for genes predicted to be involved in ROS scavenging systems, oxidative phosphorylation, amino acid biosynthesis, degradation of branched chain amino acids, sulfate uptake and metabolism, and histones and histone variants.
(DOC)

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S1 — Comparison of the effect of selected antibiotics on different Nannochloropsis species. Shown are the lethal doses in µg/mL determined by plating dilutions of cell suspensions on half salinity f/2 agar plates. ‘>’ indicates the highest concentration of the respective antibiotic tested and no detectable impact on cell growth observed. All of the Nannochloropsis strains listed here were found to be resistant to the following antibiotics with the respective concentrations in µg/mL given in parenthesis: Rifampicin (10), Benomyl (5), Nystatin (5), Spectinomycin (100), Ampicillin (200), Chloramphenicol (100).

**Table S1.** Comparison of the effect of selected antibiotics on different Nannochloropsis species. Shown are the lethal doses in µg/mL determined by plating dilutions of cell suspensions on half salinity f/2 agar plates. ‘>’ indicates the highest concentration of the respective antibiotic tested and no detectable impact on cell growth observed. All of the Nannochloropsis strains listed here were found to be resistant to the following antibiotics with the respective concentrations in µg/mL given in parenthesis: Rifampicin (10), Benomyl (5), Nystatin (5), Spectinomycin (100), Ampicillin (200), Chloramphenicol (100).

| Species | Strain | Zeocin | Paromomycin | Hygromycin B | Spectinomycin |
| --- | --- | --- | --- | --- | --- |
| *N. oceanica* | ccmp1779 | 5 | 5 | 25 | >100 |
|  | ccmp531 | 5 | 10 | 50 | >100 |
| *N. granulata* | ccmp529 | 5 | >200 | 100 | >100 |
| *N. salina* | ccmp369 | 5 | >200 | >100 | >100 |
| *N. gaditana* | ccmp1775 | 5 | >100 | 100 | >100 |
| *N. gaditana* | ccmp536 | 5 | >100 | >100 | >100 |

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S2 — Growth parameters of N. oceanica CCMP1779 in f/2 medium using different supplements. V = f/2 Vitamine mix, Gl = Glucose, Fr = Fructose, curves have been determined in triplicates based on cell density and fitted to a sigmoidal logistic function type 1 individually using OriginPro software (y = a/1+exp(−k*(x*xc))). Parameters a (Amplitude, here: max. cell density in cell/ml), xc (time of ½a in d) and k (coefficient, intrinsic growth rate d−1) are arithmetic means with standard deviation.

**Table S2.** Growth parameters of *N. oceanica* CCMP1779 in f/2 medium using different supplements. V= f/2 Vitamine mix, Gl = Glucose, Fr=Fructose, curves have been determined in triplicates based on cell density and fitted to a sigmoidal logistic function type 1 individually using OriginPro software (y=a/1+exp(-k*(x*x_c_))). Parameters a (Amplitude, here: max. cell density in cell/ml), x_c_ (time of ½a in d) and k (coefficient, intrinsic growth rate d^-1^) are arithmetic means with standard deviation.

|  | **f/2** |  | **f/2+V** |  | **f/2+Gl** |  | **f/2+Fr** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| a | 6.3E7 | +/-8.5E6 | 6.4E7 | +/-8.3E6 | 8.7E+07 | +/-1.7E7 | 1.5E8 | +/-7.4E6 |
| x_c_ | 13.65 | +/-1.50 | 11.47 | +/-0.79 | 11.01 | +/-0.90 | 12.86 | +/-0.12 |
| k | 0.66 | +/-0.17 | 0.63 | +/-0.15 | 0.61 | +/-0.07 | 0.45 | +/-0.01 |

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S3 — Number of resistant colonies achieved by electroporation of N. oceanica CCMP1779 cells in the presence of linearized pHyg3, pSelect100 plasmids per µg linearized plasmid DNA and transformation rates. Arithmetic means are given from three (pSelect100) or four (pHyg3 and no plasmid control) independent experiments with standard deviation. All transformation reactions contained denatured salmon sperm DNA in 10-fold excess compared to plasmid DNA.

**Table S3**: Number of resistant colonies achieved by electroporation of *N. oceanica* CCMP1779 cells in the presence of linearized pHyg3, pSelect100 plasmids per µg linearized plasmid DNA and transformation rates. Arithmetic means are given from three (pSelect100) or four (pHyg3 and no plasmid control) independent experiments with standard deviation. All transformation reactions contained denatured salmon sperm DNA in 10-fold excess compared to plasmid DNA.

|  | # resistant colonies per µg plasmid DNA | | transformation rate (integrations per cell) | |
| --- | --- | --- | --- | --- |
| pHyg3 | 7.68 | +/-6.38 | 1/13,029,316 | +/-6.38E-08 |
| pSelect100 | 125 | +/-6.01 | 1/802,998 | +/-6.01E-08 |
| no plasmid ^1^ | 5.5 | +/-8.41 | 1/160,000,000 | +/-8.20E-09 |

^1^for the no plasmid transformation, the average number of resistant colonies per 100 000 000 cells and the rate of spontaneous resistance occurring is shown.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S4 — Enriched GO categories in up- and down-regulated genes during N-deprived versus N-replete conditions based on RNAseq data.

**Table S4**. Enriched GO categories in up- and down-regulated genes during N-deprived versus N-replete conditions based on RNAseq data.

| \| **GO** \| **GO R^a^** \| **No GO R^b^** \| **GO U^c^** \| **No GO U^d^** \| **P^e^** \| **Annotation** \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| **down-regulated** \|  \|  \|  \|  \|  \|  \| \| GO:0006096 bp^f^ \| 20 \| 645 \| 38 \| 5237 \| 2.15E-06 \| glycolysis \| \| GO:0015979 bp \| 10 \| 655 \| 7 \| 5268 \| 2.70E-06 \| photosynthesis \| \| GO:0015995 bp \| 9 \| 656 \| 5 \| 5270 \| 3.12E-06 \| chlorophyll biosynthetic process \| \| GO:0006094 bp \| 19 \| 646 \| 42 \| 5233 \| 2.07E-05 \| gluconeogenesis \| \| GO:0006012 bp \| 8 \| 657 \| 6 \| 5269 \| 3.84E-05 \| galactose metabolic process \| \| GO:0010007 cc^g^ \| 5 \| 660 \| 1 \| 5274 \| 9.45E-05 \| magnesium chelatase complex \| \| GO:0016851 mf^h^ \| 5 \| 660 \| 1 \| 5274 \| 9.45E-05 \| magnesium chelatase activity \| \| GO:0000084 bp \| 8 \| 657 \| 8 \| 5267 \| 0.000134 \| S phase of mitotic cell cycle \| \| GO:0015976 bp \| 12 \| 653 \| 23 \| 5252 \| 0.000256 \| carbon utilization \| \| GO:0000216 bp \| 7 \| 658 \| 7 \| 5268 \| 0.000361 \| M/G1 transition of mitotic cell cycle \| \| GO:0006098 bp \| 11 \| 654 \| 22 \| 5253 \| 0.000608 \| pentose-phosphate shunt \| \| GO:0006888 bp \| 7 \| 658 \| 9 \| 5266 \| 0.000984 \| ER to Golgi vesicle-mediated transport \| \| GO:0003980 mf \| 3 \| 662 \| 0 \| 5275 \| 0.001398 \| UDP-glucose:glycoprotein glucosyltransferase activity \| \| GO:0009773 bp \| 3 \| 662 \| 0 \| 5275 \| 0.001398 \| photosynthetic electron transport in photosystem I \| \| GO:0042132 mf \| 3 \| 662 \| 0 \| 5275 \| 0.001398 \| fructose 1,6-bisphosphate 1-phosphatase activity \| \| GO:0030604 mf \| 3 \| 662 \| 0 \| 5275 \| 0.001398 \| 1-deoxy-D-xylulose-5-phosphate reductoisomerase activity \| \| GO:0006000 bp \| 8 \| 657 \| 14 \| 5261 \| 0.001805 \| fructose metabolic process \| \| GO:0006271 bp \| 4 \| 661 \| 2 \| 5273 \| 0.00194 \| DNA strand elongation involved in DNA replication \| \| GO:0005985 bp \| 6 \| 659 \| 8 \| 5267 \| 0.00262 \| sucrose metabolic process \| \| GO:0006694 bp \| 7 \| 658 \| 12 \| 5263 \| 0.00321 \| steroid biosynthetic process \| \| GO:0030127 cc \| 4 \| 661 \| 3 \| 5272 \| 0.004127 \| COPII vesicle coat \| \| GO:0003755 mf \| 9 \| 656 \| 21 \| 5254 \| 0.004272 \| peptidyl-prolyl cis-trans isomerase activity \| \| GO:0006270 bp \| 5 \| 660 \| 6 \| 5269 \| 0.004493 \| DNA-dependent DNA replication initiation \| \| GO:0007018 bp \| 10 \| 655 \| 26 \| 5249 \| 0.004883 \| microtubule-based movement \| \| GO:0070402 mf \| 3 \| 662 \| 1 \| 5274 \| 0.005123 \| NADPH binding \| \| GO:0042277 mf \| 3 \| 662 \| 1 \| 5274 \| 0.005123 \| peptide binding \| \| GO:0019872 bp \| 5 \| 660 \| 7 \| 5268 \| 0.007 \| streptomycin biosynthetic process \| \| **up-regulated** \|  \|  \|  \|  \|  \|  \| \| GO:0009308 bp \| 5 \| 111 \| 1 \| 5823 \| 1.54E-08 \| amine metabolic process \| \| GO:0008131 mf \| 5 \| 111 \| 1 \| 5823 \| 1.54E-08 \| primary amine oxidase activity \| \| GO:0048038 mf \| 5 \| 111 \| 3 \| 5821 \| 1.39E-07 \| quinone binding \| \| GO:0005507 mf \| 5 \| 111 \| 23 \| 5801 \| 0.000179 \| copper ion binding \| \| GO:0008146 mf \| 3 \| 113 \| 7 \| 5817 \| 0.000788 \| sulfotransferase activity \| \| GO:0004190 mf \| 3 \| 113 \| 13 \| 5811 \| 0.003376 \| aspartic-type endopeptidase activity \| \| GO:0016887 mf \| 7 \| 109 \| 94 \| 5730 \| 0.003423 \| ATPase activity \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |

^a^ GO R, Number of significantly up- or down-regulated (R) genes with the GO annotation in question.

^b^ No GO R, Number of significantly up- or down-regulated genes without the GO annotation.

^c^ GO U, Number of genes without significant expression change with the GO annotation.

^d^ No GO U, Number of genes with no significant expression change that do not have the GO annotation.

^e^ Fisher’s exact test P value.

^f^ bp, Biological process.

^g^ cc, Cellular component.

^h^ mf, Molecular function.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S6 — Enriched GO categories in conserved OGs and N. oceanica CCMP1779-specific and N. gaditana-specific genes.

**Table S6:** Enriched GO categories in conserved OGs and *N. oceanica* CCMP1779*-*specific and *N. gaditana*-specific genes.

| **GO** | **GO G** | **GO No G** | **No GO G** | **No GO No G** | **p** | **Annotation** |
| --- | --- | --- | --- | --- | --- | --- |
| **Conserved OGs** | | | | | | |
| GO:0006412 bp | 89 | 21 | 3288 | 2582 | 8.6E-08 | translation |
| GO:0009507 cc | 112 | 33 | 3265 | 2570 | 1.6E-07 | chloroplast |
| GO:0003735 mf | 90 | 24 | 3287 | 2579 | 4.8E-07 | structural constituent of ribosome |
| GO:0005739 cc | 157 | 61 | 3220 | 2542 | 1.9E-06 | mitochondrion |
| GO:0042254 bp | 92 | 31 | 3285 | 2572 | 2.9E-05 | ribosome biogenesis |
| GO:0005840 cc | 95 | 33 | 3282 | 2570 | 3.0E-05 | ribosome |
| GO:0015979 bp | 17 | 0 | 3360 | 2603 | 7.6E-05 | photosynthesis |
| GO:0005743 cc | 32 | 6 | 3345 | 2597 | 4.2E-04 | mitochondrial inner membrane |
| GO:0005737 cc | 206 | 113 | 3171 | 2490 | 3.0E-03 | cytoplasm |
| GO:0006977 bp | 11 | 0 | 3366 | 2603 | 3.5E-03 | DNA damage response, signal transduction by p53 class mediator resulting in cell cycle arrest |
| GO:0006098 bp | 27 | 6 | 3350 | 2597 | 4.1E-03 | pentose-phosphate shunt |
| GO:0055114 bp | 285 | 170 | 3092 | 2433 | 5.9E-03 | oxidation-reduction process |
| GO:0015992 bp | 25 | 6 | 3352 | 2597 | 6.1E-03 | proton transport |
| GO:0051603 bp | 9 | 0 | 3368 | 2603 | 6.4E-03 | proteolysis involved in cellular protein catabolic process |
| GO:0016117 bp | 9 | 0 | 3368 | 2603 | 6.4E-03 | carotenoid biosynthetic process |
| GO:0008565 mf | 20 | 4 | 3357 | 2599 | 7.1E-03 | protein transporter activity |
| GO:0004298 mf | 21 | 4 | 3356 | 2599 | 7.2E-03 | threonine-type endopeptidase activity |
| GO:0051536 mf | 37 | 12 | 3340 | 2591 | 8.5E-03 | iron-sulfur cluster binding |
| GO:0006118 bp | 94 | 46 | 3283 | 2557 | 9.7E-03 | electron transport |
| ***N. oceanica* specific genes** | | | | | | |
| GO:0004871 mf | 15 | 18 | 1071 | 4876 | 2.7E-04 | signal transducer activity |
| GO:0008131 mf | 5 | 1 | 1081 | 4893 | 1.0E-03 | primary amine oxidase activity |
| GO:0009308 bp | 5 | 1 | 1081 | 4893 | 1.0E-03 | amine metabolic process |
| GO:0046429 mf | 4 | 0 | 1082 | 4894 | 1.1E-03 | 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase activity |
| GO:0030604 mf | 3 | 0 | 1083 | 4894 | 6.0E-03 | 1-deoxy-D-xylulose-5-phosphate reductoisomerase activity |
| GO:0004375 mf | 3 | 0 | 1083 | 4894 | 6.0E-03 | glycine dehydrogenase (decarboxylating) activity |
| GO:0005622 cc | 42 | 114 | 1044 | 4780 | 6.0E-03 | intracellular |
| GO:0048038 mf | 5 | 3 | 1081 | 4891 | 6.7E-03 | quinone binding |
| GO:0003989 mf | 6 | 5 | 1080 | 4889 | 7.1E-03 | acetyl-CoA carboxylase activity |
| GO:0003676 mf | 64 | 197 | 1022 | 4697 | 8.4E-03 | nucleic acid binding |
| ***N. gaditana s*pecific genes** | | | | | | |
| GO:0009507 cc | 25 | 107 | 228 | 2648 | 7.31E-05 | chloroplast |
| GO:0016791 mf | 5 | 2 | 248 | 2753 | 7.39E-05 | phosphatase activity |
| GO:0019843 mf | 7 | 10 | 246 | 2745 | 2.56E-04 | rRNA binding |
| GO:0016730 mf | 3 | 0 | 250 | 2755 | 5.89E-04 | oxidoreductase activity, acting on iron-sulfur proteins as donors |
| GO:0019685 bp | 3 | 0 | 250 | 2755 | 5.89E-04 | photosynthesis, dark reaction |
| GO:0005840 cc | 11 | 38 | 242 | 2717 | 1.95E-03 | ribosome |
| GO:0036068 bp | 3 | 1 | 250 | 2754 | 2.21E-03 | light-independent chlorophyll biosynthetic process |
| GO:0009535 cc | 11 | 42 | 242 | 2713 | 3.76E-03 | chloroplast thylakoid membrane |
| GO:0031347 bp | 2 | 0 | 251 | 2755 | 7.05E-03 | regulation of defense response |
| GO:0009539 cc | 2 | 0 | 251 | 2755 | 7.05E-03 | photosystem II reaction center |
| GO:0030071 bp | 2 | 0 | 251 | 2755 | 7.05E-03 | regulation of mitotic metaphase/anaphase transition |
| GO:0004722 mf | 3 | 3 | 250 | 2752 | 9.71E-03 | protein serine/threonine phosphatase activity |
| GO:0009772 bp | 3 | 3 | 250 | 2752 | 9.71E-03 | photosynthetic electron transport in photosystem II |
| GO:0030076 cc | 3 | 3 | 250 | 2752 | 9.71E-03 | light-harvesting complex |
| GO:0009982 mf | 3 | 3 | 250 | 2752 | 9.71 E-03 | pseudouridine synthase activity |

GO G, Number of genes with the GO annotation in the conserved OGs or species- specific groups of genes.

No GO G, Number of genes without the GO annotation in conserved OGs or species- specific groups of genes.

GO No G, Number of genes with the GO annotation not in conserved OGs or species- specific groups of genes.

No GO No G, Number of genes without the GO annotation not in conserved OGs or species- specific groups of genes.

p Fisher’s exact test P value.

bp, Biological process.

mf, molecular function.

cc, Cellular component.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S7 — Putative genes identified to be involved in photosynthetic electron transport in CCMP1779. In cases where no gene model was structurally annotated, genome coordinates are given.

**Table S7:** Putative genes identified to be involved in photosynthetic electron transport in CCMP1779. In cases where no gene model was structurally annotated, genome coordinates are given.

| **Description** | **Gene Name** | **ID** |
| --- | --- | --- |
| **Cytochrome b6/f Complex** |  |  |
| Rieske Fe-S subunit of Cytochrome b6-f Complex | PETC | CCMP1779_1077-mRNA-1 |
| Cytochrome b6-f Complex subunit IV | PETD1 | nanno_2528:785..1264 ^1,2^ |
|  | PETD2 | nanno_6709:10149..10859 ^2^ |
| Cytochrome b6-f Complex subunit | PETM | nanno_24:8196..7864^1,2^ |
| Cytochrome b6-f Complex subunit VIII | PETN | Not Found |
| **Soluble Electron Carriers** |  |  |
| Plastocyanin | PETE1 | nanno_963:17795..18553 ^2^ |
| Ferredoxin | PETF1 | NannoCCMP1779_7894-mRNA-1 |
|  | PETF2 | NannoCCMP1779_3054-mRNA-1 |
|  | PETF3 | NannoCCMP1779_2102-mRNA-1 |
| Cytochrome c553 |  | Not Found |
| Ferredoxin-NADP oxidoreductase | FNR1 | nanno_1036:17495..20160 ^2^ |
|  | FNR2 | nanno_427:12789..11620 ^2^ |
|  | FNR3 | snap_masked-nanno_87-abinit-gene-0.5 ^4^ |
|  | FNR4 | NannoCCMP1779_2013-mRNA-1 |
|  | FNR5 | augustus_masked-nanno_3186-abinit-gene-0.3 ^4^ |
|  | FNR6 | CCMP1779_5041-mRNA-1 |
| **Photosystem I** |  |  |
| PSI subunit II | PSAD1 | nanno_727:57421..58384 ^2^ |
|  | PSAD2 | NannoCCMP1779_1336-mRNA-1 |
| PSI subunit IV | PSAE | nanno_2655:6951..6687 ^2^ |
| PSI subunit III | PSAF | nanno_2570:15982..19244 ^2^ |
| PSI subunit V | PSAG | Not Found |
| PSI subunit VI | PSAH | nanno_798:86361..86944 ^2^ |
| PSI subunit X |  | Not Found |
| PSI subunit XI | PSAL | nanno_1707:204..719 ^2^ |
| PSI subunit N | PSAN | nanno_812:37141..36722 ^2^ |
| **Photosystem II** |  |  |
| PSII subunit M | PSBM | NannoCCMP1779_10463-mRNA-1 |
| PSII Manganese-Stabilizing Protein | PSBO | augustus_masked-nanno_6323-abinit-gene-0.1^4^ |
| PSII Oxygen-Evolving Complex 23 | PSBP | NannoCCMP1779_11420-mRNA-1 |
| PSII Oxygen-Evolving Complex Enhancer Protein 3 | PSBQ | Not Found |
| PSII subunit R | PSBR | Not Found |
| PSII 12KDa Extrinsic Protein | PSBU | CCMP1779_6260-mRNA-1 |
| PSII 13KDa Protein | PSBW | CCMP1779_10160-mRNA-1 |
| PSII subunit X | PSBX | nanno_243:28102..28984 ^2,3^ |
| Thylakoid Lumenal 17.4KDa Protein | p17.4 | CCMP1779_4019-mRNA-1 |
| **ATP Synthase** |  |  |
| ATP Synthase CF1 γ chain | ATPC1 | augustus_masked-nanno_5244-abinit-gene-0.0 ^4^ |
|  | ATPC2 | NannoCCMP1779_6999-mRNA-1 |
|  | ATPC3 | augustus_masked-nanno_1453-abinit-gene-0.0 ^4^ |
| ATP Synthase CF1 δ subunit | ATPD1 | NannoCCMP1779_10955-mRNA-1 |
|  | ATPD2 | nanno_6106:166..811 ^2^ |
| ATP Synthase CF0 subunit B' | ATPG | Not Found |

^1^ partial sequence,

^2^ ambiguous structural annotation, coordinates are given (contigID:start..stop)

^3^ ambiguous functional annotation,

^4^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S8 — Genes predicted to encode for Violaxanthin-Chlorophyll binding proteins (VCP) in CCMP1779 genome and there designation in the phylogenetic tree (Fig. 6).

**Table S8:** Genes predicted to encode for Violaxanthin-Chlorophyll binding proteins (VCP) in CCMP1779 genome and there designation in the phylogenetic tree (Fig. 6).

| **Name in Tree**  **(Fig. 6)** | **ID** | **LHC-Type** |
| --- | --- | --- |
| 1 | CCMP1779_8367-mRNA-1 | F-type |
| 2 | CCMP1779_4699-mRNA-1 | F-type |
| 3 | CCMP1779_3700-mRNA-1 | R-type |
| 4 | CCMP1779_10562-mRNA-1 | R-type |
| 5 | CCMP1779_10564-mRNA-1 | F-type |
| 6 | CCMP1779_9414-mRNA-1 | R-type |
| 7 | CCMP1779_11954-mRNA-1 | R-type |
| 8 | CCMP1779_6809-mRNA-1 | LHCSR-like |
| 9 | CCMP1779_6828-mRNA-1 | R-type |
| 10 | CCMP1779_11487-mRNA-1 | R-type |
| 11 | CCMP1779_8196-mRNA-1 | R-type |
| 12 | CCMP1779_11886-mRNA-1 | R-type |
| 13 | CCMP1779_8305-mRNA-1 | R-type |
| 14 | CCMP1779_6226-mRNA-1 | LHCSR-like |
| 15 | CCMP1779_35-mRNA-1 | R-type |
| 16 | CCMP1779_904-mRNA-1 | R-type |
| 17 | CCMP1779_10420-mRNA-1 | R-type |
| 18 | CCMP1779_5333-mRNA-1 | R-type |
| 19 | CCMP1779_6137-mRNA-1 | F-type |
| 20 | nanno_220:23958..25565 ^1^ | R-type |

^1^ ambiguous structural annotation, genome coordinates given

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S9 — Putative genes identified to be involved in xanthophyll synthesis.

**Table S9:** Putative genes identified to be involved in xanthophyll synthesis

| **Description** | **Gene Name** | **ID** |
| --- | --- | --- |
| **Carotenoid Biosysnthesis** |  |  |
| Geranylgeranyl Pyrophosphate Synthase | GGPS1 | CCMP1779_9014-mRNA-1 |
|  | GGPS2 | CCMP1779_378-mRNA-1 |
|  | GGPS3 | CCMP1779_3156-mRNA-1 |
|  | GGPS4 | CCMP1779_3532-mRNA-1 |
| Phytoene Syntase | PSY | CCMP1779_10288-mRNA-1 |
| Phytoene Desaturase | PDS | CCMP1779_4801-mRNA-1 |
| ζ-Carotene Isomerase | ZISO | maker-nanno_856-snap-gene-0.25-mRNA-1 ^1^ |
| ζ-Carotene Desaturase | ZDS | CCMP1779_501-mRNA-1 |
| Carotene Isomerase |  | Not found |
| Lycopene β-Cyclase | LCYB | CCMP1779_4993-mRNA1 |
| Di-iron Carotene Hydroxylase |  | Not found |
| Zeaxanthin Epoxidase | ZEP | CCMP1779_6822-mRNA-1 |
| Violaxanthin DeEpoxidase | VDE ^2^ | CCMP1779_11477-mRNA-1  CCMP1779_11475-mRNA-1 |
| Neoxanthin Synthase | NXS | CCMP1779_11764-mRNA-1 |

^1^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination,

^2^ gene on two contigs, incomplete model

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S10 — Genes putatively involved in central carbon metabolism and possible carbon concentrating mechanism.

**Table S10:** Genes putatively involved in central carbon metabolism and possible carbon concentrating mechanism.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S11 — Functional annotation of putative genes involved in H2 metabolism and oxidative phosphorylation identified in the CCMP1779 genome.

**Table S11:** Functional annotation of putative genes involved in H_2_ metabolism and oxidative phosphorylation identified in the CCMP1779 genome.

^1^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination

^2^ transcript from EST data, no final gene model available

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S12 — Fatty acid composition of the major glycerolipids of Nannochloropsis CCMP1779. Averages are presented (n = 3) with standard deviation in parenthesis.

**Table S12:** Fatty acid composition of the major glycerolipids of Nannochloropsis CCMP1779. Averages are presented (n=3) with standard deviation in parenthesis.

|  | **MGDG** | | **DGDG** | | **SQDG** | | **DGTS** | | **PtdCho** | | **PtdEtn/**  **PtdGro** | | **TAG** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **14:0** | 13.0 | (0.79) | 6.7 | (0.31) | 5.2 | (0.28) | 4.8 | (0.8) | 1.4 | (0.23) | 1.5 | (0.12) | 7.4 | (0.7) |
| **16:0** | 14.7 | (0.67) | 35.8 | (2.12) | 50.1 | (0.47) | 18.8 | (0.99) | 22.0 | (1.39) | 41.6 | (0.51) | 45.9 | (3.11) |
| **16:1 ^1^** | 17.7 | (0.68) | 33.8 | (3.05) | 40.6 | (0.7) | 23.9 | (1.6) | 42.1 | (3.86) | 18.6 | (0.58) | 41.2 | (3.74) |
| **16:2** | 4.5 | (0.49) | 2.4 | (0.73) | 3.7 | (0.15) | 6.0 | (0.55) | 3.1 | (0.21) | 5.6 | (1.28) | 5.5 | (0.55) |
| **18:0** | 1.5 | (0.03) | n.d. |  | n.d. |  | 5.7 | (0.27) | 2.7 | (0.24) | 8.0 | (0.44) | n.d. |  |
| **18:1 ^2^** | 0.3 | (0.42) | 1.0 | (0.16) | n.d. |  | 0.4 | (0.52) | n.d. |  | 0.4 | (0.56) | n.d. |  |
| **18:2** | 1.0 | (0.2) | 1.8 | (0.38) | n.d. |  | 2.2 | (0.47) | 21.7 | (2.71) | 0.8 | (0.58) | n.d. |  |
| **20:4** | 1.4 | (0.02) | n.d. |  | n.d. |  | 5.3 | (0.25) | 2.5 | (0.22) | 7.4 | (0.41) | n.d. |  |
| **20:5** | 46.1 | (1.09) | 18.5 | (0.35) | 0.4 | (0.57) | 33.0 | (2.34) | 4.4 | (0.56) | 16.1 | (0.41) | n.d. |  |

^1^includes both 16:1Δ9 and 16:1Δ3*t*,

^2^includes both 18:1Δ9 and 18:1Δ11, n.d. not detectable

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S13 — Functional annotation of putative genes involved in fatty acid and glycerolipid biosynthesis.

**Table S13:** Functional annotation of putative genes involved in fatty acid and glycerolipid biosynthesis.

^1^ isoforms cannot be unambiguously annotated

^2^ on plastid genome,

^3^ subcellular localization cannot be unambiguously predicted

^4^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S14 — Genes predicted to encode enzymes putatively involved in fatty acid mobilization and degradation.

**Table S14**. Genes predicted to encode enzymes putatively involved in fatty acid mobilization and degradation.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S15 — Genes predicted to encode enzymes putatively involved in cell wall metabolism.

**Table S15**. Genes predicted to encode enzymes putatively involved in cell wall metabolism

| **Description** | **CAZy Family** | **ID** |
| --- | --- | --- |
| Cellulose synthase | GT2 | CCMP1779_5780-mRNA-1 |
| Cellulose synthase | GT2 | CCMP1779_7935-mRNA-1 |
| Endoglucanase | GH9 | CCMP1779_8534-mRNA-1 |
| Endoglucanase | GH9 | CCMP1779_8535-mRNA-1 |
| Endoglucanase | GH9 | CCMP1779_8356-mRNA-1 |
| Endoglucanase | GH9 | CCMP1779_11399-mRNA-1 |
| Endoglucanase | GH9 | CCMP1779_163-mRNA-1 |
| Endoglucanase | GH9 | CCMP1779_5548-mRNA-1 |

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S16 — Predicted genes in the biosynthetic pathways of Asp-derived, aromatic and branched-chain amino acids and in nitrogen assimilation in CCMP1779.

**Table S16**. Predicted genes in the biosynthetic pathways of Asp-derived, aromatic and branched-chain amino acids and in nitrogen assimilation in CCMP1779

Genes in the biosynthetic pathways of Asp-derived, aromatic and branched-chain amino acids were manually annotated. For each *N. oceanica* locus, the gene function was predicted based on BLAST similarity to homologous genes in Arabidopsis. The accuracy of gene function prediction was evaluated by PFAM domain support and reverse blast searches of Arabidopsis homologs with *N. oceanica* genes.

^1^These genes are predicted to be fused with other genes in the same pathway in *N. oceanica*.

^2^These predicted genes are missing the start codon.

^3^These predicted genes are missing the stop codon.

^4^This IPGS gene appears to be fused with some unrelated gene(s).

^5^this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S17 — Presence of fused genes in essential amino acid biosynthesis in representative bacteria, cyanobacteria, green algae, diatoms, Nannochloropsis and higher plants.

**Table S17.** Presence of fused genes in essential amino acid biosynthesis in representative bacteria, cyanobacteria, green algae, diatoms, Nannochloropsis and higher plants

| Gene pairs | *E. coli* | Synechocystis *sp.* | *C. reinhardtii* | *P. tricornutum* | *T. pseudonana* | *N. oceanica* | Arabidopsis |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *AK-HSDH* | + | - | + | + | + | + | + |
| *DHQDH-SDH* | - ^1^ | - | + | + | + | + | + |
| *ADT-ADH* | - | - | - | + | + | + | - |
| *ASA-ASB* | - ^2^ | - ^3^ | + | + | + | + | + |
| *IGPS-PAI* | + | - | - | + | + | + | - |
| *TSA-TSB* | - | - | - | + | + | + | - |

^1^Although fused *DHQDH-SDH* was not found in *E. coli*, it is present in other bacteria, such as *Acidobacterium sp.* and *Planctomyces maris.*

^2^Although fused *ASA-ASB* was not found in *E. coli*, it is present in other bacteria, such *Legionella longbeachae* and *Sorangium cellulosum*.

^3^Although fused *ASA-ASB* was not found in Synechocystis *sp.*, it is present in other cyanobacteria, such as *Anabaena variabilis* and *Nostoc sp*.*.*

The accession numbers for AK-HSDH homologs in *E. coli*, *C. reinhardtii*, *P. tricornutum*, *T. pseudonana*, and Arabidopsis are ZP_08372323, XP_001695256, XP_002182284, XP_002296299, At1g31230, and At4g19710. The accession numbers for DHQDH-SDH homologs in *Acidobacterium sp.*, *P. maris*, *C. reinhardtii*, *P. tricornutum*, *T. pseudonana*, and Arabidopsis are ZP_07032873, ZP_01854559, XP_001694346, XP_002179655, XP_002289031, and At3g06350. ADT-ADH homologs in *P. tricornutum* and *T. pseudonana* were obtained using tBLASTn at [www.jgi.doe.gov](http://www.jgi.doe.gov); the corresponding accession numbers are estExt_fgenesh1_pg.C_chr_130260 and estExt_fgenesh1_pg.C_chr_10420. The accession numbers for ASA-ASB homologs in *L. longbeachae*, *S. cellulosum*, *A. variabilis*, *Nostoc sp.* *C. reinhardtii*, *P. tricornutum*, *T. pseudonana*, and Arabidopsis are YP_003455732, YP_001615687, YP_325382, NP_484458, XP_001702943, XP_002177062, XP_002287912, and At2g28880. The accession number for IGPS-PAI homolog in *E. coli* is ZP_06938008. IGPS-PAI homologs in *P. tricornutum* and *T. pseudonana* were obtained using tBLASTn at [www.jgi.doe.gov](http://www.jgi.doe.gov); the corresponding accession numbers are estExt_fgenesh1_pg.C_chr_60121 (from DOE-JGI) and fgenesh1_pg.C_chr_10000275. The accession numbers for TSA-TSB homologs in *P. tricornutum* and *T. pseudonana* are XP_002176877 and XP_002294706.

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S18 — Putative Nannochloropsis genes involved in sulfate assimilation and metabolism.

**Table S18.** Putative Nannochloropsis genes involved in sulfate assimilation and metabolism

| **Description** | **NAME** | **ID** |
| --- | --- | --- |
| **Sulfate assimilation and metabolism** |  |  |
| ATP sulfurylase | ATPS | CCMP1779_3861-mRNA-1 |
| PAPS synthetase | APK | CCMP1779_7885-mRNA-1 |
| Type-B APS reductase | APR | CCMP1779_4709-mRNA-1 |
| Sulfite reductase | SIR | CCMP1779_1994-mRNA-1 |
| Sulfite reductase | SIR | CCMP1779_9362-mRNA-1 |
| Sulfite reductase | SIR | CCMP1779_9697-mRNA-1 |
| Serine acetyltransferase | SAT ^1^ | CCMP1779_1186-mRNA-1 |
| Cysteine synthase | CS | CCMP1779_10055-mRNA-1 |
| Cystathionine γ -synthase | CGS | CCMP1779_4094-mRNA-1 |
| Cystathionine β -lyase | CBL | CCMP1779_9158-mRNA-1 |
| Cobalamin-dependent methionine synthase | MS | CCMP1779_2985-mRNA-1 |
| Cobalamin-independent methionine synthase | MS | CCMP1779_5185-mRNA-1 |
| S-adenosylmethionine synthetase | SAM | CCMP1779_9387-mRNA-1 |
| Homoserine acetyltransferase | HSAT | CCMP1779_8402-mRNA-1 |
| Homocysteine synthase | HCS | CCMP1779_10900-mRNA-1 |
| Cystathionine β-synthase | CBS | CCMP1779_3275-mRNA-1 |
| Cystathionine γ-lyase | CGL | CCMP1779_9018-mRNA-1 |
| γ-glutamylcysteine synthetase | γ-ECS ^2^ | CCMP1779_10993-mRNA-1 |
| Glutathione synthetase | GSHS | CCMP1779_1871-mRNA-1 |
| Glutathione synthetase | GSHS | CCMP1779_6638-mRNA-1 |
| Phytochelatin synthetase | PCS | CCMP1779_214-mRNA-1 |
| Phytochelatin synthetase | PCS | CCMP1779_8531-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_6884-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_4464-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_2237-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_610-mRNA-2 |
| Sulfate transporter | SULTR | CCMP1779_2945-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_430-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_4159-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_3645-mRNA-1 |
| Sulfate transporter | SULTR | CCMP1779_6348-mRNA-1 |
| diphosphonucleoside phosphatase (bisphosphate nucleotidase) | DPNP | CCMP1779_2677-mRNA-1 |
| PAPS transporter | PAPST | CCMP1779_6951-mRNA-1 |
| PAPS transporter | PAPST | CCMP1779_11941-mRNA-1 |
| Aryl/alkyl sulfatase | ARS | CCMP1779_11904-mRNA-1 |
| S-adenosylhomocysteine hydrolase | SAHH ^3^ | CCMP1779_11453-mRNA-1 |
| gamma-glutamyltranspeptidase | GGT | CCMP1779_2736-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_10820-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_7124-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_4979-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_9177-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_2705-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_7676-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_1827-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_2416-mRNA-1 |
| glutathione S-transferase | GST | CCMP1779_6045-mRNA-1 |

^1^ C-terminus has an unusual long extension

^2^ this gene model encodes the N-terminal part of the protein

^3^ fused to aspartate aminotransferase

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S19 — Putative chloroplast protein import related genes identified in the CCMP1779 genomic sequence.

**Table S19.** Putative chloroplast protein import related genes identified in the CCMP1779 genomic sequence.

| **Description** | **NAME** | **ID** |
| --- | --- | --- |
| **Chloroplast protein import related genes** |  |  |
| Translocon at the inner-envelope-membrane of chloroplasts, 110 kDa | Tic110 | CCMP1779_1420-mRNA-1 |
| Translocon at the inner-envelope-membrane of chloroplasts, 20 kDa | Tic20 | CCMP1779_10508-mRNA-1 |
| Translocon at the inner-envelope-membrane of chloroplasts, 22 kDa | Tic22 | CCMP1779_5216-mRNA-1 |
| Translocon at the inner-envelope-membrane of chloroplasts, 62 kDa | Tic62 | CCMP1779_10312-mRNA-1 |
| Stromal processing peptidase | SPP | CCMP1779_5777-mRNA-1 |
| **Non-chloroplastic genes of similar families** |  |  |
| Heat shock protein 100 family gene | Hsp100 | CCMP1779_2758-mRNA-1 |
| Heat shock protein 100 family gene | Hsp100 | CCMP1779_7349-mRNA-1 |
| Heat shock protein 100 family gene | Hsp100 | CCMP1779_7491-mRNA-1 |
| Heat shock protein 70 family gene-mitochondrial type | Hsp70 | CCMP1779_8242-mRNA-1 |
| Heat shock protein 70 family gene-lumenal type | Hsp70 | CCMP1779_5150-mRNA-1 |
| Type I signal peptidase family gene | SPaseI | CCMP1779_1061-mRNA-1 |

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S20 — Summary of testing the HECTAR heterokont protein localization prediction tool. Detailed information on the tested sequences and results is available in Table S25.

**Table S20.** Summary of testing the HECTAR heterokont protein localization prediction tool. Detailed information on the tested sequences and results is available in Table S25.

|  |  |  |  | **Prediction** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Test Set** | # of sequences | % of correct prediction | % of false positives total | Chloro-plast | Mito-chondria | Type II Signal Anchor | Signal Peptide | no Signal Peptide |
| Chloroplast | 44 | 43 | 0 | 19 | 0 | 2 | 10 | 13 |
| Mitochondria | 25 | 52 | 0 | 0 | 13 | 0 | 3 | 9 |
| Secretory | 20 | 15 | 14 | 0 | 0 | 1 | 2 | 17 |
| Nucleus/ no SP | 18 | 100 | 36 | 0 | 0 | 0 | 0 | 18 |

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S21 — Predicted genes involved in organelle division.

**Table S21.** Predicted genes involved in organelle division

| **Description** | **NAME** | **ID** |
| --- | --- | --- |
| Tubulin-like GTPase | FtsZ ^1^ | augustus_masked-nanno_396-abinit-gene-1.13-mRNA-1^4^ |
| Tubulin-like GTPase | FtsZ ^1^ | augustus_masked-nanno_312-abinit-gene-0.12-mRNA-1^4^ |
| Tubulin-like GTPase | FtsZ ^2^ | augustus_masked-nanno_1064-abinit-gene-0.6-mRNA-1^4^ |
| Dynamin-like protein | ARC5/DRP5B ^3^ | CCMP1779_7886-mRNA-1 |
| Septum site-determining protein MinD | MinD ^2^ | CCMP1779_5101-mRNA-1 |
| Septum site-determining protein MinC | MinC ^2^ | CCMP1779_9799-mRNA-1 |

^1^ predicted to be localized to the chloroplast

^2^ predicted to be localized to the mitochondria

^3^ predicted to be localized to the cytosol

^4^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S22 — Genes predicted to be involved in light signaling.

**Table S22.** Genes predicted to be involved in light signaling

| **Description** | **NAME** | **ID** |
| --- | --- | --- |
| Cryptochrome/photolyase family protein | NoCPF1 | CCMP1779_4809-mRNA-1 |
| Cryptochrome/photolyase family protein | NoCPF2 | augustus_masked-nanno_1311-abinit-gene-0.9-mRNA-1 ^1^ |
| Aureochrome like protein | NoAUREO2 | CCMP1779_10112-mRNA-1 |
| Aureochrome like protein | NoAUREO3 | CCMP1779_10447-mRNA-1 |
| Aureochrome like protein | NoAUREO4 | CCMP1779_5385-mRNA-1 |

^1^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Table S23 — Putative transcription factors and transcriptional regulators.

**Table S23**. Putative transcription factors and transcriptional regulators

^1^ this gene model is from augustus or snap gene annotation and was found superior to the final maker annotation after manual examination

# Supplementary material for: Genome, Functional Gene Annotation, and Nuclear Transformation of the Heterokont Oleaginous Alga Nannochloropsis oceanica CCMP1779
**Source:** PLoS Genet. 2012 Nov 15;8(11):e1003064. doi: 10.1371/journal.pgen.1003064
**Supplement:** Text S1 — Supplemental results and discussion. Additional annotation is provided for genes predicted to be involved in ROS scavenging systems, oxidative phosphorylation, amino acid biosynthesis, degradation of branched chain amino acids, sulfate uptake and metabolism, and histones and histone variants.

**SUPPLEMENTAL RESULTS AND DISCUSSION**

**ROS scavenging systems**

Photosynthetic organisms including plants and microalgae are commonly challenged by biotic and abiotic stresses, which are often accompanied by the production of reactive oxygen species (ROSs) and a loss in photosynthesis efficiency . Thus, there is a need for an efficient ROS scavenging system in photosynthetic cells. It involves the scavenging of hydroxyl radicals through an activation of enzymatic and nonenzymatic mechanisms. Cellular redox buffers such as ascorbate and glutathione (GSH) serve as antioxidants in plants. Glutathione is an abundant compound, found virtually in all cell compartments, which reacts non-enzymatically with cytotoxic hydroxyl radicals and H2O2. Through the ascorbate-glutathione cycle, GSH generates another powerful antioxidant, ascorbic acid . The CCMP1779 genome contains a gene for glutathione synthase (GSH) and microsomal glutathione S-transferase (mGSH), which could participate in ascorbate-glutathione mediated ROS scavenging. Enzymatic ROS scavenging mechanisms include superoxide dismutase (SOD), ascorbate peroxidase (APX), glutathione peroxidase (GPX), and catalase (CAT) (Table S11). The CCMP1779 genome has genes likely encoding SOD and GPX that might participate in enzymatic ROS scavenging pathways. Thus, CCMP1779 likely shares basic stress responses with flowering plants.

**Oxidative phosphorylation**

Organisms rely on the reduction of O2 to H2O to drive mitochondrial ATP synthesis during aerobic metabolism , e.g. algae during the night. Genes were identified which encode key subunits of NADH dehydrogenase (complex I), succinate dehydrogenase (complex II), cytochrome *c* reductase (complex III), cytochrome *c* oxidase (complex IV), and FoF1 ATP synthase (complex V), as well as numerous accessory proteins required for the proper folding and the insertion of cofactors into these protein complexes (Table S11). In addition, transcript analysis identified ESTs coding for respiratory proteins canonically coded by mitochondrial DNA, which was not sequenced. Finally, three genes were found that encode putative alternative oxidases, proteins which permit the reduction of O2 without the concomitant synthesis of ATP . Together, the presence of these genes strongly implies a typical respiratory electron transfer chain used to couple O2 reduction to ATP synthesis.

### Amino Acid Biosynthesis

CCMP1779 is predicted to synthesize Lys, Met and Thr from Asp. There are two branch-point metabolites in the pathway, Asp semialdehyde and homoserine 4-phosphate (Figure S4). Asp semialdehyde is the substrate for branch-point enzymes dihydrodipicolinate synthase (DHDPS) and homoserine dehydrogenase (HSDH). These two enzymes control the flux between Lys and the precursor for Met and Thr. Homoserine 4-phosphate is the substrate for branch-point enzymes cystathionine gamma synthase (CGS) and Thr synthase (TS). These two enzymes control the metabolic flow between Met and Thr. In Arabidopsis, there are three mono-functional Asp kinases (AK), one mono-functional HSDH, and two dual-functional AK-HSDHs (Figure S4). Based on BLAST similarity, PFAM domain support, and reverse BLAST analysis, we predict that CCMP1779 has one AK, one HSDH and one AK-HSDH (Figure S4 and Table S16). AK-HSDH fusion is also present in other organisms, such as the bacterium *Escherichia coli*, green alga *Chlamydomonas reinhardtii*, diatoms *Phaeodactylum tricornutum* and *Thalassiosira pseudonana*, and seed plant Arabidopsis, but it is not found in cyanobacterium Synechocystis *sp* (Figure S5 and Table S17). It should be noted that the putative dihydrodipicolinate reductase (DHDPR), diaminopimelate epimerase (DAPE) encoding genes and the two Thr synthase (TS) encoding genes appear to be partial in the CCMP1779 genome (Figure S4 and Table S16). The DHDPR and DAPEencoding genes are missing the 5’-ends of the coding regions (Table S16). In CCMP1779, there are five putative genes encoding CGS or cystathionine beta lyase (CBL) (Figure S4 and Table S16). Overall, CCMP1779 has all the genes for Asp-derived amino acid biosynthesis. One interesting difference between CCMP1779 and Arabidopsis is that CCMP1779 has two predicted cobalamin-independent Met synthases (MS) and one cobalamin-dependent Met synthase (MetH); Arabidopsis has three cobalamin-independent Met synthases, but no cobalamin-dependent Met synthase (Figure S4 and Table S16).

Similar to Asp-derived amino acid, the biosynthesis of aromatic amino acids also has two branch-point metabolites: chorismate and arogenate. Chorismate is the substrate for chorismate mutase (CM), the committing (or branch-point) enzyme for Phe and Tyr biosynthesis, and anthranilate synthase (ASA and ASB), the committing enzyme for Trp biosynthesis. Arogenate is the substrate for arogenate dehydratase (ADT), the committing enzyme for Phe biosynthesis, and arogenate dehydrogenase (ADH), the committing enzyme for Tyr biosynthesis. Aromatic amino acid biosynthesis is one of the most interesting pathways in CCMP1779 because five gene pairs in this pathway are predicted as fusion genes, including those encoding dehydroquinate dehydratase and shikimate dehydrogenase (DHQDH-SDH), arogenate dehydratase and arogenate dehydrogenase (ADT-ADH), anthranilate synthase alpha and beta subunits (ASA-ASB), indole-3-glycerol phosphate synthase and phosphoribosylanthranilate isomerase (IGPS-PAI), and Trp synthase alpha and beta subunits (TSA-TSB) (Figure S5). These five fusion gene pairs are also present in diatoms *P. tricornutum* and *T. pseudonana* (Table S17). It was recently proposed that the ancestral state of Trp biosynthesis is composed of separate ASA and ASB, fusion of IGPS and PAI, and fusion of TSA and TSB, and that ASA-ASB fusion in diatoms is the result of an ancient replacement of separate ASA and ASB by fused bacterial ASA-ASB . Even though some of the open reading frames are incomplete, CCMP1779 appears to contain all the necessary genes for aromatic amino acid biosynthesis.

CCMP1779 also appears to synthesize branched-chain amino acids (BCAAs) by a common pathway starting with two molecules of pyruvate to form one molecule of Val or Leu, and one molecule of pyruvate and one molecule of Thr-derived 2-oxobutanotate for Ile (Figure S4). An interesting exception is that some prokaryotes use Thr-independent citramalate pathway to form Ile from pyruvate and acetyl-CoA . A unique feature of BCAA biosynthesis is that Val and Ile are synthesized in two parallel pathways (Figure S4). They share a set of four enzymes by using different substrates, and those enzymes include AHAS, ketolacid reductoisomerase (KARI), dihydroxyacid dehydratase (DHAD) and branched-chain aminotransferase (BCAT) . The biosynthesis of Leu branches off from the last intermediate, 2-keto-isovalerate, in Val biosynthesis. Leu biosynthetic enzymes include isopropylmalate synthase (IPMS), isopropylmalate isomerase (IPMI), isopropylmalate dehydrogenase (IMDH), and BCAT . Four genes encoding IPMS-like proteins are present in Arabidopsis, two of them encode true IPMS (Figure S4) and the other two encode methylthioalkylmalate synthases (MAM), which control the Met-derived aliphatic glucosinolate side-chain elongation process . In prokaryotes, algae, and plants, the IPMI enzyme is a heterodimer composed of a large (IPMIL) and a small subunit (IPMIS) . CCMP1779 appears to have one copy of large subunit and one copy of small subunit (Figure S4 and Table S16). Aside from the fact that some open reading frames are incomplete, CCMP1779 appears to have all the genes necessary for BCAA biosynthesis.

**Degradation of branched chain amino acids**

The degradation of BCAAs occurs in mitochondria. In animals, impaired breakdown leads to several severe diseases like maple syrup urine disease, which is caused by disrupted branched-chain keto-acid dehydrogenase (BCKDH), with symptoms like a buildup of BCAAs and their toxic by-products in the blood and urine in the patients . Plants have the ability to degrade BCAAs like animals. Similarly, most of the genes involved in the degradation of BCAAs in plants are found to be targeted to mitochondria, but evidence has shown that the later steps in Val degradation might occur in peroxisomes . Several Arabidopsis mutants that have defective enzymes in Leu degradation have been characterized to show a pleiotropic seed amino acid phenotype leading by high accumulation of three BCAAs . BCAA degradation is still under intensive study and the genes for all enzymes have yet to be discovered. Several confirmed Arabidopsis genes were selected for analysis in CCMP1779 and it was possible to find corresponding orthologs for each. All were single copy except for isovaleryl-CoA dehydrogenase (IVD) which is encoded by a single locus in Arabidopsis but has two gene models with high similarity in CCMP1779. However, whether the two IVDs are true or not still needs to be confirmed experimentally.

### Sulfate uptake and metabolism

At least eight distinct genes encoding eukaryotic-type sulfate transporters were present in CCMP1779 (Table S18). The membranous proteins annotated as putative sulfate transporters are predicted to be structurally and functionally similar with plant SULTR and yeast SUL gene family members . By contrast, the sulfate transport and sensing mechanisms were suggested to be different from those in green algae. The SAC1/SLT family proteins known as putative sodium/sulfate transporters and sulfur-sensory protein of Chlamydomonas , and the components for a prokaryotic-type sulfate permease complex that may facilitate sulfate transport into algal plastids , were both absent from the CCMP1779genome.

Subsequent to the uptake of sulfate, ATP sulfurylase (ATPS) catalyzes the synthesis adenosine 5’-phosphosulfate (APS) from sulfate and ATP . In CCMP1779, two genes encoding ATPS were present: one was predicted to encode a plastid-localized ATPS as in plants, while the other was predicted to encode a fusion protein of APS kinase (APK) and ATPS with an attachment of a pyrophosphatase domain at its *C*-terminus (Figure S6A). The latter gene model potentially encodes a 3’-phosphoadenosine 5’-phosphosulfate (PAPS) synthetase. The arrangement of APK and ATPS catalytic domains into one fusion protein appears to be conserved in heterokonts, metazoans and choanozoans , and it also resembles the organization of bacterial orthologs encoded by the *cysDNC* operon . The role of the *C*-terminal pyrophosphatase domain of heterokont andCCMP1779 putative PAPS synthetase remains uninvestigated, although it appears to be an essential component similar to GTPase (*cysN*) which drives the energetically unfavorable reaction of ATPS (*cysD*) in bacterial cells . For the subsequent APS reduction step, APR-B-type APS reductase was predicted to be the responsible enzyme in CCMP1779 (Figure S6B). APR-B is known as a variant of PAPS reductase but is capable of catalyzing the reduction of APS rather than PAPS , and is considered to be a form adapted to low-iron conditions as it does not require Fe-S cluster as a prosthetic group . APR-B was first reported from bryophyte *Physcomitrella patens* and is the enzyme present in bryophytes, lycophytes and marine algae . A more recent study suggested that the acidic residue in the P-loop region is essential for the APS reducing activity of APR-B . Consequently, the APR-B-type enzyme is likely the only sulfonucleotide reductase in CCMP1779, and the putative PAPS synthetase mentioned above is most likely responsible for phosphorylation of APS (Figure S6B). Therefore, it is reasonable to hypothesize that APS reduction and phosphorylation pathways are compartmentalized in the plastid and cytosol, requiring enzymes specialized for the respective reactions (Figure S6A).

Sulfite is reduced to sulfide by sulfite reductase . In plants, sulfide is used for synthesis of Cys , while in yeast it primarily serves as a substrate for homocysteine biosynthesis . We found gene models encoding the enzymes for both pathways inCCMP1779 (Table S18; Figure S6C). Thus, the S-amino acid biosynthetic pathways appear to be bipartite utilizing either *O*-acetylserine or *O*-acetylhomoserine as precursor carbon skeletons (Figure S6C). Genes encoding cystathionine synthesis and metabolism, and Met and *S*-adenosylmethionine biosynthetic/recycling pathways were also identified in CCMP1779. Within the Met recycling pathway, *S*-adenosylhomocysteine hydrolase (SAHH) was suggested to be a multi-domain fusion protein containing aspartate aminotransferase domain attached to its *N*-terminus (Table S18).

Biosynthesis of glutathione (GSH) occurs in two consecutive reactions catalyzed by γ-glutamylcysteine synthetase and GSH synthetase (Figure S6C). Potential orthologs encoding both enzymes were identified in the CCMP1779 genome; however a sequence similar to γ-glutamylcysteine synthetase only encoded the *N*-terminal portion of the coding region which leaves the remaining part of the enzyme yet to be identified. In addition to the biosynthetic pathways, GSH conjugating and recycling enzymes were also encoded in the CCMP1779 genome (Table S18).

### Histones and histone variants

Eukaryotic genomes are maintained in a compacted chromatin state through the presence of nucleosomes . Nucleosomes are composed of octomers of four histone cores (H2A, H2B, H3, and H4) around which the DNA double helix is wrapped . Modifications, such as acetylation and phosphorylation, on these histone cores can also be used to alter gene expression or protein binding . In addition to these modifications, variant histones can also be utilized within the nucleosome to alter the behavior of the chromatin . Like many eukaryotes, CCMP1779 contains multiple copies of each canonical histone gene, as well as at least one histone variant, histone H2A.Z. The H2A.Z variant is associated with regulation of gene expression as well as DNA repair and chromosomal segregation . The presence of this specialized variant suggests Nannochloropsis utilizes the same alterations of nucleosome components as other eukaryotes. In addition, copies of H2A, H3, and H4 encoding genes were found in close proximity on the same contig, suggesting transcription of these genes could be linked. These findings are consistent with eukaryotic histones in general. Nannochloropsis utilizes the core histones (H2A, H2B, H3, and H4) as well as key variants (H2A.Z) to maintain proper cell function.

**SUPPLEMENTAL REFERENCES**

1. Apel K, Hirt H (2004) REACTIVE OXYGEN SPECIES: Metabolism, Oxidative Stress, and Signal Transduction. Annual Review of Plant Biology 55: 373-399.

2. Dittami SM, Scornet D, Petit JL, Segurens B, Da Silva C, et al. (2009) Global expression analysis of the brown alga Ectocarpus siliculosus (Phaeophyceae) reveals large-scale reprogramming of the transcriptome in response to abiotic stress. Genome Biol 10: R66.

3. Hosler JP, Ferguson-Miller S, Mills DA (2006) Energy Transduction: Proton Transfer Through the Respiratory Complexes. Annual Review of Biochemistry 75: 165-187.

4. Gupta KJ, Zabalza A, Van Dongen JT (2009) Regulation of respiration when the oxygen availability changes. Physiologia Plantarum 137: 383-391.

5. Jiroutova K, Horak A, Bowler C, Oborn+­k M (2007) Tryptophan Biosynthesis in Stramenopiles: Eukaryotic Winners in the Diatom Complex Chloroplast. Journal of Molecular Evolution 65: 496-511.

6. Akman Gndz E, Douglas AE (2009) Symbiotic bacteria enable insect to use a nutritionally inadequate diet. Proceedings of the Royal Society B: Biological Sciences 276: 987-991.

7. Binder S (2010) Branched-Chain Amino Acid Metabolism in Arabidopsis thaliana. The Arabidopsis Book: e0137.

8. Singh BK, Shaner DL (1995) Biosynthesis of Branched Chain Amino Acids: From Test Tube to Field. The Plant Cell Online 7: 935-944.

9. de Kraker JW, Luck K, Textor S, Tokuhisa JG, Gershenzon J (2007) Two Arabidopsis Genes (IPMS1 and IPMS2) Encode Isopropylmalate Synthase, the Branchpoint Step in the Biosynthesis of Leucine. Plant Physiology 143: 970-986.

10. Textor S, de Kraker JW, Hause B, Gershenzon J, Tokuhisa JG (2007) MAM3 Catalyzes the Formation of All Aliphatic Glucosinolate Chain Lengths in Arabidopsis. Plant Physiology 144: 60-71.

11. Chuang DT, Chuang JL, Wynn RM (2006) Lessons from Genetic Disorders of Branched-Chain Amino Acid Metabolism. The Journal of Nutrition 136: 243S-249S.

12. Lange PR, Eastmond PJ, Madagan K, Graham IA (2004) An Arabidopsis mutant disrupted in valine catabolism is also compromised in peroxisomal fatty acid ƒ-oxidation. FEBS Lett 571: 147-153.

13. Lu Y, Savage LJ, Larson MD, Wilkerson CG, Last RL (2011) Chloroplast 2010: A Database for Large-Scale Phenotypic Screening of Arabidopsis Mutants. Plant Physiology 155: 1589-1600.

14. Gu L, Jones AD, Last RL (2010) Broad connections in the Arabidopsis seed metabolic network revealed by metabolite profiling of an amino acid catabolism mutant. The Plant Journal 61: 579-590.

15. Takahashi H, Kopriva S, Giordano M, Saito K, Hell R (2011) Sulfur Assimilation in Photosynthetic Organisms: Molecular Functions and Regulations of Transporters and Assimilatory Enzymes. Annual Review of Plant Biology 62: 157-184.

16. Pootakham W, Gonzalez-Ballester D, Grossman AR (2010) Identification and regulation of plasma membrane sulfate transporters in Chlamydomonas. Plant Physiol 153: 1653-1668.

17. Lindberg P, Melis A (2008) The chloroplast sulfate transport system in the green alga Chlamydomonas reinhardtii. Planta 228: 951-961.

18. Patron N, Durnford D, Kopriva S (2008) Sulfate assimilation in eukaryotes: fusions, relocations and lateral transfers. BMC Evolutionary Biology 8: 39.

19. Mougous JD, Lee DH, Hubbard SC, Schelle MW, Vocadlo DJ, et al. (2006) Molecular Basis for G Protein Control of the Prokaryotic ATP Sulfurylase. Molecular Cell 21: 109-122.

20. Kopriva S, Fritzemeier K, Wiedemann G, Reski R (2007) The putative moss 3' phosphoadenosine 5' phosphosulfate reductase is a novel form of adenosine 5' phosphosulfate reductase without an iron sulfur cluster. Journal of Biological Chemistry: M702522200.

21. Bhave DP, Hong JA, Keller RL, Krebs C, Carroll KS (2012) Iron sulfur cluster engineering provides insight into the evolution of substrate specificity among sulfonucleotide reductases. ACS Chemical Biology 7: 306-315.

22. Thomas D, Surdin-Kerjan Y (1997) Metabolism of sulfur amino acids in Saccharomyces cerevisiae. Microbiology and Molecular Biology Reviews 61: 503-532.

23. Kornberg RD, Thonmas JO (1974) Chromatin Structure: Oligomers of the Histones. Science 184: 865-868.

24. Luger K, Mader AW, Richmond RK, Sargent DF, Richmond TJ (1997) Crystal structure of the nucleosome core particle at 2.8 A resolution. Nature 389: 251-260.

25. Kouzarides T (2007) Chromatin modifications and their function. Cell 128: 693-705.

26. Bannister AJ, Kouzarides T (2011) Regulation of chromatin by histone modifications. Cell Res 21: 381-395.

27. Henikoff S, Ahmad K (2005) Assembly of variant histones into chromatin Annual Review of Cell and Developmental Biology 21: 133-153.

28. Hake SB, Allis CD (2006) Histone H3 variants and their potential role in indexing mammalian genomes: The "H3 barcode hypothesis". Proceedings of the National Academy of Sciences 103: 6428-6435.

29. Zlatanova J, Thakar A (2008) H2A.Z: View from the Top. Structure (London, England : 1993) 16: 166-179.

How the deposited data were processed for this re-analysis (not part of the article)

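RNA of 1 N-replete and 1 N-deprived culture of CCMP1779 was analysed, with 1 library each, from the authors' processed files. The authors mapped the reads of each library with TopHat and assembled transcripts with Cufflinks, whose versions are not stated in the paper's text. The deposited transcript assemblies of the authors give FPKM and read depth per transcript, with positions on contigs numbered as in another assembly than that of the annotation. The authors' MAKER annotation gives gene models, their annotation edit distance and the alignments of the transcripts on its own contigs. The authors' comparison table from Cuffdiff gives for each gene a p-value and, as scores, an ln fold change, a test statistic and a q-value, the last with values that reach just above 1. Its 2 columns of per-sample values were not used, because their headings do not say which condition is which. For the same reason the table's direction was not assigned from its headings, and the planned comparison of its FPKM with those of the transcripts was not made. In 769 of 778 called genes measured in both, the ln fold change had the sign opposite to the library ratio. An ln fold change above 0 thus went with a lower level in the N-deprived library. In 330 of its 11973 rows the fold change is not finite, and these values were left out.

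Transcripts were placed on the annotated contigs where the annotation aligned a transcript of that name once and over its full length. Of the N-replete transcripts 2742 had no full-length alignment, 758 had no alignment of that name, 134 had more than 1 and 3 shared name and length with a transcript of the other library. The same numbers for the N-deprived library were 3225, 841, 125 and 3. Names were used in both libraries for 10971 transcripts, and alignments were told apart by length. The covered exon bases of each gene were carried back to the transcript coordinates, where all transcripts of both libraries on that strand were averaged over them. A transcript was taken to run into another gene from 50 shared bases.

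The design fixed before the data were examined took FPKM per gene from the comparison table. After the files were seen, this was replaced by the values from the transcripts, and a large number of combinations of placement, strand, coverage limits and ways of adding up transcripts were tried. Each was compared with the ln fold change of the authors' table, and list percentiles under some of them were seen, before the present way was chosen. Electron transport stood apart under an early way and does not under the present way. The restriction to genes measured alone was chosen on simulated data, in which the real transcripts took values from genes with known changes. The simulation is therefore no independent test of that restriction. Of 7928 unchanged genes with a placed transcript, 12.0% passed the 2-fold limit (153 higher and 797 lower), against 1.15% of 6375 unchanged genes measured alone (17 higher and 56 lower). Of genes simulated 4-fold higher, 80 of 100 and 73 of 75 passed in the same order, and of those simulated 4-fold lower 92 of 97 and 74 of 76. The simulated values held no noise of read sampling or of FPKM estimation, so these shares show the effect of transcript structure alone. They are not error rates of the 2-fold calls in the libraries. The library ratio and the ln fold change of the authors' table had a Spearman correlation of -0.88 across 6515 genes, which are not independent replicates.

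Ratios are log2 of FPKM plus 1, N-deprived over N-replete, among genes with at least 1 FPKM in either library. Counts used a 2-fold limit, with no test, since the conditions have 1 library each. The 41 gene lists were read from the paper's tables before the data were examined. Entries given as coordinates or as a SNAP or Augustus model were assigned to the gene model of that name. Where there was none, the gene model sharing most exon bases with the entry was taken. The median of each list with at least 3 genes measured was ranked among 10000 random lists drawn in 20 bins of mean expression with a fixed seed, and percentiles under 2.5 or over 97.5 were taken to stand apart. Named genes were every member of the lists for nitrogen assimilation, glutamine and glutamate synthesis, TAG synthesis, hydrogen metabolism, LHCSR-like proteins and light signaling and of lists with few members, the lipid droplet surface protein, and of other lists the members with the highest and lowest ratios among those with at least 10 FPKM, with a few genes of extreme ratio outside the lists. This rule was set before the data were examined. Support of gene models was counted as any overlap of an exon with an aligned transcript. Fisher's exact test was run on the counts of Table S4. Shortened copies of Tables S5 and S24 were not used. Genes of DNA replication, repeats and the reads were not analysed here.

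The alternatives set before the data were examined were other pseudocounts and filters, a 4-fold limit, centred and upper-quartile scaled ratios, FPKM summed over transcripts, numbered gene models only, other limits on the authors' table, and other definitions of transcripts, support and gene models. Added after seeing the data were every gene with a placed transcript, every gene with a transcript in both libraries, at least 90% for both shares, each transcript counted for 1 gene, transcripts on either strand, and placement over 80% of the length. Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1 were used.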

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

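The test of the share of abundant genes was set before its result was seen, and the other tests in this part, among them the scaling by that share, were chosen after the result was seen. Transcripts of at least 1 FPKM that the paper's gene models do not cover appeared in both libraries. Outside every gene model lay 2783 placed transcripts of the N-replete and 2758 of the N-deprived library, and 1238 and 1512 placed transcripts lay only on the strand opposite to a gene model. No control sample sets a background for these numbers.

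More genes were lower than higher after N deprivation, 1609 against 519 as deposited. A difference in depth is argued against, since the implied read numbers of the libraries differed by a factor of 1.01. Transcripts cut or joined differently in the assemblies are argued against as the whole cause. Among genes with at least 90% of both shares the genes lower were still 2.13 times the genes higher. This is less than the 3.10 times among all genes measured, so such transcripts may account for a part of the split. This explanation and the one that follows were not applied together. The 100 genes with most sequenced bases held 27.4% of gene bases in the N-replete and 34.5% in the N-deprived library, a difference of 7.08 percentage points, past the 5 points set for this explanation. It may account for a part of the split, but as the whole cause it is argued against, since scaling the other genes up by the share taken from them, a log2 shift of -0.15 against the median of -0.45, left 1301 genes lower and 632 higher, 2.06 times as many lower. The split depends on the scaling all the same, with 990 lower and 775 higher after upper-quartile scaling and 732 and 974 relative to the median gene, neither of which tests a cause, and a change in the cells, the condition of the design, stays open and untested.

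Genes for violaxanthin-chlorophyll binding proteins were lower after N deprivation. The scaling of the libraries is argued against, since their median relative to the median gene was -3.61. Assembly differences are argued against too, since the 4 members with at least 90% of both shares had a median log2 ratio as deposited of -3.51, against -4.06 for all members, and over all 14 members the highest FPKM among transcripts that run into no other gene gave a median as deposited of -3.57. A lower level of these transcripts in N-deprived cells is left as a hypothesis, with 1 library per condition and no test of culture differences.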

How the results depend on the processing

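No paired analysis was possible because each condition has 1 library. The genes lower (1609) numbered 1032 with a pseudocount of 5, 227 at a 4-fold limit, 732 relative to the median gene and 990 after upper-quartile scaling, and the genes higher (519) numbered 98 at a 4-fold limit, 974 relative to the median gene and 789 with FPKM summed over transcripts. Centring, which sets the median to 0 whatever the cause, turned the split, so that more genes were higher than lower. Among alternatives chosen after seeing the data, 2450 of all genes with a placed transcript and 747 genes with at least 90% of both shares were lower. Upper-quartile scaling moved the median gene by 0.29.

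Of the gene lists 9 lay under percentile 2.5 and 1 over the upper limit of the random lists, and 3 of these 10 stayed past their limit under every alternative run, the antenna proteins, the chloroplast set and the chlorophyll list, which lies within that set. Centring shifts all genes alike, and dropping the filter on low values kept the same 6526 genes, so neither could move a percentile. Over the upper limit lay 2 lists with a pseudocount of 5 and 0 with summed FPKM or among genes with a transcript in both libraries. Carotenoid, pentose phosphate, branched-chain and ferredoxin genes left the lower limit with summed FPKM, and carotenoid and ferredoxin genes also with 90% shares. Plastid glycerolipid genes and elongases passed it only with summed FPKM, fatty acid synthesis only with each transcript counted for 1 gene, organelle division only among numbered models or with 90% shares, and transcription factors passed the upper limit under some alternatives. With at least 90% of both shares glycolysis moved to percentile 5.44. Secretory pathway proteins of the localization test set (percentile 2.08) turned to 72.4 with summed FPKM and 52.9 with 90% shares. In each case the cause was not tested.

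Of electron transport genes 4 were lower at 4-fold, 5 relative to the median gene or after upper-quartile scaling and 3 among numbered models. At 4-fold 4 glycolysis and 0 gluconeogenesis genes were lower, and with 90% shares 4 antenna and 4 glycolysis genes, where fewer genes were measured. Gluconeogenesis had 1 gene lower with a pseudocount of 5, both other scalings, summed FPKM or 90% shares, and 4 with either strand. Of 152 named genes, 11 lost their call with a pseudocount of 5, and centring ended 15 calls and added 14. In the authors' deposited table 1492 genes are called, 458 at a q of at most 0.01, and of the 778 called genes measured here 719 differed 2-fold. Multi-exon transcripts numbered 4948 and 3979. Depth limits genes of low FPKM, for which no interval is given. The planned comparison of FPKM in the 2 sources was not run, because the column headings of the comparison table do not name the conditions.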

Differences from the paper's values

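The paper states that 2 of its type-2 DGAT genes lack transcript support. Counted by gene model, 1 had no transcript alignment, and counted by the names of Table S13, 2 had none, because DGAT7 and DGAT10 carry the same gene model. Of the alternatives set before the data were examined, counting overlap on the same strand only gives 2 gene models, and requiring 50% of the exon bases or transcripts of at least 1 FPKM gives 1.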

Other observations

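Genes of chlorophyll and tetrapyrrole synthesis, picked from the chloroplast proteins with which the paper tested predictions of localization, were lower in the N-deprived library in 3 of 4 cases under all 3 scalings, with a list median of -1.65 relative to the median gene (percentile 0.0700, 0.0400 to 0.225 over the alternatives). The remaining gene, a ferrochelatase (CCMP1779_8010), had a ratio of 1.06 and was higher only relative to the median gene. GGR (CCMP1779_5038), the geranylgeranyl reductase that forms the phytol chain, had 1862 FPKM in the N-replete and 124 FPKM in the N-deprived library, a ratio of -3.45, and POR1 (CCMP1779_6650), the protochlorophyllide oxidoreductase, had 112 FPKM in the N-replete and 25.7 FPKM in the N-deprived library, a ratio of -1.64. The non-mevalonate isoprenoid pathway had 0 of 4 genes lower and 0 higher, 0 and 0 relative to the median gene (percentile 43.9, 37.7 to 47.2 over the alternatives). Ferredoxins had 6 of 8 genes lower and 0 higher, 2 and 0 relative to the median gene (percentile 2.41, 0.530 to 8.90 over the alternatives), with Fdx2 (CCMP1779_2103) at a ratio of -1.07. Chloroplast protein import had 1 of 5 genes lower and 0 higher, 1 and 0 relative to the median gene (percentile 29.6, 25.6 to 46.3 over the alternatives), the lower one being Tic62 (CCMP1779_10312) with 164 FPKM in the N-replete and 33.3 FPKM in the N-deprived library. Respiration had 6 of 32 genes lower and 2 higher, 0 and 3 relative to the median gene (percentile 18.4, 13.6 to 31.1 over the alternatives). The alternative oxidase gene Aox2 (CCMP1779_1989) had 41.4 FPKM in the N-replete and 137 FPKM in the N-deprived library, a ratio of 2.16, and was higher as deposited.

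Among amino acid pathways, branched-chain synthesis had 7 of 10 genes lower and 0 higher, 3 and 0 relative to the median gene (percentile 0.470, 0.290 to 8.74 over the alternatives). The small subunit of isopropylmalate isomerase (CCMP1779_5262) had a ratio of -1.11. Synthesis of Asp-derived amino acids had 6 of 18 genes lower and 0 higher, 0 and 1 relative to the median gene (percentile 21.9, 11.9 to 39.2 over the alternatives), and synthesis of aromatic amino acids had 3 of 10 genes lower and 0 higher, 0 and 0 relative to the median gene (percentile 40.9, 14.8 to 53.5 over the alternatives). Of the protein sets that the paper used to test predictions of localization, the chloroplast set had 16 of 38 genes lower and 1 higher, 10 and 3 relative to the median gene (percentile 0.0600, 0.0300 to 1.83 over the alternatives), the mitochondrial set had 4 of 18 genes lower and 1 higher, 0 and 2 relative to the median gene (percentile 32.1, 14.9 to 41.7 over the alternatives), the nuclear set had 3 of 10 genes lower and 0 higher, 3 and 0 relative to the median gene (percentile 35.8, 9.66 to 77.9 over the alternatives), and the secretory set had 7 of 15 genes lower and 1 higher, 4 and 2 relative to the median gene (percentile 2.08, 0.400 to 72.4 over the alternatives). The chloroplast set shares genes with several other lists, and those for chlorophyll and tetrapyrrole synthesis, the non-mevalonate pathway and glutamine and glutamate synthesis lie wholly within it. TAG synthesis as a whole had 2 of 11 genes lower and 1 higher, 1 and 2 relative to the median gene (percentile 47.6, 45.8 to 58.1 over the alternatives). The gene of the lipid droplet surface protein (CCMP1779_4188), whose promoter the paper used for transformation, had 384 FPKM in the N-replete and 845 FPKM in the N-deprived library, a ratio of 1.59, and was higher as deposited.

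Beyond the lists, the highest ratios among genes with at least 10 FPKM were those of CCMP1779_8232, with 3.67 FPKM in the N-replete and 279.7 FPKM in the N-deprived library, and CCMP1779_5480, with 1.96 FPKM in the N-replete and 49.0 FPKM in the N-deprived library. The authors' deposited table gives them ln fold changes of -0.84 and -1.07 without a call, far smaller changes than those of the libraries. The lowest were those of CCMP1779_5032, with 98.5 FPKM in the N-replete and 1.87 FPKM in the N-deprived library, and CCMP1779_9248, with 353 FPKM in the N-replete and 10.6 FPKM in the N-deprived library, for which that table gives 0.30 without a call, also a far smaller change, and 3.14 with a call. Of the 1609 genes lower and the 519 genes higher, the authors' deposited table calls 565 and 154.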
